# Amiloride ameliorates muscle wasting in cancer cachexia through inhibiting tumor-derived exosome release

**DOI:** 10.1186/s13395-021-00274-5

**Published:** 2021-07-06

**Authors:** Lin Zhou, Tong Zhang, Wei Shao, Ruohan Lu, Lin Wang, Haisheng Liu, Bin Jiang, Shiqin Li, Huiqin Zhuo, Suheng Wang, Qinxi Li, Caihua Huang, Donghai Lin

**Keywords:** Amiloride, Cancer cachexia, Muscle wasting, Exosome, Exosome-release inhibition

## Abstract

**Background:**

Cancer cachexia (CAC) reduces patient survival and quality of life. Developments of efficient therapeutic strategies are required for the CAC treatments. This long-term process could be shortened by the drug-repositioning approach which exploits old drugs approved for non-cachexia disease. Amiloride, a diuretic drug, is clinically used for treatments of hypertension and edema due to heart failure. Here, we explored the effects of the amiloride treatment for ameliorating muscle wasting in murine models of cancer cachexia.

**Methods:**

The CT26 and LLC tumor cells were subcutaneously injected into mice to induce colon cancer cachexia and lung cancer cachexia, respectively. Amiloride was intraperitoneally injected daily once tumors were formed. Cachexia features of the CT26 model and the LLC model were separately characterized by phenotypic, histopathologic and biochemical analyses. Plasma exosomes and muscle atrophy-related proteins were quantitatively analyzed. Integrative NMR-based metabolomic and transcriptomic analyses were conducted to identify significantly altered metabolic pathways and distinctly changed metabolism-related biological processes in gastrocnemius.

**Results:**

The CT26 and LLC cachexia models displayed prominent cachexia features including decreases in body weight, skeletal muscle, adipose tissue, and muscle strength. The amiloride treatment in tumor-bearing mice distinctly alleviated muscle atrophy and relieved cachexia-related features without affecting tumor growth. Both the CT26 and LLC cachexia mice showed increased plasma exosome densities which were largely derived from tumors. Significantly, the amiloride treatment inhibited tumor-derived exosome release, which did not obviously affect exosome secretion from non-neoplastic tissues or induce observable systemic toxicities in normal healthy mice. Integrative-omics revealed significant metabolic impairments in cachectic gastrocnemius, including promoted muscular catabolism, inhibited muscular protein synthesis, blocked glycolysis, and impeded ketone body oxidation. The amiloride treatment evidently improved the metabolic impairments in cachectic gastrocnemius.

**Conclusions:**

Amiloride ameliorates cachectic muscle wasting and alleviates cancer cachexia progression through inhibiting tumor-derived exosome release. Our results are beneficial to understanding the underlying molecular mechanisms, shedding light on the potentials of amiloride in cachexia therapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-021-00274-5.

## Introduction

Cachexia is a systemic metabolic syndrome defined by involuntary body weight and skeletal muscle loss (with or without fat loss) and cannot be fully reversed by conventional nutritional supplementations [1]. Driven by a complicated combination of endocrine and metabolic disorders as well as central nervous system perturbations, cachexia is characterized by several predominant features including reduced food intake, decreased muscle mass, excess catabolism, unnecessary energy expenditure, and hyper-inflammatory response [2]. Pathologic mechanisms of cancer cachexia are closely related to activation of proteolysis, autophagy, lipolysis, and inflammation [3].

Cachexia is usually associated with chronic and malignant diseases, including kidney disease, heart failure, neurological disease, chronic obstructive pulmonary disease, AIDS, and, especially, cancer [4]. As one of the leading causes of death worldwide, cancer accounts for an estimated 9.6 million deaths in 2018, and nearly 80% of cancer patients are affected by cachexia in different grades [5]. Cancer cachexia (CAC) directly causes about one third of fatalities in cancer patients with significant skeletal muscle wasting [6]. Efficient therapeutic strategies for the CAC treatments are urgently needed [4]. Recently, mounting researches indicated that tumor-derived exosomes contribute to cancer cachexia through mediating the cross-talk between tumors and distally located skeletal muscles, resulting in decreased muscle weight, impaired organismal function, suppressed therapeutical response, and reduced quality of life, as well as remarkably enhanced cancer-related mortality [7–10]. These works might provide a new strategy for the CAC treatments based on inhibition of tumor-derived exosomes release.

Amiloride is an old drug with potassium-sparing diuretic function (upon inhibition of Na^+^/H^+^ and Na^+^/K^+^ exchangers), which has been clinically employed in the treatments of hypertension, hypokalemia, edema, and congestive heart failure for decades [11]. Most importantly, amiloride can inhibit exosome release from cells and reverse exosome-promoted pathogenic processes, including autoimmune disease and immuno-suppressive regulation [12, 13]. However, no attempts have been reported to ameliorate cachectic muscle wasting through inhibiting tumor-derived exosome release. Given that tumor-derived exosomes are implicated in mediating cachectic muscle wasting, we speculated that amiloride might have some effects for ameliorating muscle wasting in cancer cachexia.

In the present work, we sought to determine whether amiloride was able to ameliorate muscle wasting in murine cachexia models. Furthermore, we addressed molecular mechanisms of tumor-derived exosomes promoting muscle wasting by integrative metabolomic and transcriptomic analyses, which provides the mechanistic rationale for exploiting clinical potentials of amiloride for improving the CAC treatments. Our results demonstrated that the amiloride treatment could significantly ameliorate muscle wasting in cancer cachexia and thus alleviate the CAC progression through inhibiting tumor-derived exosome release.

## Methods

### Patient blood sample collection

Patient blood samples were firstly kept in anti-coagulation (100 mM sodium citrate) tubes and then centrifuged (1000*g*, 10 min, 4 °C) to obtain platelet-free plasma within 2 h after blood collection. The plasma was aliquoted and collected in cryovials and kept at − 80 °C until used.

### Exosome isolation and characterization

Exosomes in either patient/mouse plasma or culture media of CT26/LLC cells were isolated by ultracentrifugation [14, 15]. A Beckman Coulter XE-90K Ultracentrifuge equipped with an SW 41 Ti rotor was used for the ultracentrifugation. Particle sizes of exosomes were analyzed using ZetaView® Nanoparticle Tracking Analyzer (Particle Metrix GmbH, Meerbusch, Germany) and FEI Tecnai 20 transmission electron microscope (Thermo Fisher, USA) according to the manufacturer’s manual [16] or the published protocol [17], respectively.

### Exosome density and purity measurements

Exosome density and purity were analyzed with a two-channel high-sensitivity nano flow cytometer (HSFCM) according to the protocol described previously [15]. The HSFCM was developed by the Laboratory of Professor XM Yan from College of Chemistry and Chemical Engineering, Xiamen University, which has been commercialized by NanoFCM Inc, China. To assess exosome purities, 1% final volume of Triton X-100 (Sigma-Aldrich, USA) was added to exosome suspensions, and the HSFCM measurement was repeated after incubation of 30 min on ice.

### Cell culture

The LLC, CT26, and HEK 293T cells were purchased from the China Center for Typical Culture Collection (CCTCC). C2C12 cells were provided by Stem Cell Bank, Chinese Academy of Sciences. LLC and CT26 cells were cultured in DMEM and RPMI-1640, respectively. Both culture media were supplemented with 100 units/mL penicillin, 100 μg/mL streptomycin, and 10% fetal bovine serum (Hyclone, USA). All cells were cultured in a humidified atmosphere of 5% CO_2_ at 37 °C. Culture media of LLC and CT26 cells were collected and centrifuged (1000*g*, 5 min, 4 °C) after 48 h of culture. C2C12 myoblasts were cultured to 85–90% confluence in DMEM growth medium. Myoblast differentiation was induced by incubation for 96 h in DMEM supplemented with 2% heat-inactivated horse serum. C2C12 myoblasts were used within ten generations of culture.

### Lentiviral expression of shRNA in tumor cells

The pLKO.1-puro lentivirus vector was used to express the shRNAs. The virus was generated by four co-transfected plasmids, including the lentiviral vector, pMDLg/pRRE, pRSV-Rev, and pMD2 in HEK 293T cells. At 48 h, virus-containing supernatants were collected for transduction in CT26 and LLC cells. The shRNAs against mouse *Rab27a* and *Rab27b* were 5′-GCTTCTGTTCGACCTGACAAA-3′ and 5′-GCTTCTGGACTTAATCATGAA-3′, respectively.

### Animal experiments

To assess the effects of amiloride for ameliorating muscle atrophy in vivo, we constructed murine models of CT26 (colon) and LLC (lung) cancer cachexia (Fig. S1). Adult (age 6–8 weeks) C57BL/6 and BALB/c male mice were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. Mice were individually housed, acclimated to their cages and human handling for 1 week before animal experiments, and maintained in conditions of constant temperature and 12-h light/12-h dark cycles.

Tumor cells were subcutaneously injected into the right flank of mice on day 0. In detail, BALB/c mice were inoculated with the CT26 cells (1.0 × 10^6^/100 μL) to induce colon cancer cachexia, while C57BL/6 mice were inoculated with the LLC cells (7 × 10^5^/100 μL) to induce lung cancer cachexia. Both BALB/c and C57BL/6 mice showed palpable tumors (about 5 mm in diameter) on day 9 after the inoculation. Both CT26-bearing mice and LLC-bearing mice were randomly divided into 2 groups (*n* = 8 per group): one group of mice intraperitoneally injected daily with PBS from day 9 (CAC mice), another group of mice intraperitoneally injected daily with amiloride dissolved in PBS at a dose of 2 mg/kg (AM mice). Furthermore, The *Rab27* knock-down tumor cells were subcutaneously injected into the mice following the same procedure (KD mice). Similarly, normal control mice were injected with PBS on day 0 (NOR mice). Both the KD and NOR mice were intraperitoneally injected with PBS daily from day 9.

Mouse body weights were monitored every 3-day post-tumor implantation, and food intakes were measured every day. Tumor volumes were calculated every 3-day post-tumor implantation using the formula: tumor volume (mm^3^) = 0.52 × length × width^2^, in which the length and perpendicular width were measured with a vernier caliper. Forelimb grip forces were measured with a Grip Strength Meter (YLS-13A, Shandong Academy of Medical Sciences, China). For each mouse, the grip strength was defined as the average of five successive measurements. On day 30, the mice were sacrificed. Both tumors and gastrocnemius were removed, weighed, and quickly frozen in liquid nitrogen for subsequent analysis. The mouse blood samples were firstly kept in anti-coagulation (100 mM sodium citrate) tubes and pro-coagulation tubes and then centrifuged (1000*g*, 10 min, 4 °C) to obtain platelet-free plasma and serum, respectively, within 2 h after blood collection. The plasma exosomes were quantitatively analyzed. Serum levels of TNF-α, IL-6, and IL-1β were measured by ELISA kit (R&D Systems China) according to the manufacturer’s instructions.

### Muscular toxicity evaluation

We evaluated potential muscular toxicities of the amiloride treatment in the CT26 and LLC models using C57BL/6 and BALB/c normal control mice, respectively. Either 12 C57BL/6 mice or 12 BALB/c mice were divided into 2 groups: NOR mice and NOR-AM mice, 6 per group. PBS was subcutaneously injected into the right flank of the NOR and NOR-AM mice on day 0. From day 9, the NOR-AM mice were intraperitoneally injected daily with amiloride at the same dose of 2 mg/kg following the procedure described above, whereas the NOR mice with PBS continually. Both the NOR-AM and the NOR mice were sacrificed on day 30, and toxic effects of amiloride were assessed by the differences in body weight, gastrocnemius muscle weight, and plasma exosome density between the NOR-AM mice and the NOR mice.

### Histology study

C2C12 myotubes were fixed with pre-cold methanol for 30 s, stained with 0.1% crystal violet solution for 10 min, and rinsed with distilled water before taking microscopic photographs. Myotube diameters were measured in a total of 200 myotubes from ≥ 10 random fields. Mouse gastrocnemius was collected and fixed in 4% PFA. Paraffin sections were stained with H&E, and stained slides were assessed using phase-contrast microscopy. Myofiber areas were quantified by using ImageJ. To produce frequency distribution histograms, five view fields were measured with about 200 myofibers per field in each section.

### Protein expression analysis

Proteins were extracted using RIPA lysis buffer containing protease inhibitor and phosphorylation protease inhibitor cocktails (Thermo Fisher, USA). The homogenates were then sonicated for 35 s and centrifuged (11,000*g*, 10 min, 4 °C) to remove the debris. The supernatants were collected, and protein concentrations were determined by BCA Protein Assay Kit (Beyotime Biotechnology). Then, the denatured samples were subjected to SDS-PAGE and transferred to PVDF membranes (GE Healthcare, USA) for immunoblotting analysis. After blocking with 5% non-fat milk in Tris-buffered saline containing 0.1% Tween 20 for 1 h, the membranes were probed with corresponding antibodies. Proteins were visualized by enhanced chemiluminescence using horseradish peroxidase-conjugated antibodies and band densities were quantified by the ImageJ software.

### NMR-based metabolomic analysis

Aqueous metabolites were extracted from mouse gastrocnemius for NMR-based metabolomic analysis according to the protocol described previously [18–20]. All NMR experiments were performed at 25 °C on a Bruker Avance III 850 MHz spectrometer (Bruker BioSpin, Germany) equipped with a TCI cryoprobe. Both the unsupervised principal component analysis (PCA) and supervised partial least-squares discriminant analysis (PLS-DA) were applied to compare metabolic profiles of gastrocnemius among the four groups of the NOR, CAC, AM, and KD mice by using the SIMCA 14.1 software (MKS Umetrics AB, Sweden). The metabolic pathway analysis was performed to identify significantly altered metabolic pathways (significant pathways) on the MetaboAnalyst 4.0 webserver (https://www.metaboanalyst.ca). This webserver was also used to obtain heat-map plots of relative metabolite levels, and the Pearson’s correlation coefficients between catabolic protein expressions and metabolite levels.

### Transcriptomic analysis

The RNA-seq experiments were performed by Gene Denovo Biotechnology Co. (Guangzhou, China). The NOISeq R/Bioc package was used to identify differentially expressed genes (DEGs) from pairwise comparisons among the groups of mouse gastrocnemius with two criteria: fold change (FC) ≥ 1.5 or FC ≤ 0.67, false discovery rate (FDR) ≤ 0.05. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database was employed to conduct the pathway enrichment analysis based on the identified DEGs. Pathways with Q value ≤ 0.01 were identified to be significantly changed biological processes.

### General statistical analysis

Experimental data were expressed as means ± SD. For the quantitative comparison between two groups, data were analyzed by Student’s t test analysis using GraphPad Prism. For pairwise comparisons among three or more groups, data were analyzed by using one-way ANOVA followed by Tukey’s multiple comparison test using the SPSS 19 software. Statistical significances were as follows: *p* > 0.05 (NS), *p* < 0.05 (*), p < 0.01 (**), *p* < 0.001 (***), and *p* < 0.0001 (****).

### Antibodies and reagents

The detailed information about antibodies and reagents is displayed in Table S1.

## Results

### Amiloride treatment ameliorated cachectic muscle atrophy in mice

The processes of establishing mouse models are illustrated in Fig. S1. The CT26 and LLC cells or PBS were subcutaneously injected into the mice on day 0, while amiloride or PBS was intraperitoneally injected daily from day 9 once mice developed palpable tumors. Both mouse body weights and tumor volumes were monitored along the process of establishing the CT26 cachexia model or the LLC cachexia model (Fig. 1a, b; Fig. 2a, b). On day 30 after tumor inoculation, the tumor-bearing mice displayed significant CAC features including decreases in body weights (mean loss rate: CT26, 5.9%; LLC, 6.5%), tumor-free body weights (TFBWs, mean loss rate: CT26, 14.8%; LLC, 12.4%), hind limb muscle weights (HLMWs, mean loss rate: CT26, 27.1%; LLC, 26.2%), gastrocnemius weights (mean loss rate: CT26, 33.1%; LLC, 27.4%), and soleus weights (mean loss rate: CT26, 26%; LLC, 21%) as well as muscle strengths compared to the NOR mice (Fig. 1d–h; Fig. 2d–h). Compared to the NOR mice, the CAC mice exhibited obvious myasthenia with the dramatic decline (CT26, 29.6%; LLC, 27.1%) in grip strength (Fig. 1 h; Fig. 2 h). In both the CT26 model and the LLC model, AM mice exhibited alleviated cachexia features as reflected by maintained body weights, TFBWs, HLMWs, and gastrocnemius weights as well as improved muscle strengths compared with the CAC mice. Besides, the amiloride treatment significantly increased soleus weights in the CT26 cachexia model, but not observably changed those in the LLC cachexia model (Fig. 1; Fig. 2). The cross-section area analysis revealed a decreased myofiber size in gastrocnemius of the CAC mice (cachectic gastrocnemius), indicating the muscle dysfunction condition in the CT26 and CT26 cachexia models (Fig. 3a–d). As is known, skeletal muscle mass is influenced by the counter-balance between muscle degradation and myogenesis. In cachectic gastrocnemius, the decreased ratio of p-FoxO3a/FoxO3a (Fig. S2) distinctly upregulated the expressions of Atrogin-1 and MuRF-1 (Fig. 3e, f). The amiloride treatment significantly downregulated the levels of Atrogin-1 and MuRF-1 in gastrocnemius (Fig. 3e, f). Interestingly, expressions of MyoD1 and Myogenin were not statistically significantly changed both of which regulated muscle cell growth and differentiation (Fig. 3e, f). In general, the amiloride treatment preserved muscle weights and muscle strengths in tumor-bearing mice.

**Fig. 1:**
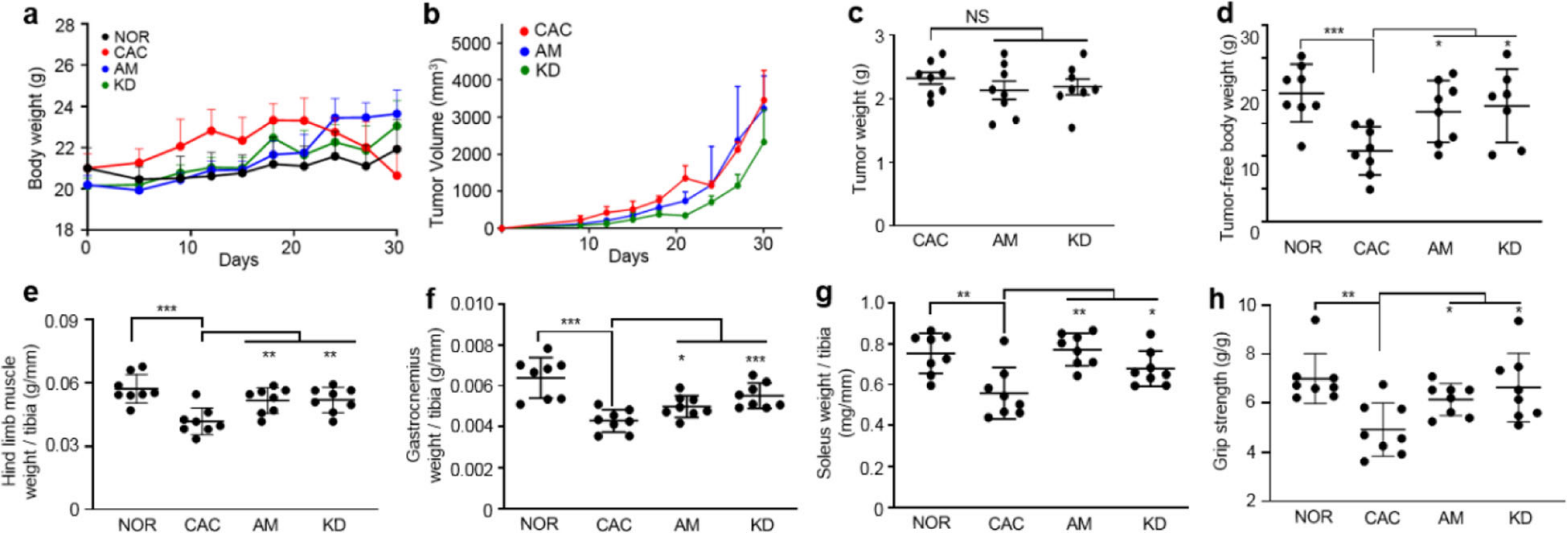
Amiloride alleviated cachexia progression in the CT26 murine model. **a**, **b** Body weight and tumor volume growth curves of the mice during the processes of establishing the animal models. **c**–**h** Characterization of cachexia features in the mice on day 30 ( = 6-8). **c**, **d** Tumor weights and tumor-free body weights of the mice. **e** Hindlimb muscle weights normalized to tibia length. **f** Gastrocnemius weights normalized to tibia length. **g** Soleus weights normalized to tibia length. **h** Grip strengths normalized to bodyweight. Statistical significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***. NOR, C57BL/6 or BALB/c normal control mice; CAC, CT26 cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with *Rab27*-knockdown CT26 cells

**Fig. 2:**
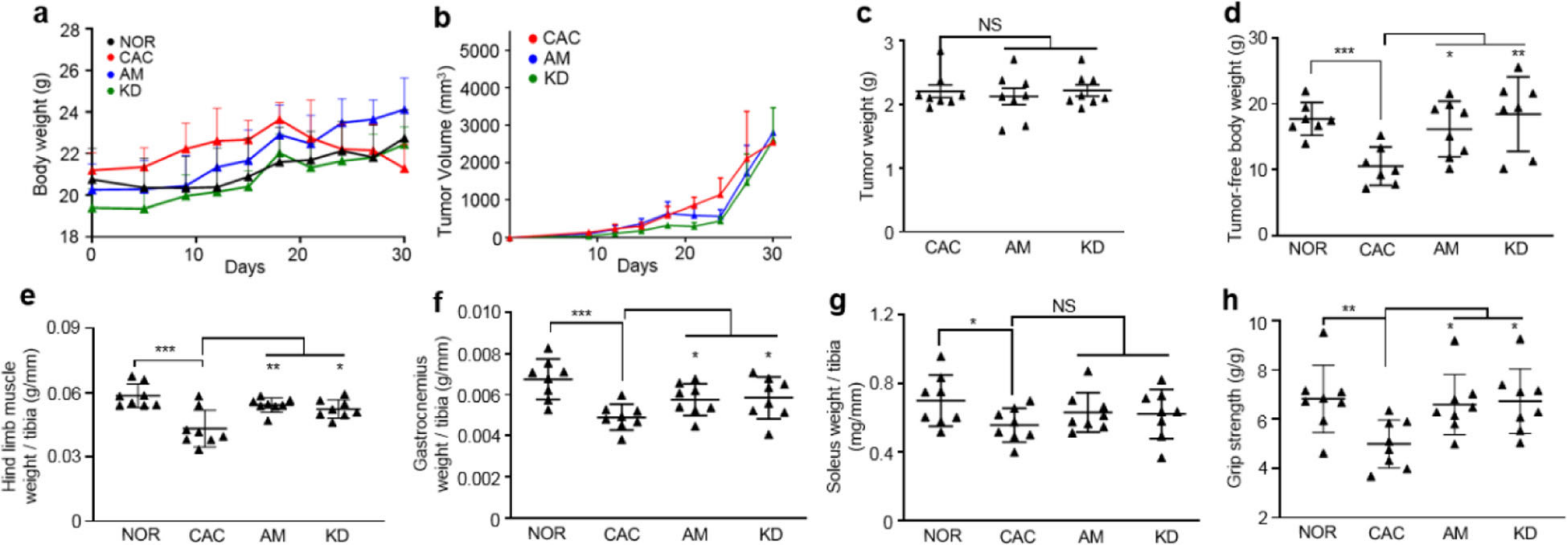
Amiloride alleviated cachexia progression in the LLC murine model. **a**, **b** Body weight and tumor volume growth curves of the mice during the processes of establishing the animal models. **c**–**h** Characterization of cachexia features in the mice on day 30 (n = 6-8). **c**, **d** Tumor weights and tumor-free body weights of the mice. **e** Hindlimb muscle weights normalized to tibia length. **f** Gastrocnemius weights normalized to tibia length. **g** Soleus weights normalized to tibia length. **h** Grip strengths normalized to bodyweight. Statistical significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***. NOR, C57BL/6 or BALB/c normal control mice; CAC, LLC cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with *Rab27*-knockdown LLC cells

**Fig. 3:**
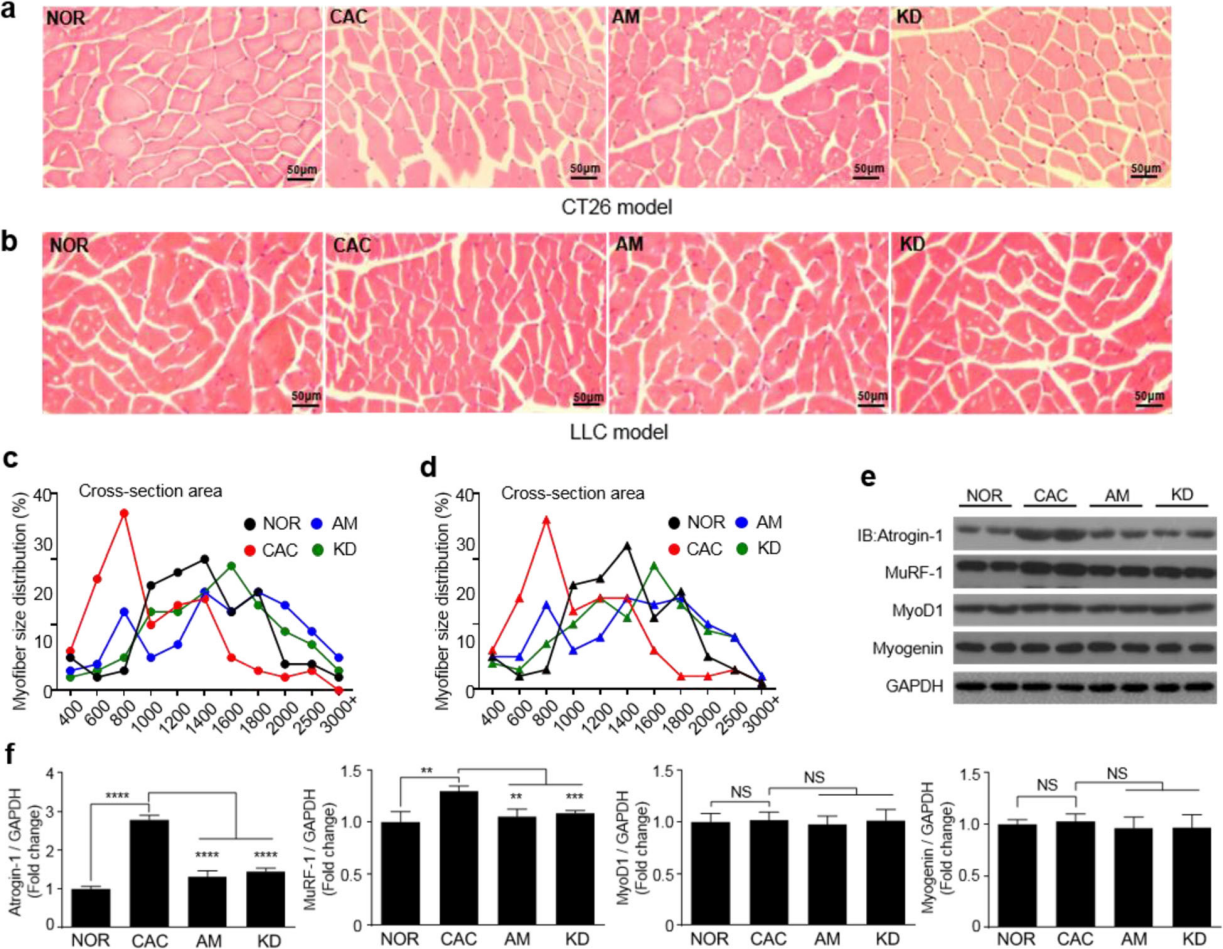
Amiloride profoundly ameliorated gastrocnemius atrophy in the CT26 model and the LLC model. Cancer cachexia features of gastrocnemius were analyzed for the NOR, CAC, AM, and KD mice on day 30. **a**, **b** Representative microscope pictures of hematoxylin and eosin staining for gastrocnemius of the CT26 model (**a**) and the LLC model (**b**) (scale bar = 50 μm). **c**, **d** Myofiber size distributions of gastrocnemius of the CT26 model (**c**) and the LLC model (**d**) (n = 5, 200 myofibers were used). **e** Expressions of MuRF-1, Atrogin-1, MyoD1, and Myogenin proteins in gastrocnemius of the CT26 and LLC models. **f** Quantification of the expressed proteins (n = 4). Statistical significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***; *p* < 0.0001, ****. NOR, C57BL/6 or BALB/c normal control mice; CAC, CT26/LLC cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with Rab27-knockdown CT26/LLC cells

### Amiloride treatment alleviated cachexia-related features in mice

Cachexia is usually accompanied by fat loss. We analyzed epididymal adipose tissues in the CT26 model and the LLC model, especially white adipose tissues which are responsible for the organismal energy storage. Compared with the NOR mice, the CAC mice displayed observable loss of epididymal adipose tissues, which was partially restored in the AM mice (Fig. 3a, b; Fig. 4a, b).

**Fig. 4:**
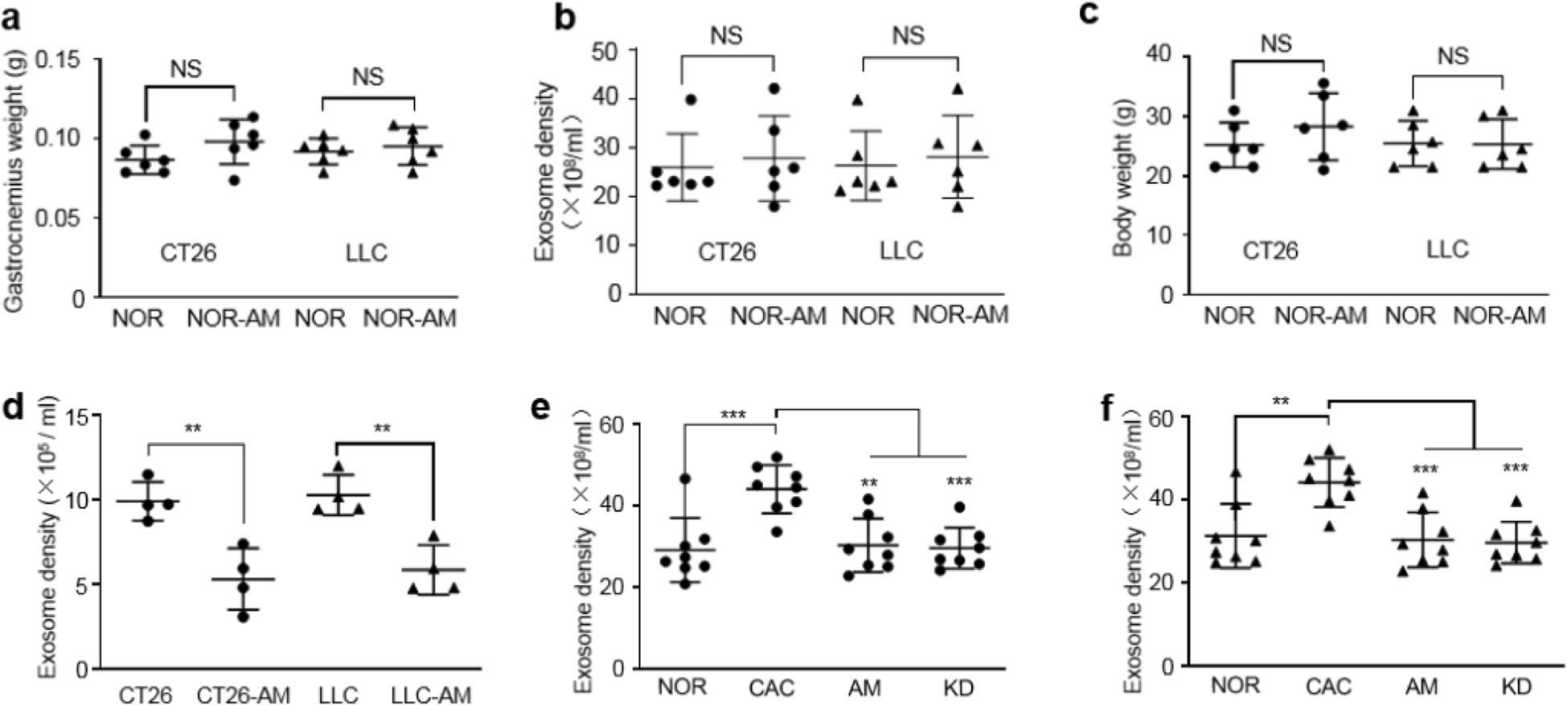
Amiloride inhibited tumor-derived exosome release both in vitro and in vivo. **a** Gastrocnemius weights of the NOR and NOR-AM mice in the CT26/LLC models (n = 6). **b** Plasma exosome densities of the NOR and NOR-AM mice in the CT26/LLC models (n = 6). **c** Body weights of the NOR and NOR-AM mice in the CT26/LLC models (n = 6). **d** Exosome densities in culture media of the CT26, CT26-AM, LLC, and LLC-AM cells (n = 4). Cells were treated by amiloride at 10 μM for 6 h. **e** Plasma exosome densities of the NOR, CAC, AM, and KD mice in the CT26 model (n = 8). **f** Plasma exosome densities of the NOR, CAC, AM, and KD mice in the LLC model (n = 8). Statistical significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***. NOR, C57BL/6 or BALB/c normal control mice; NOR-AM, amiloride-treated NOR mice; CAC, CT26/LLC cachexia mice; AM, amiloride-treated CT26/LLC mice; KD, mice inoculated with *Rab27*-knockdown CT26/LLC cells; CT26-AM, amiloride-treated CT26 cells; LLC-AM, amiloride-treated LLC cells

On the other hand, cachexia is mostly associated with systemic inflammatory response. In both the CT26 model and the LLC model, the CAC mice showed a profoundly upregulated serum level of IL-6 and almost identical serum levels of TNF-α and IL-1β compared with the NOR mice (Fig. S3c-e; Fig. S4c-e). Remarkably, the AM mice displayed declined serum level of IL-6 but nearly unchanged serum levels of TNF-α and IL-1β compared to the CAC mice in both models (Fig. S3c-e; Fig. S4c-e). Furthermore, the expression of down-stream phosphorylated Stat3 was remarkably upregulated in gastrocnemius of the CAC mice (CAC gastrocnemius), corresponding to the profoundly upregulated serum IL-6 level. Significantly, the expression of phosphorylated Stat3 was downregulated in gastrocnemius of the AM mice (AM gastrocnemius; Fig. S2). In addition, given that the p38 kinase participates in the cellular response to multiple stresses and inflammatory cytokines, we analyzed expressions of phosphorylated p38 and cleaved caspase-3, and observed significant enhancements of p38 kinase and caspase-3 activities in the CAC gastrocnemius, which was partially reversed in the AM gastrocnemius (Fig. S2).

Considering that anorexia is a crucial factor of cachexia, we continuously monitored food intakes across the four groups of mice. In the CT26 model, the CAC mice showed a slight decrease in average food intake compared with the other three groups of mice (Fig. S3f). Differently, in the LLC model, the CAC mice showed an average food intake similar to the other three groups of mice (Fig. S4f). Besides, both CT26 and LLC models did not exhibit observable differences in heart weight among the four groups of mice (Fig. S3g; Fig. S4g).

### Amiloride treatment ameliorated muscle wasting through inhibiting tumor-derived exosome release

We further investigated molecular mechanisms underlying the favorable anti-cachexia effects of the amiloride treatment. The AM mice exhibited similar tumor weights to the CAC mice in both the CT26 model and LLC model (Fig. 1c; Fig. 2c). Furthermore, the weight of the NOR-AM gastrocnemius did not show statistically significant change relative to the NOR gastrocnemius in both models (Fig. 4a).

Given that amiloride can exert inhibitory effects on the cellular exosome release [12, 13], we treated the CT26 and LLC cells with amiloride at various concentrations (1–200 μM) for 6 h (plasma half-life of amiloride is about 6–9 h) and did not observe statistically significant changes in the viabilities of both tumor cells (Fig. S5). We isolated exosomes from culture media of the CT26 cells, CT26-AM cells, LLC cells, and LLC-AM cells and characterized the four groups of tumor-derived exosomes (CT26 exosomes, CT26-AM exosomes, LLC exosomes, LLC-AM exosomes). Significantly, the treatment of amiloride at 10 μM for 6 h evidently inhibited exosome release from the CT26 and LLC tumor cells (Fig. 4d), indicating that the amiloride treatment profoundly decreased exosomes produced by the tumor cells.

Furthermore, we isolated exosomes from plasma of the four groups of mice in the CT26 model and the LLC model and quantified plasma exosome densities. Notably, the CAC mice showed dramatically increased plasma exosome densities compared to the NOR mice in both models (Fig. 4e, f). More importantly, the AM mice exhibited distinctly reduced plasma exosome densities in the two cachexia models (Fig. 4e, f), indicating that the amiloride treatment efficiently inhibited tumor-derived exosome release. Note that the amiloride treatment did not significantly influence the normal tissue-derived exosome release as indicated by the statistical comparison of plasma exosome density between the NOR-AM mice and the NOR mice (Fig. 4b). Besides, the NOR-AM mice did not show observable muscular toxicities as reflected by basic unchanged body weights and gastrocnemius weights compared to the NOR mice (Fig. 4a, c).

We isolated and characterized exosomes from plasma of the CAC patients and the Non-CAC patients (CAC exosomes, non-CAC exosome; Fig. S6-8). Based on the limited patient samples used in this study, we found that exosome densities in patient plasma varied even by 20-fold among individuals (Fig. S8b). In addition, the CAC patients did not display significant statistical differences in plasma exosome density from the Non-CAC patients (Fig. S8b).

On the other hand, the exosomes derived from both the CT26/LLC culture media and the CAC patient plasma induced apparent myotube atrophy in vitro*,* as indicated by the obviously decreased myotube diameters (Fig. S8a-d, h-i) and distinctly enhanced expressions of Atrogin-1 and MuRF-1 relative to PBS controls (Fig. S9). Our observation that plasma exosomes of the CAC patients profoundly promoted myotube atrophy, supporting the previous studies [7, 21].

To further confirm the experimental observation that tumor-derived exosomes significantly induced muscle atrophy in cancer cachexia, we constructed *Rab27* knock-down CT26 and LLC cell lines (CT26-KD cells, LLC-KD cells) as positive controls (Fig. S8e, f). Expectedly, knock-down of *Rab27a* and *Rab27b* potently inhibited exosome release from tumor cells without remarkably changing viabilities of the tumor cells (Fig. S8g; Fig. S10). The exosomes isolated from culture media of the CT26-KD and LLC-KD tumor cells displayed markedly reduced abilities to induce myotube atrophy relative to their corresponding wild-type counterparts (Fig. S8h, i; Fig. S9b). As expected, the KD mice inoculated with the *Rab27* knock-down tumor cells displayed alleviated cachexia features, as indicated by increased body weights, TFBWs, HLMWs, and gastrocnemius weights as well as improved muscle strengths compared with the CAC mice in the two models (Fig. 1; Fig. 2). Furthermore, the CAC, AM, and KD mice of both models showed similar tumor weights on day 30 (Fig. 1c; Fig. 2c), indicating that amiloride inhibited tumor-derived exosome release without significantly affecting tumor growth in vivo. These results indicated that the amiloride treatment could profoundly ameliorate cachectic gastrocnemius atrophy and thereby alleviate cancer cachexia through inhibiting tumor-derived exosome release.

### Amiloride treatment improved hyper-catabolism in gastrocnemius

To mechanistically understand metabolomic features of skeletal muscles in the four groups of mice, we conducted NMR-based metabolic profiling of gastrocnemius. A total of 32 metabolites were identified (Fig. S11a; Table S2). The resonance assignments were confirmed by using 2D ^1^H-^13^C HSQC spectra (Fig. S11b).

The unsupervised principal component analysis (PCA) scores plot illustrates that the metabolic profile of the CAC gastrocnemius is distinctly different from those of the NOR, AM and KD gastrocnemius (Fig. 5a). Similarly, the supervised partial least-squares discriminant analysis (PLS-DA) scores plots display significant metabolic distinctions in gastrocnemius between the NOR and CAC mice, the CAC and AM mice, and the CAC and KD mice (Fig. 5b). Significant metabolites were identified from the PLS-DA models (Fig. S12). Furthermore, we performed univariate analysis to quantitatively compare metabolite levels among the four groups of gastrocnemius and identify differential metabolites (Table S3).

**Fig. 5:**
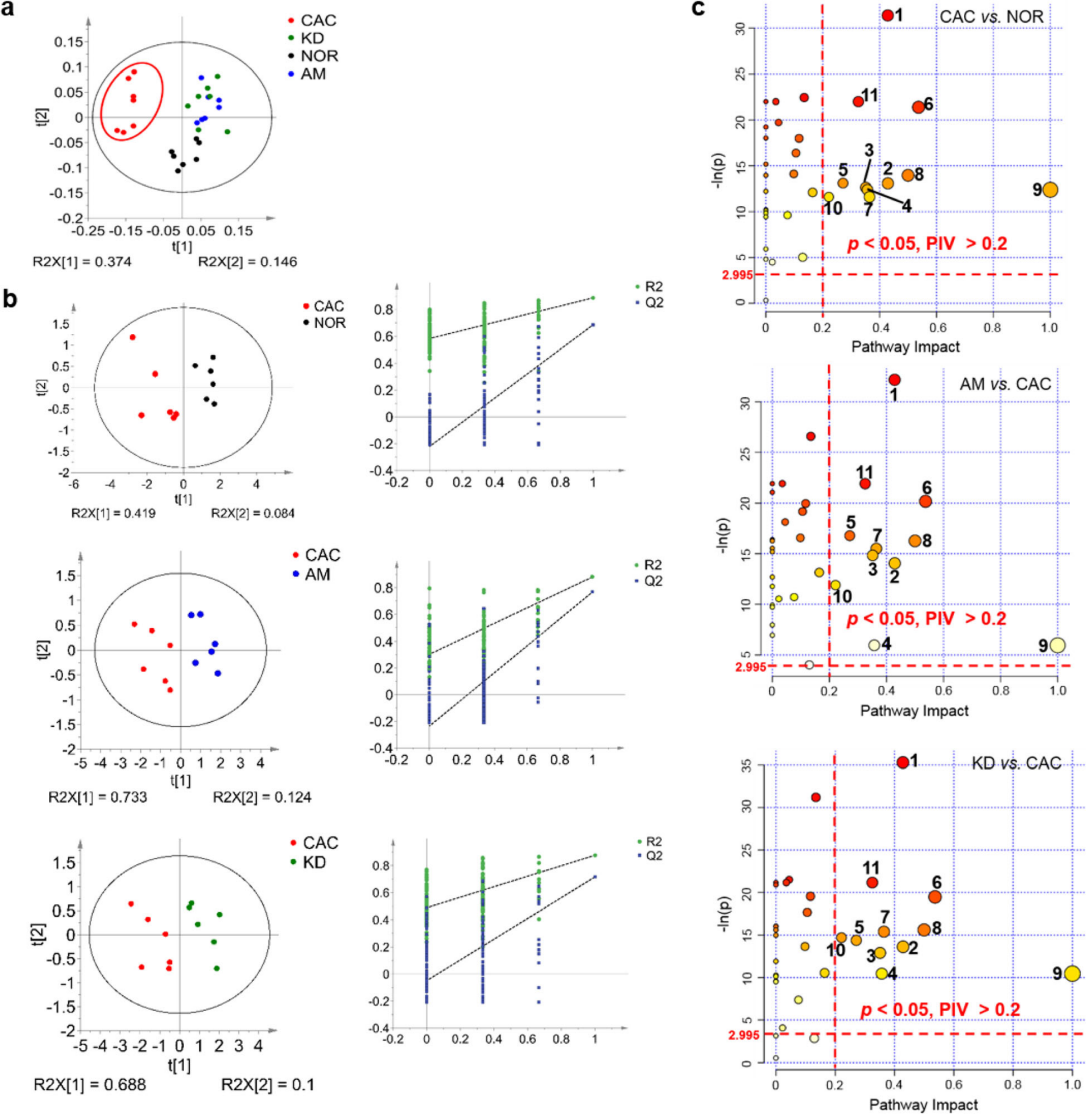
Metabolomic analyses of the NOR, CAC, AM and KD gastrocnemius. **a** PCA scores plot of 1D ^1^H NMR data obtained on aqueous extracts derived from gastrocnemius of the NOR, CAC, AM and KD mice (*n* = 7). **b** PLS-DA scores plots and cross-validation plots of 1D ^1^H-NMR data obtained from gastrocnemius of the NOR, CAC, AM and KD mice. Top: CAC mice vs. NOR mice; Middle: AM mice vs. CAC mice; Bottom: KD mice vs. CAC mice. The PLS-DA models were cross-validated to evaluate their robustness with random permutation tests (200 cycles). **c** Metabolic pathway analyses of CAC vs. NOR, AM vs. CAC, KD vs. CAC, using the Pathway Analysis module provided by MetaboAnalyst 4.0. Numbers in the three panels represent significantly altered metabolic pathways, which were identified with -ln(*p*) > 2.995 (corresponding to *p* < 0.05) and pathway impact value > 0.2: 1, taurine and hypotaurine metabolism; 2, nicotinate and nicotinamide metabolism; 3, pyruvate metabolism; 4, phenylalanine metabolism; 5, glycine, serine and threonine metabolism; 6, alanine, aspartate and glutamate metabolism; 7, glutathione metabolism; 8, D-glutamine and D-glutamate metabolism; 9, phenylalanine, tyrosine and tryptophan biosynthesis; 10, histidine metabolism; 11, starch and sucrose metabolism. NOR, C57BL/6 or BALB/c normal control mice; CAC, CT26/LLC cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with Rab27-knockdown CT26/LLC cells

Combining the significant metabolites with the differential metabolites, we determined characteristic metabolites for the four groups of mouse gastrocnemius (Table S4). Totally, 18, 20, and 22 characteristic metabolites were identified in gastrocnemius for CAC vs. NOR, AM vs. CAC, and KD vs. CAC, respectively. Among 17 shared characteristic metabolites, 10 metabolites (glucose, IMP, glycine, creatine, methylmalonate, niacinamide, aspartate, glutamate, fumarate and tyrosine) were increased in the CAC gastrocnemius but consistently decreased in the AM and KD gastrocnemius, and 7 metabolites (lactate, taurine, inosine, alanine, 2-phosphoglycerate, ATP and glutamine) were decreased in the CAC gastrocnemius but consistently increased in the AM and KD gastrocnemius (Table S4).

Furthermore, significant pathways were identified by performing the metabolic pathway analysis for the four groups of gastrocnemius (Fig. 5c). Notably, both the amiloride treatment and *Rab27* knock-down significantly altered the identical metabolic pathways. Interestingly, 8 of the 11 significant pathways were closely related to amino acid metabolism. The heat-map plot of relative metabolite levels illustrates that a large number of amino acids were increased in the CAC gastrocnemius, including alanine, glutamine, aspartate, and glycine (Fig. 6a). The upregulated levels of phosphorylated AMPK-Tyr112 and downregulated levels of phosphorylated Akt1 indicated a strongly activated catabolism in cachectic gastrocnemius (Fig. 6b, c). Moreover, the raised ratio of LC3II/LC3I and declined levels of MHC and MLC were indicative of promoted autophagy in cachectic gastrocnemius (Fig. 6b, c). Additionally, the levels of upregulated amino acids were positively correlated with expressions of catabolic proteins, but negatively correlated with expressions of anabolic proteins in the CAC gastrocnemius (Fig. 6d).

**Fig. 6:**
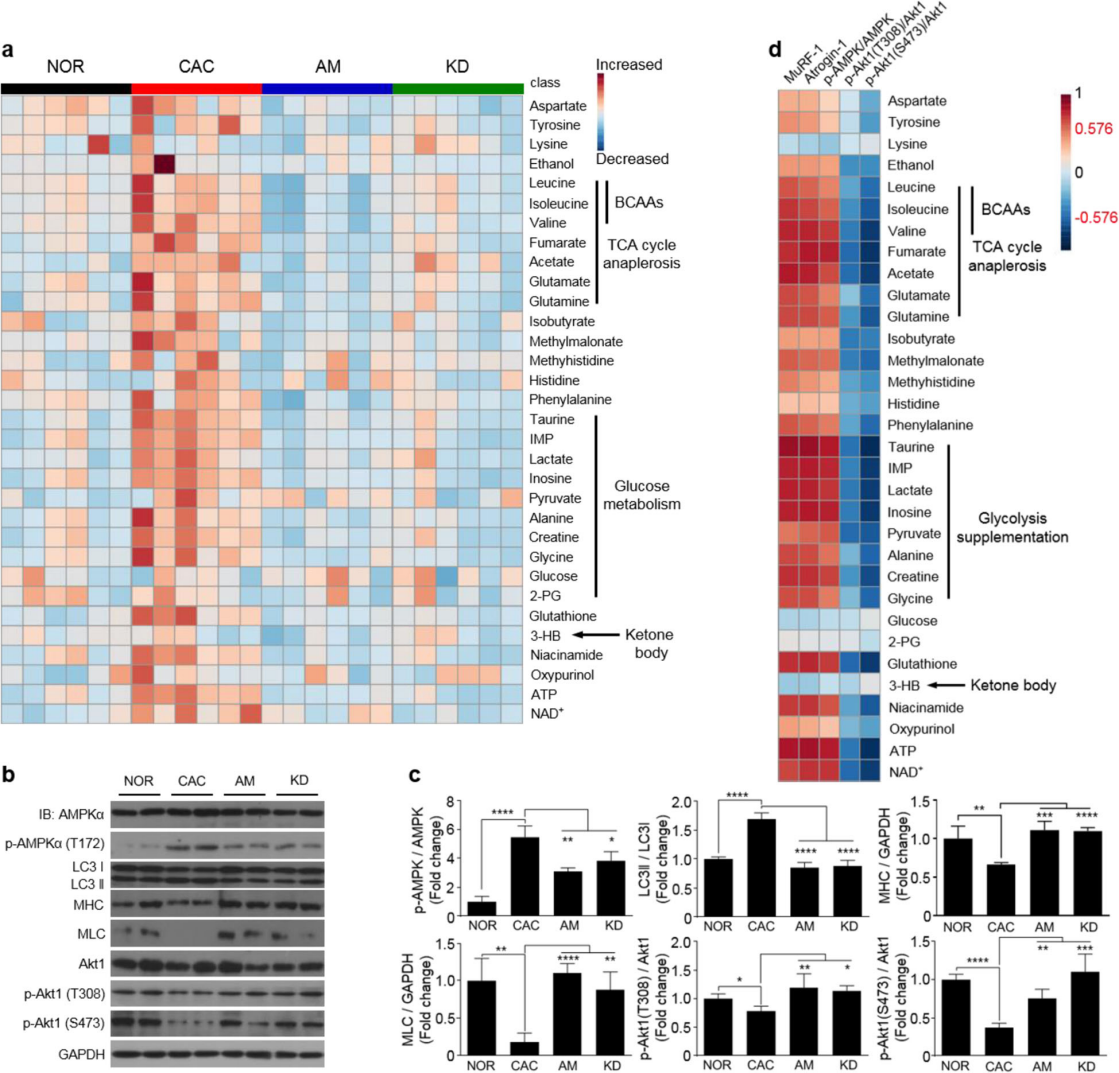
Metabolomic analyses showed that the amiloride treatment attenuated hyper-catabolism in cachectic gastrocnemius. **a** Heat-map plot of relative levels of the identified metabolites (n = 6). **b** Expressions of AMPK, p-AMPK, LC3, MHC, MLC, Akt1, p-Akt1(T308), and p-Akt1(S473) proteins analyzed by using western blot. **c** Quantification of the expressed proteins (*n* = 4). **d** Heat-map plot of the correlations between the catabolic/anabolic protein expressions and identified metabolite levels in the CAC gastrocnemius. The gradient red/blue colors indicate that the positive/negative correlations, and significant correlations were identified with the criterion of |r| > 0.576 (*n* = 6). Statistical significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***; *p* < 0.0001, ****. NOR, C57BL/6 or BALB/c normal control mice; CAC, CT26/LLC cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with Rab27-knockdown CT26/LLC cells; BCAAs, branch-chain amino acids; IMP, inosine monophosphate; 2PG, 2-phosphoglycerate; 3-HB, 3-hydroxybutyrate; MLC, myosin light chain; MHC, myosin heavy chain

Transcriptomic profiling identified 1466 upregulated genes and 1941 downregulated genes in the CAC gastrocnemius relative to the NOR gastrocnemius, of which 753 differentially expressed genes (DEGs) were shared by the pairwise comparisons of CAC vs. NOR, AM vs. CAC, and KD vs. CAC (Fig. S13a; Fig. S14a). 

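Poly(A) RNA from gastrocnemius, a muscle of the calf, was sequenced for 16 mice, 4 in each of the NOR, CAC, AM, and KD groups, as 1 library per mouse. NOR mice received PBS in place of tumor cells. CAC mice carried untreated tumors, AM mice carried tumors and received amiloride at 2 mg/kg from day 9, and KD mice carried tumors grown from Rab27 knock-down cells. All muscles were taken on day 30. In each group, replicates 1 and 2 are labelled as C57BL/6 mice, the host strain of the LLC (Lewis lung carcinoma) cells, and replicates 3 and 4 as BALB/c mice, the host strain of the CT26 (colon carcinoma) cells. The strain and the tumor line therefore change together. The authors deposited the number of reads counted on each gene, without normalization, and FPKM values computed from these counts. Between 35913190 and 61032708 reads per library were counted on genes, with a median of 54134803.5 in NOR, 45550784.5 in CAC, 44057596 in AM, and 50377593.5 in KD. The 10 genes with most counts took between 13.9% (CAC replicate 3) and 25.5% (NOR replicate 1) of a library. At this depth counting error was small beside the spread between mice, since for any 2 libraries of a group the chi-square per degree of freedom, the mean squared difference in units of the variance that counting alone gives, was at least 66.6. Across genes, Pearson's r between 2 libraries of the same group was 0.889 to 0.979 over 24 pairs. Between libraries of different groups it covered much the same range, 0.882 to 0.980 over 96 pairs. The paper's text names NOISeq for the DEGs but no aligner, genome build, or counting tool. Here, the counts were compared with edgeR's quasi-likelihood F test on the 8 libraries of the 2 groups, after TMM normalization, with no covariate and with genes kept by edgeR's filterByExpr (minimum count 10, minimum total count 15). A gene was called a DEG with a Benjamini-Hochberg FDR of at most 0.05 and a fold change of at least 1.5 or at most 0.667, the paper's criteria. Expression is given as TMM-normalized CPM (counts scaled to the size of the library), as mean ± SD over the 4 mice of a group, and log2 fold changes with their standard error (SE). Of the Ensembl identifiers in the table, 21905 matched the GENCODE M21 annotation of GRCm38, from which all positions were taken, and 18 did not. Exact permutation tests were two-sided, and 4 mice against 4 cannot give a p below 0.0286. With 2 mice of each labelled strain in a group, fits within a strain rest on 2 mice against 2.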

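In the CAC gastrocnemius relative to the NOR gastrocnemius, 633 genes were upregulated and 753 were downregulated among 14666 genes tested. An FDR within the limit at any fold change was reached by 2048 genes, and 4269 genes (29.1%) had an unadjusted p below 0.05. The alternative that moved these counts most was the use of the mice labelled BALB/c alone (2 against 2), in which 0 genes were DEGs and 2578 had an unadjusted p below 0.05. The counts also moved with single libraries. They were 379 upregulated and 429 downregulated genes without NOR replicate 2, 343 and 385 without NOR replicate 3, and 438 and 484 without CAC replicate 1. In AM relative to CAC, 239 genes were upregulated and 298 downregulated among 14674, and 3186 genes (21.7%) had an unadjusted p below 0.05. Here the upregulated and downregulated genes numbered 61 and 151 without CAC replicate 1, 110 and 197 without CAC replicate 2, 125 and 221 without CAC replicate 3, and 179 and 268 without CAC replicate 4. Without AM replicates 1 to 4 in turn, upregulated genes numbered 110, 89, 76, and 68, and downregulated genes 158, 166, 166, and 168. In KD relative to CAC, 0 genes were upregulated and 1 was downregulated among 14593, while 884 genes had an unadjusted p below 0.05 with a rise and 743 with a fall. With total counts as the only scaling, these last 2 numbers were 570 and 1591. The CAC vs. NOR and AM vs. CAC comparisons had 422 DEGs in common, all with opposite directions (218 up in CAC and down in AM, 204 down in CAC and up in AM). This number was 168, 260, and 265 without CAC replicates 1 to 3 in turn and 235, 210, 197, and 175 without AM replicates 1 to 4. The only DEG shared by the 3 comparisons was Il6ra (ENSMUSG00000027947), which encodes the interleukin-6 receptor subunit alpha and lies on chromosome 3 from 89864059 to 89913196. It was named after its values were seen. Its expression was 16.3 ± 5.38 CPM in NOR, 67.1 ± 13.4 in CAC, 21.3 ± 5.09 in AM, and 20.3 ± 2.20 in KD (SD, n = 4). The log2 fold change of Il6ra was 2.04 in CAC vs. NOR (FDR 0.00405), -1.65 in AM vs. CAC (FDR 0.00762), and -1.72 in KD vs. CAC (SE 0.160, FDR 0.0443). Over the alternatives the last FDR ranged from 9.98e-16 to 0.993. With single libraries left out it was 0.0214 without CAC replicate 1 and above the limit without any of the other 7, up to 0.407 without KD replicate 4.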

The KEGG enrichment analysis based on the identified DEGs screened out distinctly changed metabolism-related processes including carbohydrate metabolism, lipid metabolism, and amino acid metabolism (Fig. S13b; Fig. S14b). 

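The KEGG annotation in the deposited table covers 7927 genes. Of these, 5645 were tested in CAC vs. NOR and formed the background, and 587 of them (10.4%) were DEGs. Pathways were taken as the entries of this annotation, and stray quotation marks split some of them. Glycine, serine and threonine metabolism, for example, was tested as 18 and as 12 genes, and 109 genes of Metabolic pathways as a separate entry. The entries are therefore not all whole pathways. In a one-sided exact hypergeometric test over 313 entries of 10 to 500 tested genes, 6 pathways had a Q value of at most 0.01. They were Protein digestion and absorption (25 of 67 genes, 2 up and 23 down, Q = 1.25e-06), ECM-receptor interaction (22 of 76, 2 up and 20 down, Q = 0.0008105), Proteasome (15 of 43, all up, Q = 0.00148), Malaria (15 of 45, 13 up and 2 down, Q = 0.00208), African trypanosomiasis (9 of 19, all up, Q = 0.00297), and AGE-RAGE signaling pathway in diabetic complications (23 of 97, 12 up and 11 down, Q = 0.0056). The next pathway, PI3K-Akt signaling, had a Q value of 0.0384. The number of pathways moved most without NOR replicate 4, to 2. With upregulated DEGs alone 4 pathways passed, and with downregulated DEGs alone 3 passed, among them Arginine and proline metabolism (10 of 42 genes, Q = 0.00314). The 3 metabolic categories of Fig. S13b were counted as sets of KEGG pathways. Carbohydrate metabolism held 38 DEGs of 285 tested genes (11 up and 27 down) where the background share gives 29.6 (exact hypergeometric test, p = 0.0622, 0.156 after adjustment over the 3 categories). Amino acid metabolism held 31 of 237 (10 up and 21 down) where 24.6 were expected (exact p = 0.104, adjusted 0.156). Lipid metabolism held 26 of 300 (10 up and 16 down) where 31.2 were expected (exact p = 0.867, also after adjustment). Single libraries moved these counts. Without NOR replicate 2, NOR replicate 3, or CAC replicate 1, carbohydrate metabolism held 18, 20, and 22 DEGs, amino acid metabolism 16, 15, and 19, and lipid metabolism 15, 14, and 17, and amino acid metabolism held 19 without NOR replicate 1 and 20 without CAC replicate 3. Glycolysis/Gluconeogenesis had 10 DEGs among 53 genes (Q = 0.604), 9 of them down (Q = 0.0697 among downregulated DEGs alone). In AM vs. CAC, 3 pathways passed the limit, with Proteasome first (19 of 43 genes, Q = 4.53e-13), then Protein digestion and absorption (16 of 66) and Epstein-Barr virus infection (23 of 183).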

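The transcript of Cd36 (ENSMUSG00000002944), whose gene lies on chromosome 5 from 17781690 to 17888801, stood at 359 ± 62.8 CPM in NOR, 692 ± 302 in CAC, 515 ± 124 in AM, and 497 ± 99.0 in KD (SD, n = 4). Its log2 fold change in CAC vs. NOR was 0.95 (SE 0.286), and its FDR of 0.0617 was above the limit, although every CAC mouse had a higher value than every NOR mouse (exact permutation test, p = 0.0286). CAC replicate 4 had the highest value, 1133 CPM, and the log2 fold change without it was 0.60. Without CAC replicate 2 it was 1.10 and its FDR fell to 0.0464. Over all alternatives the FDR lay between 0.0075 and 0.273. For Acot1 (ENSMUSG00000072949), on chromosome 12 from 84009490 to 84018371, expression was 2.38 ± 0.333 CPM in NOR and 11.5 ± 3.70 in CAC, a log2 fold change of 2.27 (SE 0.256, FDR 0.00272). With each mouse left out in turn this value stayed between 2.06 and 2.44. Acot1 shares 22.9% of its 31-base words with transcripts of other genes, so that part of its reads could have been placed on a relative. Neither gene was a DEG in AM vs. CAC, where the log2 fold changes were -0.42 for Cd36 (FDR 0.463) and -0.54 for Acot1 (FDR 0.523), or in KD vs. CAC, where they were -0.47 (FDR 0.619) and -1.14 (FDR 0.265). AM replicate 3 had the highest Acot1 value of its group, 16.1 CPM, and without it the log2 fold change was -1.13 (FDR 0.0907). This value was -0.33 without CAC replicate 4 and -0.34 without AM replicate 4. For Cd36, leaving out CAC replicate 4 gave -0.08 in AM vs. CAC and -0.12 in KD vs. CAC. For Acot1, every KD mouse had a lower value than every CAC mouse (exact permutation test, p = 0.0286). Of 24 alternatives, 1 called Acot1 in KD vs. CAC (FDR 0.0145). All these values are of transcripts. For both genes the paper also cites protein levels (Fig. 7b, c), which the deposited counts do not measure.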

Consistently, the loss of epididymal adipose tissues in cachexia mice (Fig. S2a, b; Fig. S3a, b) was accompanied by upregulated expressions of fatty acid translocase *CD36* and Acyl-coenzyme A thioesterase 1 (*Acot1*) in the CAC gastrocnemius (Fig. 7b, c; Table S5), which facilitated mobilization and oxidation of adipose tissues.

**Fig. 7:**
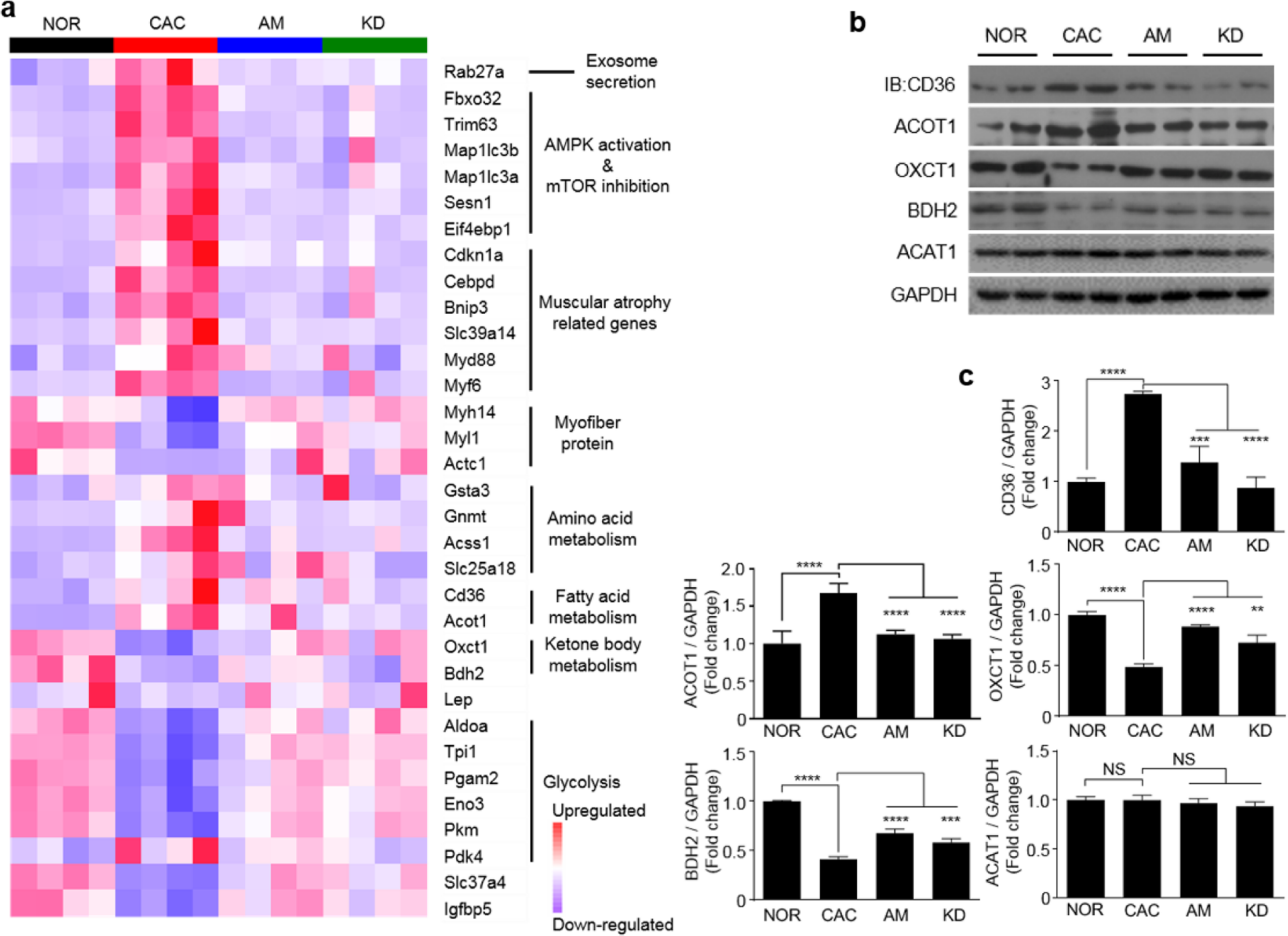
Transcriptomic analyses exhibited that the amiloride treatment improved glycolysis and ketone body oxidation in cachetic gastrocnemius. **a** Heat-map plot of relative transcription levels of muscular atrophy-related genes (n = 4). **b** Expressions of ACOT1, CD36, OXCT1, BDH2, and ACAT1 proteins. **c** Quantification of the expressed proteins (n = 4). Statistical significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***; *p* < 0.0001, ****. NOR, C57BL/6 or BALB/c normal control mice; CAC, CT26/LLC cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with *Rab27*-knockdown CT26/LLC cells; ACOT1, acyl-coenzyme A thioesterase 1; CD36, fatty acid translocase; OXCT1, 3-oxoacid CoA transferase 1; BDH2, 3-hydroxybutyrate dehydrogenase 2; ACAT1, acetyl coenzyme A acetyltransferase 1

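Among the atrophy-related genes of the heat map, the ubiquitin ligase Fbxo32 (ENSMUSG00000022358, chromosome 15, 58175879 to 58214932) stood at 155 ± 53.5 CPM in NOR, 926 ± 147 in CAC, 240 ± 51.5 in AM, and 263 ± 247 in KD (SD, n = 4). Its log2 fold change was 2.58 in CAC vs. NOR (SE 0.266, FDR 0.00214), -1.94 in AM vs. CAC (SE 0.186, FDR 0.0032), and -1.82 in KD vs. CAC (SE 0.621, FDR 0.351). Trim63 (ENSMUSG00000028834, chromosome 4, 134315120 to 134329629), the ubiquitin ligase MuRF1, had 366 ± 114, 2073 ± 474, 386 ± 108, and 450 ± 400 CPM in the 4 groups in the same order, with log2 fold changes of 2.50 (FDR 0.00214), -2.42 (FDR 0.00385), and -2.21 (FDR 0.277). For both genes each comparison separated all 4 mice from all 4 (exact permutation test, p = 0.0286). Cebpd (ENSMUSG00000071637, chromosome 16, 15887286 to 15891031) rose by 2.76 on the log2 scale in CAC (FDR 0.00522), with a log2 fold change of -2.35 in AM vs. CAC (FDR 0.0032) and -1.53 in KD vs. CAC (FDR 0.451). KD replicate 2 stood apart from the other KD mice for these 3 genes, with 619 CPM of Fbxo32, 1024 of Trim63, and 327 of Cebpd. Without it, the KD vs. CAC log2 fold changes were -2.70 (FDR 0.0669), -3.02 (FDR 0.0651), and -2.73 (FDR 0.0633). Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) rose by 2.93 in CAC (FDR 0.00543) and changed by -1.46 in AM vs. CAC (FDR 0.0886) and -2.02 in KD vs. CAC (FDR 0.280). Among structural genes, Actc1 (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548) stood at 740 ± 515 CPM in NOR and 17.8 ± 12.9 in CAC, a log2 fold change of -5.38 (SE 0.749, FDR 0.00476). Its changes of 4.72 in AM vs. CAC (FDR 0.0588) and 4.94 in KD vs. CAC (FDR 0.231) were above the FDR limit. Myl1 (ENSMUSG00000061816, chromosome 1, 66924295 to 66945404) fell by 1.80 in CAC (FDR 0.0273), and the call was lost, with an FDR above the limit, without NOR replicate 1 (0.0611), NOR replicate 2 (0.0678), NOR replicate 3 (0.0660), or CAC replicate 1 (0.0510). Its log2 fold change was 1.21 in AM vs. CAC (FDR 0.165) and 1.27 in KD vs. CAC (FDR 0.347). A list of 18 atrophy genes held 13 DEGs in CAC vs. NOR, all up, and 15 genes with an FDR within the limit when adjusted over the list alone. The study names several of these genes from the same libraries, so the second count is not independent evidence. As a set the list rose in CAC (limma's camera with estimated correlation, 0.00873 before and 0.105 after adjustment over 12 lists). After adjustment it passed under fry (adjusted p = 0.000303) and not under camera. Of the 18 genes, 17 fell in AM vs. CAC, 11 as DEGs and 15 when adjusted over the list alone (camera adjusted p = 0.0154, fry adjusted p = 6.57e-05). In KD vs. CAC all 18 fell, with 0 DEGs and 3 genes when adjusted over the list alone (camera adjusted p = 0.3004, fry adjusted p = 0.113).

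**Figure D1:**
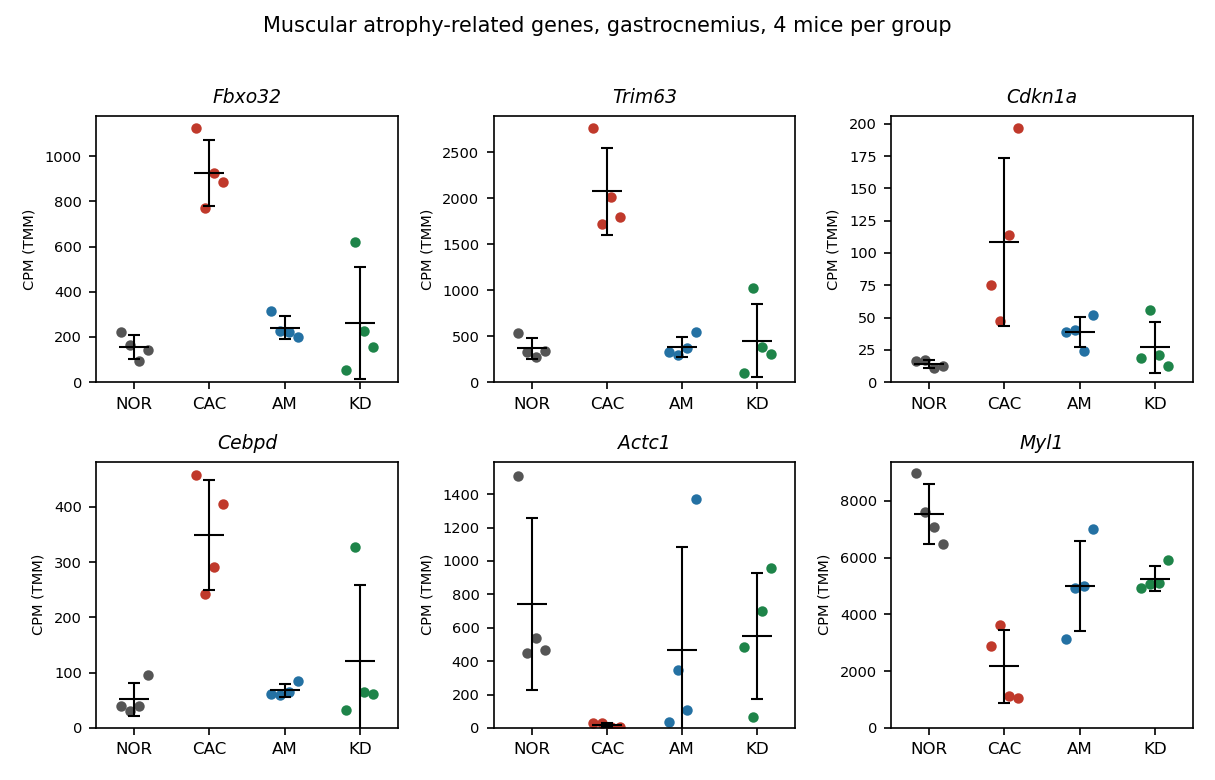
Expression of Fbxo32, Trim63, Cdkn1a, Cebpd, Actc1, and Myl1 in the NOR, CAC, AM, and KD gastrocnemius, in TMM-normalized CPM on a linear axis, with points for single mice and bars for mean ± SD (n = 4). The CAC mice lie above the NOR mice for the first 4 genes and below them for Actc1 and Myl1, KD replicate 2 is the highest KD point for Fbxo32 (619 CPM) and Trim63 (1024 CPM), and the lower error bars of Actc1 in AM and Cebpd in KD would run below 0 and end at the axis.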

Overall, the amiloride treatment substantially improved hyper-catabolism in cachectic gastrocnemius, and *Rab27* knock-down showed a similar improvement of hyper-catabolism (Fig. 6; Fig. 7).

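Of the CAC vs. NOR DEGs that were also tested in the other comparison, 98.5% had a log2 fold change of the opposite sign in AM vs. CAC (1375 genes) and 98.2% in KD vs. CAC (1371 genes). Both comparisons use the same CAC libraries, which alone favors opposite signs. In 20 simulations of AM and KD groups drawn without any change from CAC, the share was 60.1% to 65.0% (median 61.7%) for AM and 60.4% to 66.3% (median 63.0%) for KD. With separate CAC mice on the 2 sides, replicates 1 and 3 against NOR and replicates 2 and 4 against AM or KD, the share was 96.9% for AM and 96.5% for KD. With these mice exchanged it was 97.4% and 96.2%. Over the alternatives, the share for AM moved most with the mice labelled C57BL/6 alone, to 95.5%. Measured in single mice, as the share of these DEGs that lay on the NOR side of the CAC mean, it was 89.3%, 94.7%, 94.2%, and 99.6% in AM replicates 1 to 4 (SD 4.22) and 93.1%, 71.4%, 90.4%, and 98.1% in KD replicates 1 to 4 (SD 11.7). Over 1368 of the DEGs, the median change back toward NOR was 0.75 on the log2 scale in AM and 0.67 in KD, where the median size of the change in CAC vs. NOR was 1.07. Without any change in AM or KD, the simulations gave a median change back of 0.07 to 0.11 in AM and 0.07 to 0.10 in KD. Compared with NOR directly, 0 genes were DEGs in AM (1354 of 14738, or 9.19%, with an unadjusted p below 0.05) and 0 in KD (522 of 14748, or 3.54%). Without AM replicate 4 there were 14 DEGs in AM vs. NOR, and without KD replicate 1 there was 1 in KD vs. NOR. AM and KD differed from each other by 0 DEGs (1.11% of 14745 genes with an unadjusted p below 0.05). The biological coefficient of variation was 0.303 in NOR, 0.416 in CAC, 0.355 in AM, and 0.506 in KD. Data were also simulated with 200 changed genes and 1 spread per gene, estimated over both groups of a comparison. The test then found 34.8% of genes changed 2-fold in CAC vs. NOR, 30.0% in AM vs. CAC, and 0.5% in KD vs. CAC. It found 70.3% of genes changed 4-fold in KD vs. CAC. A count of few DEGs in KD therefore does not show that changes were absent. These shares need not hold where more than 200 genes change. Citing Fig. 6 and Fig. 7, the paper concludes that amiloride substantially improved hyper-catabolism in the cachectic gastrocnemius and that Rab27 knock-down did so in a similar way.

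**Figure D2:**
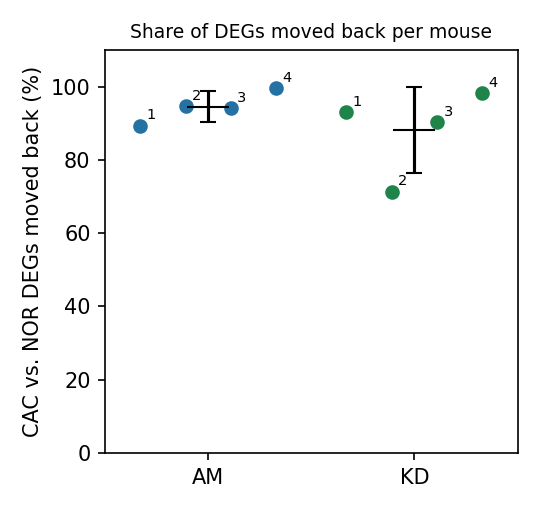
Percentage of the CAC vs. NOR DEGs whose expression lay on the NOR side of the CAC mean in each AM mouse and each KD mouse, with replicate numbers beside the points and bars for mean ± SD (n = 4). AM mice range from 89.3% to 99.6%, and KD replicate 2 is the lowest point at 71.4%.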

### Amiloride treatment improved blocked glycolysis and impeded ketone body oxidation in gastrocnemius

Glycolysis is one of the fundamental energy sources in muscle cells, and ketone bodies are alternative energy sources under harsh conditions. Glucose was significantly increased in the CAC gastrocnemius relative to the NOR gastrocnemius, contrarily, the glycolysis end product—pyruvate—was decreased (Table S3). 

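Among 13 genes of a glycolysis list (12 symbols, Aldoa under 2 identifiers), 12 had lower expression in CAC than in NOR, with a median log2 fold change of -0.98 and a range from -2.13 to 0.29 (Hk1). As DEGs 7 passed, all down, and 8 had an FDR within the limit when adjusted over the list alone. Eno3 (ENSMUSG00000060600, chromosome 11, 70657202 to 70662513) stood at 4399.7 ± 689.8 CPM in NOR and 1564.5 ± 579.6 in CAC (SD, n = 4), a log2 fold change of -1.49 (SE 0.297, FDR 0.0156) that stayed between -1.69 and -1.26 with each mouse left out in turn. Pgam2 (ENSMUSG00000020475, chromosome 11, 5801640 to 5803733) stood at 2279 ± 387 and 835 ± 283 CPM (log2 fold change -1.45, FDR 0.0154), and Tpi1 (ENSMUSG00000023456, chromosome 6, 124810586 to 124814296) at 2582 ± 274 and 965.5 ± 313 CPM (-1.42, FDR 0.0106). Pkm (ENSMUSG00000032294, chromosome 9, 59656368 to 59679375) stood at 3941 ± 678 and 1539 ± 452 CPM (-1.36, SE 0.241, FDR 0.011) and shares 38.6% of its 31-base words with other genes. For these 4 genes every CAC mouse had a lower value than every NOR mouse (exact permutation test, p = 0.0286). Pgk1 changed by -1.10 (FDR 0.00924, 55.4% of its words shared), and Ldha by -0.98 (FDR 0.0265). The Ldha call was lost without NOR replicate 1 (FDR 0.0601), NOR replicate 2 (0.0617), NOR replicate 3 (0.0679), or CAC replicate 1 (0.0562). Pfkm (-0.77, FDR 0.0780) and Gapdh (-0.69, FDR 0.375, 32.5% of words shared) were not DEGs. CAC replicate 4 had 214 CPM of Gapdh against 736 to 1245 in the other CAC mice, and without it the log2 fold change of Gapdh was -0.37. Without CAC replicate 2 the FDR of Pfkm was 0.0401, and over all alternatives it ran from 0.00906 to 0.291. Hk2 (-0.19, FDR 0.530) and Gpi1 (-0.04, FDR 0.908) hardly changed. With single mice left out, the log2 fold change of Hk2 ran from -0.31 (without CAC replicate 2) to -0.07 (without CAC replicate 3), and the sign of Gpi1 turned with total counts as the only scaling (0.10) and without NOR replicate 1 (0.07) or CAC replicate 3 (0.04). As a set, the list gave a camera p of 0.155 with its estimated correlation of 0.523 (0.343 adjusted over 12 lists) and a fry p of 0.00947 (0.0189 adjusted), so the fall passed under fry and not under camera with the estimated correlation. With each mouse left out in turn the camera p was 0.122 to 0.214. Pdk4 (ENSMUSG00000019577, chromosome 6, 5483351 to 5496309) stood at 303 ± 181 CPM in NOR and 976 ± 575 in CAC, a log2 fold change of 1.69 (SE 0.605) whose FDR of 0.102 was above the limit (exact permutation test, p = 0.0857). Over the alternatives its FDR was 0.0111 to 0.414, and only DESeq2 in place of edgeR brought it within the limit.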

The expressions of multiple glycolytic catalyzing enzymes were downregulated, but the expression of glycolytic inhibition enzyme (pyruvate dehydrogenase kinase isoenzyme 4, *Pdk4*) was upregulated in cachectic gastrocnemius relative to normal control (Fig. 7a; Table S5). Furthermore, the CAC gastrocnemius exhibited more than 2-fold decreases in expressions of ketone body oxidation enzymes 3-oxoacid CoA transferase 1 (OXCT1) and 3-hydroxybutyrate dehydrogenase 2 (BDH2; Fig. 7b,c) but substantially unchanged expressions of ketone body transporters (MCT1 and MCT4; Fig. S2) and the dominant organismal ketone body—3-hydroxybutyrate (3-HB; Table S3). These results were indicative of blocked glycolysis and impeded ketone body oxidation in the CAC gastrocnemius. 

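In the AM gastrocnemius, Eno3 stood at 3399.5 ± 727 CPM, Pgam2 at 1709 ± 451, Tpi1 at 2067 ± 486, and Pkm at 3229.5 ± 621 (SD, n = 4). In the KD gastrocnemius they stood at 3579.5 ± 653, 1952 ± 311, 2337 ± 279, and 3402 ± 728 CPM. The log2 fold change in AM vs. CAC was 1.12 for Eno3 (SE 0.307, FDR 0.0758), 1.04 for Pgam2 (FDR 0.0926), 1.10 for Tpi1 (FDR 0.0608), and 1.07 for Pkm (SE 0.244, FDR 0.0450), the only DEG among them. The Pkm call held without CAC replicate 2 alone among the 8 libraries. Without the other 7 its FDR lay between 0.0605 (AM replicate 1) and 0.115 (AM replicate 4). Over 24 alternatives the Pkm call was lost in 14. Eno3, Pgam2, and Tpi1 were called in 2, 1, and 3 of 24, with lowest FDRs of 0.00256, 0.00764, and 0.00125. In KD vs. CAC the values were 1.19 for Eno3 (FDR 0.275), 1.22 for Pgam2 (FDR 0.267), 1.27 for Tpi1 (FDR 0.231), and 1.14 for Pkm (FDR 0.263), none of them DEGs with the main settings. Each of the 4 was called in 2 of 24 alternatives, with lowest FDRs of 0.00605, 0.00265, 0.0002055, and 0.00104 in this order. Every AM mouse and every KD mouse had a higher value than every CAC mouse for each of the 4 genes (exact permutation test, p = 0.0286). Of the 13 glycolysis genes, 11 rose in AM vs. CAC, 1 as a DEG and 7 when adjusted over the list alone (camera adjusted p = 0.445, fry adjusted p = 0.0823). In KD vs. CAC 11 rose, 0 as DEGs and 7 when adjusted over the list alone (camera adjusted p = 0.3004, fry adjusted p = 0.113). For ketone bodies, Oxct1 (ENSMUSG00000022186, chromosome 15, 4026383 to 4155344) stood at 345 ± 61.4 CPM in NOR, 149 ± 39.6 in CAC, 261 ± 73.3 in AM, and 307 ± 74.7 in KD. Its log2 fold change was -1.21 in CAC vs. NOR (SE 0.220, FDR 0.0117), 0.81 in AM vs. CAC (FDR 0.105), and 1.04 in KD vs. CAC (FDR 0.267). Bdh2 (ENSMUSG00000028167, chromosome 3, 135281221 to 135304426) had low expression, with 2.41 ± 0.435, 1.02 ± 0.262, 1.64 ± 0.187, and 1.29 ± 0.474 CPM in the 4 groups in the same order. It changed by -1.24 in CAC vs. NOR (FDR 0.0194, and 0.0599 without NOR replicate 2), 0.69 in AM vs. CAC (FDR 0.186), and 0.35 in KD vs. CAC (FDR 0.807). Acat1 (-0.07, FDR 0.837), Bdh1 (-0.56, FDR 0.381), and the transporter genes Slc16a1 (0.08, FDR 0.839) and Slc16a3 (-0.43, FDR 0.411) were not DEGs in CAC vs. NOR. Acat1 was positive without NOR replicate 1 (0.04) or CAC replicate 3 (0.04), and Slc16a1 was -0.15 without CAC replicate 4. Bdh1 was -0.16 without NOR replicate 1, and Slc16a3 was -0.74 without CAC replicate 2 and -0.23 without CAC replicate 4. In KD vs. CAC, Bdh2 was 0.53 without CAC replicate 1 and 0.07 without KD replicate 4. These 6 ketone body genes as a set gave adjusted p-values of 0.343 under camera and 0.0444 under fry in CAC vs. NOR (2 DEGs, and 2 when adjusted over the list alone), 0.589 and 0.330 in AM vs. CAC (0 DEGs and 0 adjusted over the list alone), and 0.3004 and 0.113 in KD vs. CAC (all 6 up, 0 DEGs, 1 adjusted over the list alone). A change that passed the limit in CAC vs. NOR and not in KD vs. CAC is not shown to differ between the 2 comparisons, a difference that was not tested. The ketone body values above are of transcripts, while the paper cites protein levels for the enzymes and transporters (Fig. 7b, c and Fig. S2).

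**Figure D3:**
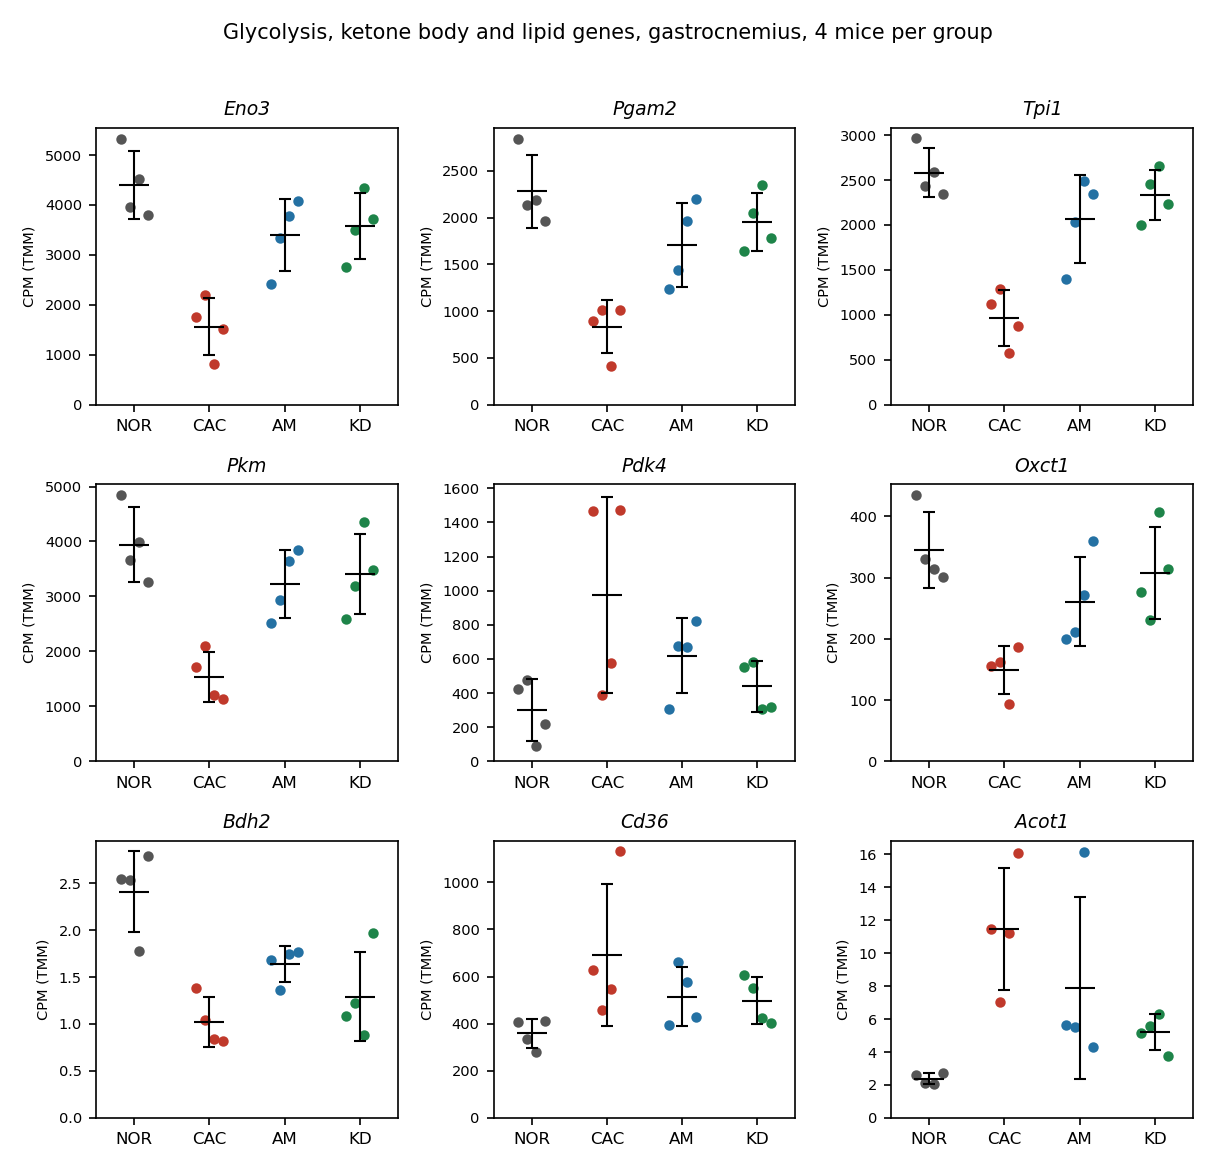
Expression of Eno3, Pgam2, Tpi1, Pkm, Pdk4, Oxct1, Bdh2, Cd36, and Acot1 in the NOR, CAC, AM, and KD gastrocnemius, in TMM-normalized CPM on a linear axis, with points for single mice and bars for mean ± SD (n = 4). For Eno3, Pgam2, Tpi1, and Pkm the CAC points lie below those of the other 3 groups, while for Cd36 and Acot1 single mice (CAC replicate 4 at 1133 CPM, AM replicate 3 at 16.1 CPM) stand above their group.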

Significantly, both the AM and KD gastrocnemius displayed profoundly improved glycolysis and ketone body oxidation via the inhibition of tumor-derived exosome release (Fig. 7; Fig. S15).

## Discussion

Cancer cachexia evidently reduces patient survival and quality of life due to its high incidence and mortality rate [4, 22]. Developments of efficient therapeutic strategies are urgently required for the CAC treatments. Previous studies have demonstrated that amiloride possesses potassium-sparing diuretic function, which has been clinically used in the treatments of hypertension and edema due to heart failure [11, 23–25]. Moreover, amiloride can inhibit exosome release from cells and reverse exosome-promoted pathogenic processes [26, 27]. In this study, we established CT26/LLC-induced mouse models of lung/colorectal cancer cachexia, assessed the effects of the amiloride treatment for alleviating muscle atrophy in the two cachexia models, and addressed the underlying molecular mechanisms. Our results reveal that amiloride is a potential therapeutic drug capable of ameliorating muscle wasting in cancer cachexia through inhibiting tumor-derived exosome release (Fig. 8).

**Fig. 8:**
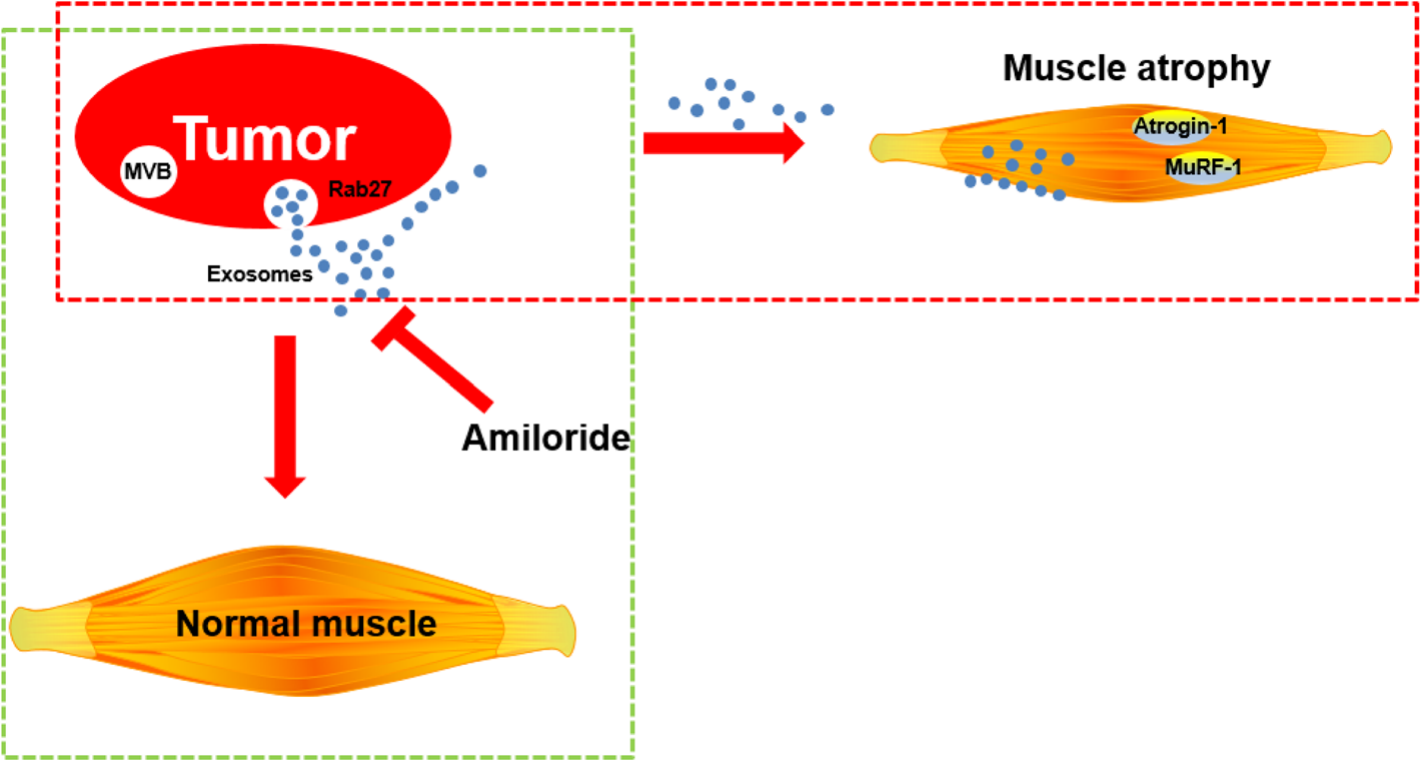
Graphic model of the amiloride treatment ameliorating cachectic muscle wasting through inhibiting tumor-derived exosome release

Both the CT26 model and the LLC models showed remarkable cachexia features and significant metabolic impairments in gastrocnemius. Significantly, the amiloride treatment prevented the losses of body weight, skeletal muscle, and fat mass, which did not obviously affect tumor growth and induce observable systemic toxicities in normal control mice, as indicated by basically unchanged body weights and gastrocnemius weights of the NOR-AM mice relative to the NOR mice. More importantly, multiple cachexia features were improved, as evidenced by downregulated expressions of muscular atrophic proteins, partially restored muscle strength and neutralized systemic inflammation. The further mechanistic study revealed that the amiloride treatment profoundly inhibited tumor-derived exosome release and attenuated hyper-catabolism, significantly improved the metabolic impairments in cachectic gastrocnemius, thereby alleviating the CAC progression.

By integrative metabolomic and transcriptomic analyses, we identified significantly impaired metabolic pathways in cachectic gastrocnemius relative to normal control, including promoted muscular catabolism, inhibited muscular protein synthesis, blocked glycolysis, and impeded ketone body oxidation. Expectedly, the impaired metabolic pathways potentially contribute to metabolic mechanisms underlying the CAC progression. Previously, we established a mouse model of gastric cancer cachexia by orthotopically implanting BGC823 cells and identified significantly impaired metabolic pathways in cachectic gastrocnemius [19]. The two works of ours unanimously confirm that aberrant catabolism in cachectic gastrocnemius is triggered primarily by upregulated E3 ligases, which exhibit profoundly increased levels of amino acids (isoleucine, leucine, valine, glutamate). Interestingly, the CT26/LLC cachexia models show blocked glycolysis in gastrocnemius, while the BGC823 cachexia model displays promoted glycolysis. The metabolic distinction might be dictated by several factors including differences in food intake, inflammatory cytokines, tumor type, and stage of cachexia. Additionally, the discrepancy between orthotopic and subcutaneous cachexia models might be associated with discrepant metabolic features in gastrocnemius, potentially contributing to the metabolic distinction, even though these models undergo similar muscular atrophic processes.

In the past decades, strategies for cachexia therapy mainly focused on the development of new drugs, including ghrelin and ghrelin receptor agonists, myostatin antagonists, inflammatory cytokine neutralizing antibodies, and natural product extracts [28–37]. Furthermore, recent studies have identified several key molecules (namely cachectin) and correspondingly explored inhibitory chemicals for alleviating the CAC progression. However, most of these efforts have not obtained satisfactory clinical trial results [38]. The primary reason might attribute to the heterogeneity of cachectin resulting from either different tumor types or being aroused by inherent reprogramming processes within identical tumor types, which requires more comprehensive investigation. Besides, it is time-consuming for clinical trials and further approval of newly developed drugs. In contrast, applying existing drugs for new indications could be a more feasible alternative strategy. Given that most of the existing drugs are usually associated with well addressed pharmacokinetic and pharmacodynamic properties and toxicity profiles, the alterative strategy might greatly reduce the time required to develop novel drugs for the CAC treatment.

Amiloride has been clinically used for nearly three decades in the treatments of hypertension, edema and congestive heart failure [23–25, 39]. In the present study, we demonstrated for the first time the therapeutic potentials of amiloride in the treatments of cancer cachexia. Previously, Cameron et al. showed that increased Na^+^ contents in multiple tissues of H6 hepatoma-induced cachexia mice can be partially reversed by the amiloride treatment [40]. Their study mainly determined amiloride-induced changes of Na^+^ and other ions contents in liver cachexia mice, but did not further examine whether cachexia symptoms were relieved.

The most outstanding characteristic of amiloride is the efficient inhibitory effects on the Na^+^/H^+^ and Na^+^/K^+^ transporters [11, 23, 26, 41]. Under normal conditions, the Na^+^/H^+^ transporter mediates H^+^ efflux from the cells in exchange for Na^+^ influx. Further works indicated that blocking Na^+^ influx/ H^+^ efflux can inhibit cell growth, and tumor cells are more vulnerable to the blocking of H^+^ efflux than normal cells which might endow amiloride antineoplastic effects [26, 27, 41–44].

In this study, we observed that the treatment of amiloride at various concentrations (1–200 μM) for 6 h did not observably change cell viabilities of tumor cells Moreover, both the CT26 model and the LLC model showed that the amiloride treatment did not statistically significantly affect tumor growth in the CAC mice. These results suggest that the antineoplastic effects of amiloride do not significantly contribute to amiloride-mediated alleviation of the CAC progression.

On the other hand, intracellular Na^+^ contents also regulate the trafficking of extracellular vesicles including exosomes [45]. The Na^+^/Ca^2+^ antiporter mediates the appropriate Na^+^ efflux in exchange for Ca^2+^ influx. The increased cytoplasmic Ca^2+^ content is a prerequisite for multi-vesicular bodies (MVBs) generation and following exosome biogenesis [40, 45]. Thus, amiloride probably decreases intracellular Ca^2+^ content through mediating Na^+^ efflux by the antiporter, and obstructs cellular exosome release. Note that we could not currently confirm this speculation as this study had not measured the contents of Ca^2+^ and Na^+^.

Both the CL26 and LLC murine models showed dramatic decreases in plasma exosome densities of the AM mice relative to the CAC mice. Note that plasma exosomes could also be derived from normal tissues besides tumor tissues. The amiloride treatment (2 mg/kg/day) did not statistically change plasma exosome densities derived from normal tissues in the normal control mice, as indicated by the observation that the NOR-AM mice and the NOR mice did not show statistically significant difference in plasma exosome density. Thus, it could be expected that the decreases in plasma exosome density in the amiloride-treated CAC mice might reflect the reductions in exosomes produced by the tumor cells. Furthermore, the quantitative analysis of exosome densities in culture media of the CT26/LLC tumor cells indicated that the amiloride treatment (10 μM, 6 h) profoundly deceased exosome release from the tumor cells but not observably affected viabilities of the tumor cells. These experimental results reveal that the amiloride treatment significantly reduces exosome production by the tumor cells. Nevertheless, more experiments should be performed to further support the conclusion that amiloride ameliorates muscle wasting through inhibiting tumor-derived exosome release and thereby alleviates cancer cachexia. Potentially, the alleviation of cachexia could be due to several factors including reduced circulating IL-6, maintenance of cardiac function, and direct effects on skeletal muscle, etc. These factors are worthy of further exploration in future studies.

A previous study exhibited that the amiloride treatment at two doses of 10 mg/kg and 15 mg/kg did not exhibit significant toxic effects in a multiple myeloma xenograft murine model, as indicated by basically unchanged body weights [27]. Consistently, the amiloride treatment at 2 mg/kg used in our study did not show observable muscular toxic effects, as indicated by basically unchanged body weights and gastrocnemius weights in the NOR-AM mice relative to the NOR mice. However, our limited results only reflect that amiloride has not significant muscle toxicity in healthy mice. A systemic toxicity test should be conducted in further studies. Nevertheless, the amiloride treatment may be beneficial to the amelioration of cachectic muscle wasting and thus to the alleviation of the CAC progression.

Previous studies documented that cancer cachexia can be induced by multiple factors [35, 38, 46, 47], including cytokines, hormones, tumor factors, and gut microbes. More significantly, the present study displayed that the exosomes isolated from plasma of cancer cachexia patients and culture media of the CT26/LLC tumor cells induced remarkable myotube atrophy, well confirming that tumor-derived exosomes can induce muscle wasting in cancer cachexia. Furthermore, it has been demonstrated that several individual components in tumor-derived exosomes can significantly contribute to cancer cachexia progression, such as miR-21 [14], heat shock proteins [9], and metal ions [48]*.* Expectedly, exploration of other key components in tumor-derived exosomes would be greatly beneficial to further understand the molecular mechanisms of exosome-induced muscle wasting and early diagnosis of cancer cachexia. Such studies are worthy of being conducted in the future.

The present study revealed that the amiloride treatment can significantly inhibit tumor-derived exosome release, and thereby profoundly ameliorate muscle wasting and alleviate the CAC progression, indicating clinical potentials of amiloride for treatments of the CAC patients. Similar to amiloride, some other drugs or chemical inhibitors, such as GW4869 [49–51], omeprazole [12], chlorpromazine [52], and statins [53–55], also possess the effects of inhibiting cellular exosome release, and could be exploited as potential drugs against cancer cachexia too.

Cachectic muscle atrophy primarily results from an imbalance of catabolism and anabolism [2]. Amiloride-mediated inhibition of tumor-derived exosome release significantly improves metabolic impairments in cachectic gastrocnemius. As is known, both activation of the AMPK signaling cascade and inhibition of the Akt pathway are responsible for muscle wasting in cancer cachexia. Moreover, activation of the apoptosis pathway mediated by the p38 kinase also contributes to myofibrillar protein degradation and muscle dysfunction. Cachectic gastrocnemius exhibited a more than 5-fold increase in the ratio of p-AMPK (Tyr112)/AMPK and significant decreases in the ratio of p-Akt1/Akt1, indicating the promoted catabolism and inhibited anabolism in cancer cachexia. The metabonomic analysis of the CAC gastrocnemius exhibited upregulated amino acid levels relative to normal control, further confirming the promoted degradations and inhibited syntheses of muscular proteins. The accumulated amino acids are capable of acting as supplementary sources for both TCA cycle anaplerosis and glycolysis, fulfilling increased energy demand in cancer cachexia. Furthermore, the transcriptomic analysis of the CAC gastrocnemius showed downregulated expressions of five glycolytic catalyzing enzymes and the upregulated expression of a glycolytic inhibiting enzyme relative to the NOR gastrocnemius, indicating that blocked glycolysis significantly promoted muscle wasting in cancer cachexia. 

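Of the 5 glycolytic enzymes that Table S5 lists, Eno3, Pgam2, Tpi1, and Pkm were each counted under 1 Ensembl identifier and were downregulated DEGs in CAC vs. NOR. The fifth, Aldoa, has 2 identifiers in the deposited table. The value in Table S5 belongs to ENSMUSG00000114515 (chromosome 7, 126800790 to 126809108), which held 0.143% of the Aldoa counts, with 26.1 ± 2.46 CPM in NOR and 5.98 ± 3.55 in CAC (SD, n = 4). Its log2 fold change was -2.13 (SE 0.456, FDR 0.0200), with an FDR of 0.0517 without NOR replicate 2 and 0.0570 without NOR replicate 3. The other identifier, ENSMUSG00000030695 (chromosome 7, 126795234 to 126800751), held the rest of the counts and stood at 12913 ± 2145 CPM in NOR and 12753 ± 2878 in CAC. Its log2 fold change of -0.02 (SE 0.239, FDR 0.972) was smaller than the spread between mice, and it was positive without NOR replicate 1 (0.09), NOR replicate 3 (0.0015), or CAC replicate 3 (0.15). The inhibiting enzyme Pdk4 was higher on average in CAC and was not a DEG here, with values in CAC that overlapped those in NOR.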

More significantly, amiloride-mediated inhibition of tumor-derived exosome release enhances the promoted muscular proteolysis, inhibited muscular protein synthesis, and blocked glycolysis in cachectic gastrocnemius.

In addition, we found that tumor-derived exosomes are also involved in the regulation of ketone body metabolism in skeletal muscle. In harsh energy conditions (continuous intensive exercise training; constant hunger, etc.), ketone bodies are mostly transported across the blood-brain barrier to fuel the brain. In cachexia mice, hepatogenic ketone bodies are available energy sources for extrahepatic tissues (mainly in the brain and skeletal muscles). We detected downregulated expressions of key enzymes (BDH2 and OXCT1) for ketone body oxidation in cachectic gastrocnemius, implying that ketone body oxidation was potentially impeded. Consistently, the inhibition of tumor-derived exosome release by the amiloride treatment can alleviate the impediment of ketone body oxidation in cachectic gastrocnemius. We thus speculate that the impeded ketone body oxidation might attribute to a potential protective mechanism for ensuring the preferential supply of ketone bodies to the brain. Other alternative energy sources such as amino acids and acetyl-CoAs are available for other organs to sustain energy production and biomolecules synthesis. Here, we could not confirm this speculation as we did not assess the ketone body utilization in the brain of cachexia mice. Nevertheless, our study could be an innovative supplementation for clarifying the molecular mechanisms of skeletal muscle atrophy in cancer cachexia. Expectedly, it is of great value to exploit ketone body metabolism-related enzymes as novel targets for improving ketone body utilization and thereby ameliorating cachectic muscle wasting. It seems that enhancing ketone body utilization rather than simply serving cachectic mice with ketogenetic diets [56], might be a more efficient way to ameliorate muscle wasting in cancer cachexia.

## Conclusions

We have demonstrated that amiloride is a potential drug capable of ameliorating muscle wasting in cancer cachexia. Our results reveal that the amiloride treatment significantly improves metabolic impairments in cachectic gastrocnemius through efficiently inhibiting tumor-derived exosome release, including promoted muscular catabolism, inhibited muscular protein synthesis, blocked glycolysis, and impeded ketone body oxidation. Our results are beneficial to mechanistic understanding the effects of the amiloride treatment for ameliorating muscle wasting in cancer cachexia and alleviating the CAC progression. Our study sheds light on the potentials of amiloride in cachexia therapy. Further studies are needed both to validate the practical universalities of the amiloride treatment for other cancer cachexia models, and to explore clinical potentials of amiloride for improving the CAC treatment.

## Supplementary Information

**Additional file 1:** Supplementary Fig. S1-S15 and Tables S1-S5.

**Additional file 2:** The DEGs identified in the transcriptomics study.

**Additional file 3:** The metabolomics data obtained from the present study.

## Data Availability

Transcriptome datasets can be found with a GEO accession number: GSE173250. Other datasets supporting the conclusions of this article are included within the article and its additional files.

## Abbreviations

CAC: Cancer cachexia
NOR: Normal control
AM: Amiloride treated
KD: *Rab27* knock-down
MVBs: Multi-vesicular bodies
CM: Conditioned media
HSFCM: High-sensitivity nano flow cytometer
FID: Free induction delay
DEGs: Differentially expressed genes
FC: Fold change
FDR: False discovery rate
TFBWs: Tumor-free body weights
HLMWs: Hind limb muscle weights
PCA: Principal components analysis
PLS-DA: Supervised partial least-squares discriminant analysis
OXCT1: 3-Oxoacid CoA transferase 1
BDH2: 3-Hydroxybutyrate dehydrogenase 2
FFA: Free fatty acid
FAA: Free amino acid
KB: Ketone body
α-KG: α-Ketoglutarate
AcAc: Acetoacetic acid
F-1,6-BP: Fructose-1,6-bisphosphate
G3P: Glyceraldehyde-3-phosphate
DHAP: Dihydroxyacetone phosphate
3PG: 3-Phosphoglycerate
2PG: 2-Phosphoglycerate
PEP: Phosphoenolpyruvate
3-HB: 3-Hydroxybutyrate
IMP: Inosine monophosphate

# Supplementary material for: Amiloride ameliorates muscle wasting in cancer cachexia through inhibiting tumor-derived exosome release
**Source:** Skelet Muscle. 2021 Jul 6;11:17. doi: 10.1186/s13395-021-00274-5
**Supplement:** Supplementary file 3 — Additional file 3: The metabolomics data obtained from the present study.

**Amiloride ameliorates muscle wasting in cancer cachexia through inhibiting tumor-derived exosome release**

Lin Zhou^1^, Tong Zhang^1^, Wei Shao^3^, Ruohan Lu^1^, Lin Wang^4^, Haisheng Liu^1^, Bin Jiang^5^, Shiqin Li^6^, Huiqin Zhuo^7^, Suheng Wang^8^, Qinxi Li^5^, Caihua Huang^2*^, Donghai Lin^1,9*^

**Supplementary Material**

**
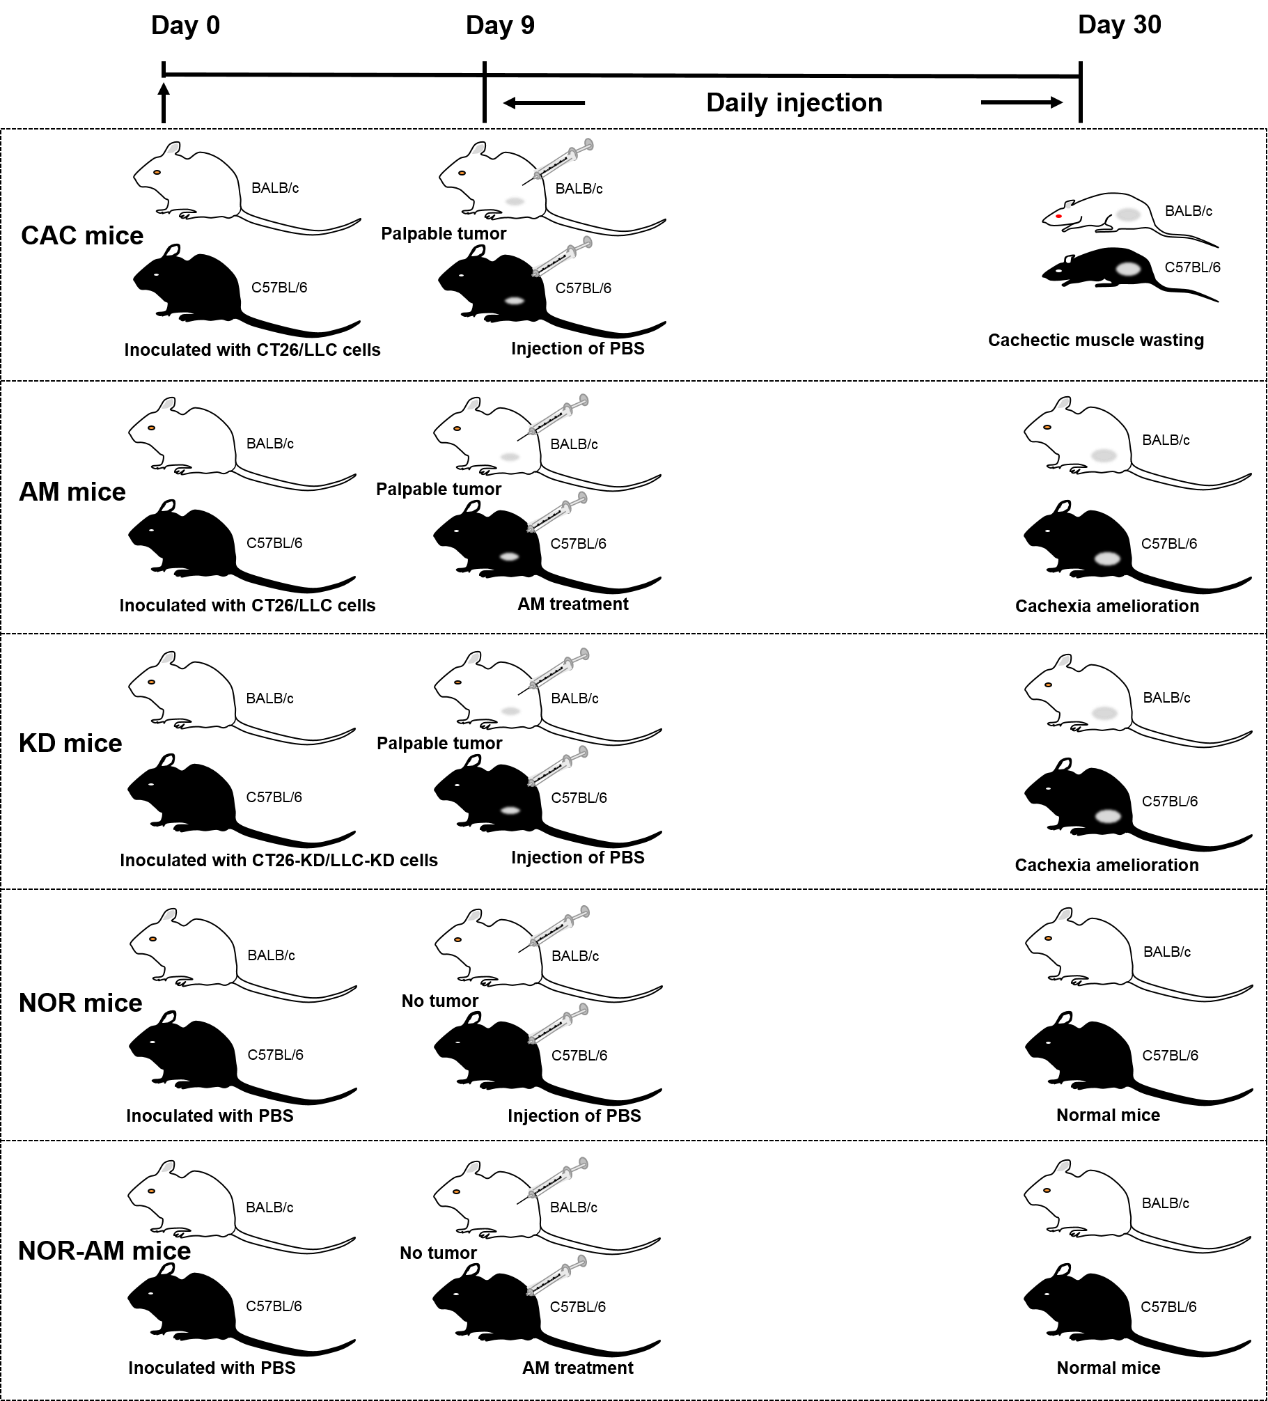
Fig. S1 Illustration of the processes of establishing murine cachexia models.** Tumor cells were subcutaneously injected into the right flank of mice on day 0. The BALB/c male and female mice were inoculated with the CT26 cells (1.0×10^6^/100 μL), while the C57BL/6 male mice were inoculated with the LLC cells (7×10^5^/100 μL). Both BALB/c and C57BL/6 mice showed palpable tumors (about 5 mm in diameter) on day 9 after the inoculation. Both the CT26-bearing mice and LLC-bearing mice were randomly divided into 2 groups (n = 8 per group): one group of mice intraperitoneally injected daily with PBS from day 9 (CAC mice), another group of mice intraperitoneally injected daily with amiloride dissolved in PBS at a dose of 2 mg/kg (AM mice). Furthermore, The *Rab27* knock-down CT26/LLC cells were subcutaneously injected into the mice following the same procedure (KD mice). Similarly, normal control mice were injected with PBS on day 0 (NOR mice). Both the KD and NOR mice were intraperitoneally injected with PBS daily from day 9. To evaluate potential toxicities of the amiloride treatment, either C57BL/6 mice or BALB/c mice were divided into 2 groups: NOR mice，NOR-AM mice, 6 per group. PBS was subcutaneously injected into the right flank of the NOR and NOR-AM mice on day 0. From day 9, the NOR-AM mice were intraperitoneally injected daily with amiloride at the same dose of 2 mg/kg following the procedure described above, whereas the NOR mice with PBS continually. On day 30, all mice were sacrificed.

**
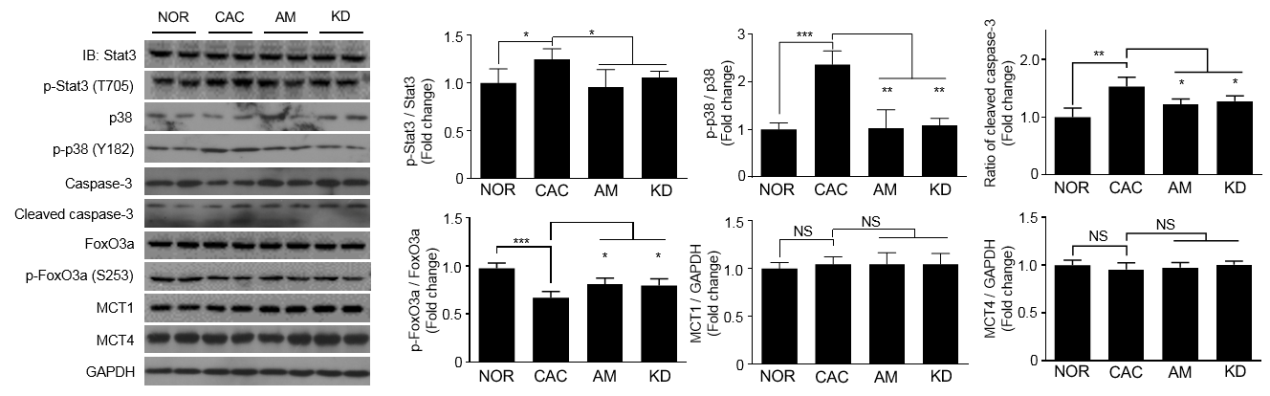
Fig. S2 Expressions of muscular atrophy-related proteins and ketone body transporter proteins in the NOR, CAC, AM and KD gastrocnemius.** Expressions of the following proteins were analyzed by using western blot (n = 4): Stat3, p-Stat3, FoxO3a, p-FoxO3a, p38, p-p38, caspase-3, cleaved caspase-3, MCT1 and MCT4. Statistically significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***; *p* < 0.0001, ****. Abbreviations: NOR, C57BL/6 or BALB/c normal control mice; CAC, CT26/LLC cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with *Rab27*-knockdown CT26/LLC cells.

**
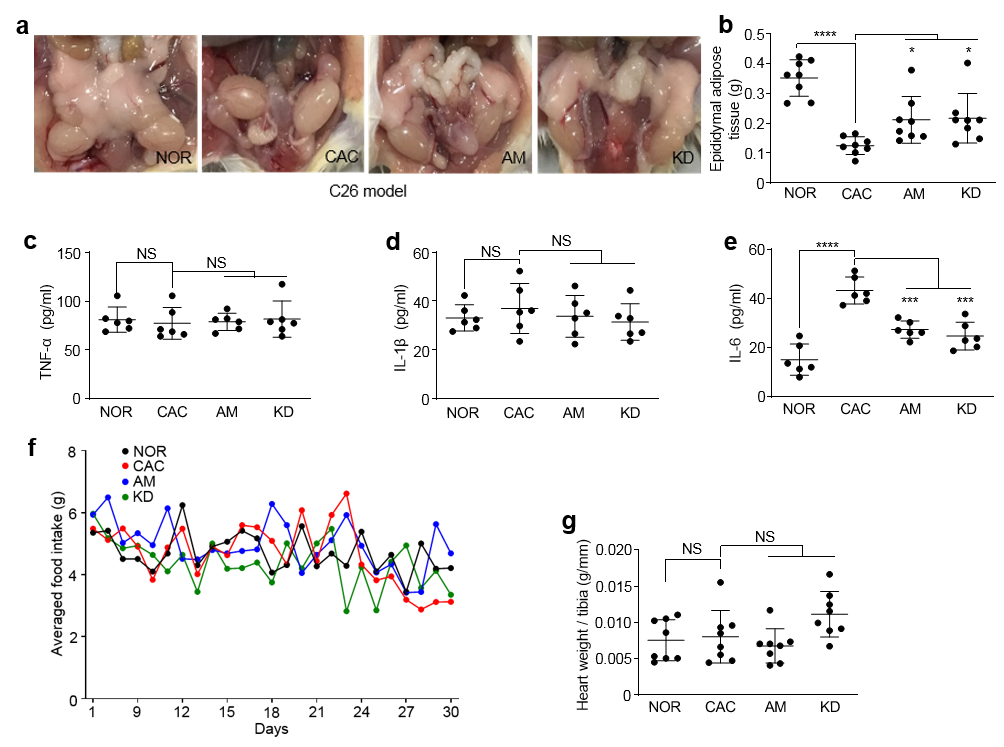
**

**Fig. S3** **Characterization of cachexia features in the NOR, CAC, AM and KD mice of the CT26 model.** (a) Representative pictures of epididymal adipose tissues of the mice. (b) epididymal adipose tissue weights (n = 8). (c-e) Serum IL-6, TNF-α and IL-1β levels of the mice (n = 6). (f) Averaged food intakes of the mice (n = 6). (g) Heart weights of the mice (n = 8). Statistically significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***; *p* < 0.0001, ****. Abbreviations: NOR, C57BL/6 normal control mice; CAC, CT26 cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with *Rab27*-knockdown CT26 cells.

**
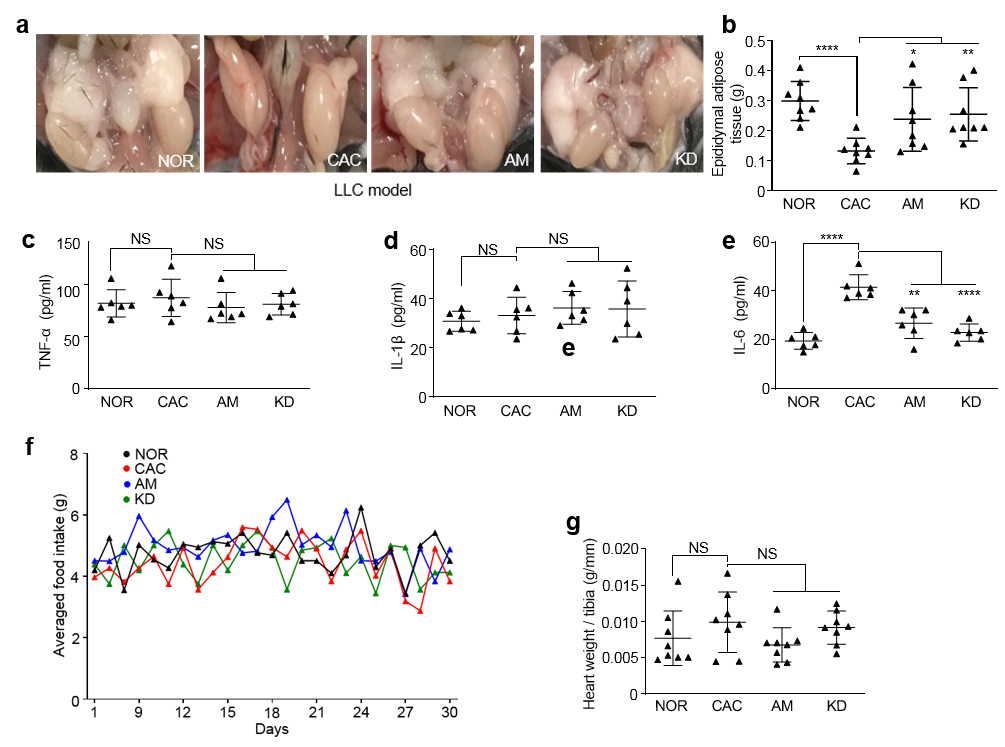
**

**Fig. S4** **Characterization of cachexia features in the NOR, CAC, AM and KD mice of the LLC model.** (a) Representative pictures of epididymal adipose tissues of the mice. (b) epididymal adipose tissue weights (n = 8). (c-e) Serum IL-6, TNF-α and IL-1β levels of the mice (n = 6). (f) Averaged food intakes of the mice (n = 6). (g) Heart weights of the mice (n = 8). Statistically significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***; *p* < 0.0001, ****. Abbreviations: NOR, BALB/c normal control mice; CAC, LLC cachexia mice; AM, amiloride-treated mice; KD, mice inoculated with *Rab27*-knockdown LLC cells.

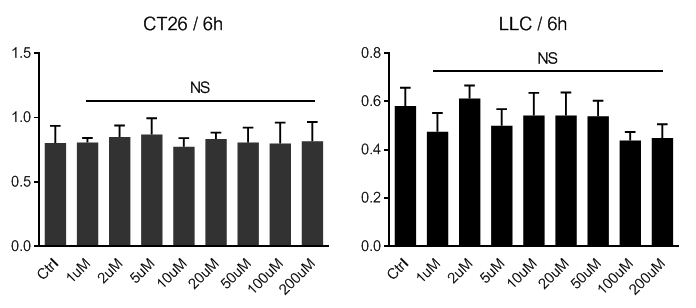

**Fig. S5** **Viabilities of amiloride-treated CT26 and LLC cells.** The CT26 and LLC cells were treated with amiloride at various concentrations (1 μM- 200 μM)) for six hours. Cell viabilities were assessed by the MTS assay (n = 4). Statistically significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***; p < 0.0001, ****.

**
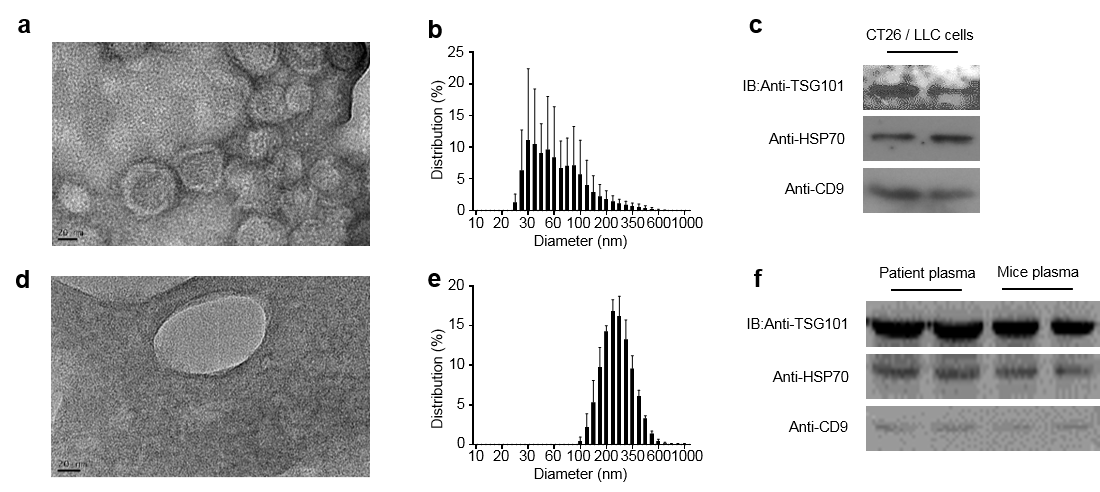
Fig. S6 Characterization of exosomes isolated both from culture media of the CT26/LLC cells and from plasma of the patients/mice.** (a) Typical transmission electron microscope pictures of the CT26/LLC exosomes (scale bar = 20 nm). (b) Diameter distributions of CT26/LLC exosomes analyzed with Zeta View® Nanoparticle Tracking Analyzer (n = 4). (c) Expressions of three exosome maker proteins (CD9, TSG101 and HSP70) analyzed by using western blot. (d) Typical transmission electron microscope picture of patient plasma exosomes (scale bar = 20 nm). (e) Diameter distribution of patient plasma exosomes analyzed with Zeta View® Nanoparticle Tracking Analyzer (n = 4). (f) Expressions of three exosome maker proteins (CD9, TSG101 and HSP70) analyzed by using western blot.

**
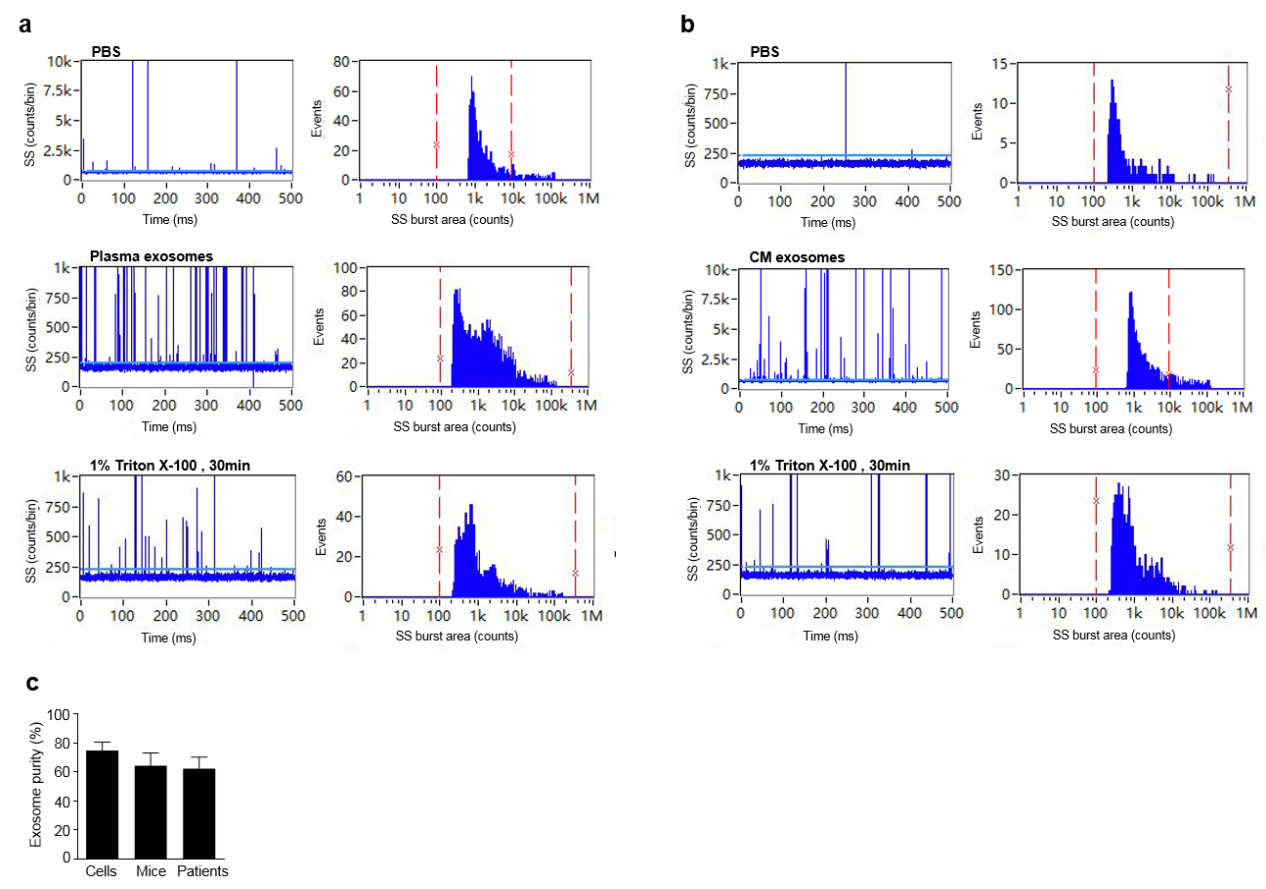
Fig. S7 Side scatter intensity distributions and purities of exosomes isolated both from plasma of the patients/mice and from culture media of the CT26/LLC cells**. (a), (b) Representative side scatter (SS) burst traces and intensity distributions of PBS and exosomes before and after treatment with 1% Triton X-100, which were isolated from plasma of the patients/mice (a), and culture media of the CT26/LLC cells (b). Intensity distributions of the exosomes were analyzed with a high-sensitivity Nano flow cytometer (HSFCM). (c) Purities of the isolated exosomes (n = 5).

**
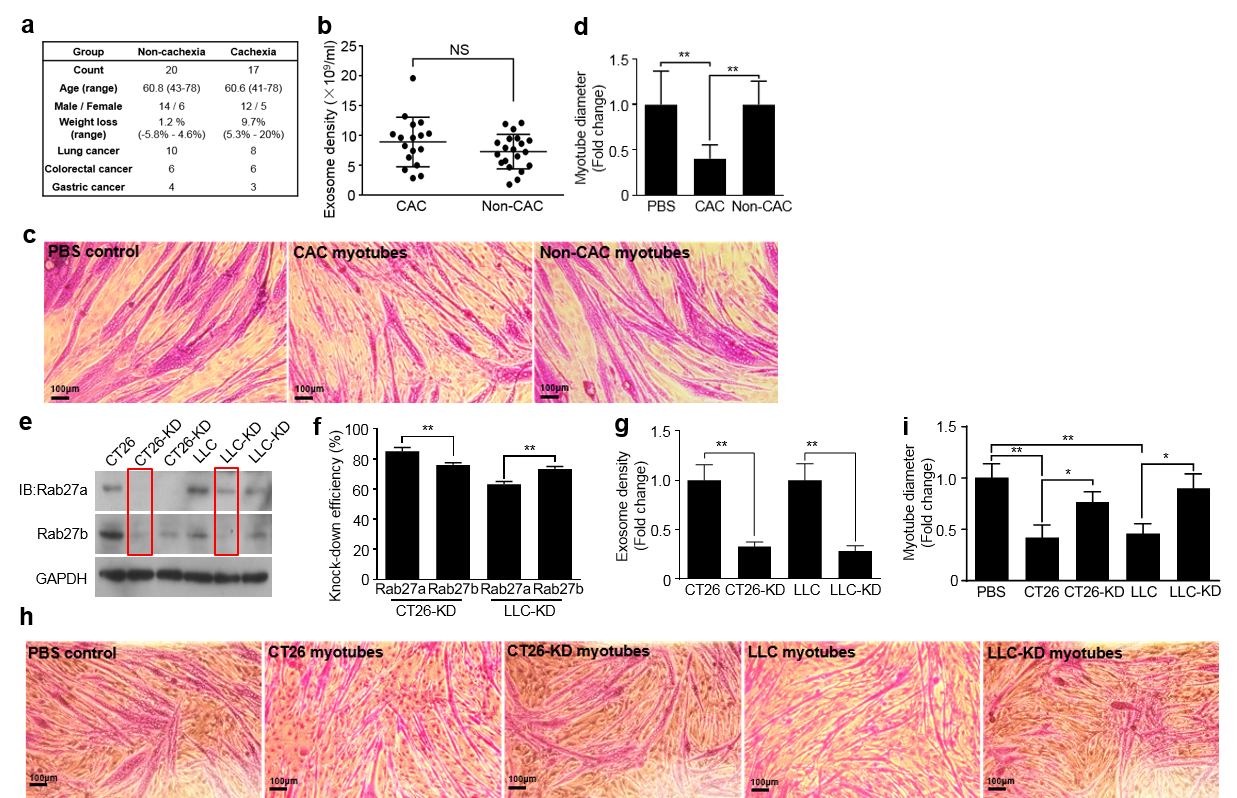
Fig. S8 Tumor-derived exosomes significantly induced myotube atrophy.** (a) Information of clinical cancer patients with or without cachexia symptoms (CAC patients and Non-CAC patients). (b) Plasma exosome densities of the CAC patients (n = 17) and the Non-CAC patients (n = 20). (c) Representative morphological appearances of myotubes incubated with either PBS or patient plasma-derived exosomes (scale bar = 100 *μ*m). (d) Diameters of the PBS controls, CAC and Non-CAC myotubes (n = 10). (e) Expressions of the Rab27a and Rab27b proteins in CT26, LLC, CT26-KD and LLC-KD cells (red boxes denote the knock-down cell lines used in the following experiments). (f) Quantification of the Rab27a and Rab27b knock-down efficiencies (n = 3). (g) Relative particle densities of exosomes isolated from conditioned media of CT26, LLC, CT26-KD, LLC-KD cells (n = 5). (h) Representative morphological appearances of CT26, LLC, CT26-KD and LLC-KD myotubes and PBS controls (Scale bar = 100 μm). (i) Relative diameters of CT26, LLC, CT26-KD and LLC-KD myotubes and PBS controls (n = 10). Statistically significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***.

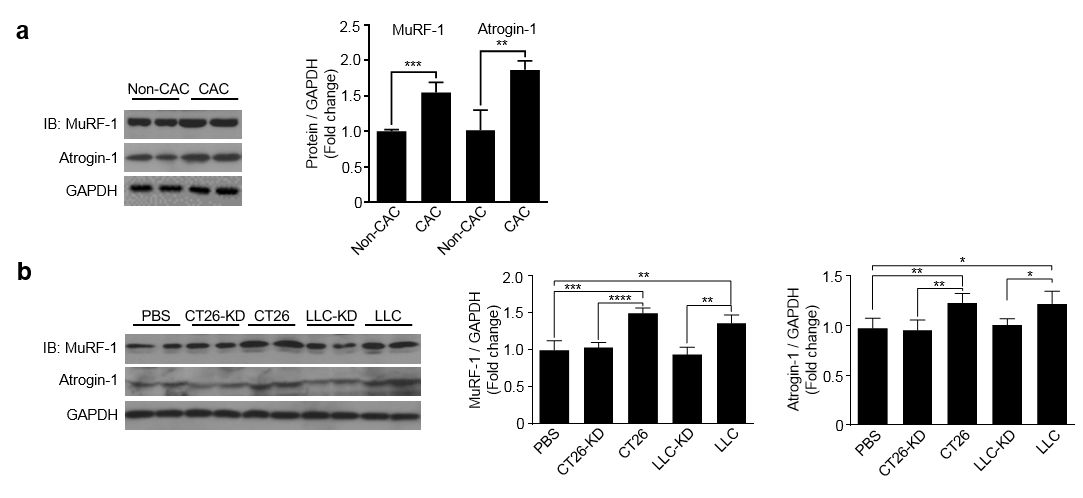

**Fig. S9 Expressions of MuRF-1 and Atrogin-1 proteins in the C2C12 myotubes**. (a) Myotubes incubated with plasma exosomes of the CAC and Non-CAC patients (n = 4). (b) Myotubes incubated with culture medium exosomes of the CT26, CT26-KD, LLC and LLC-KD cells (n = 4). Expressions of the MuRF-1 and Atrogin-1 proteins were analyzed by using western blot. Statistically significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***.

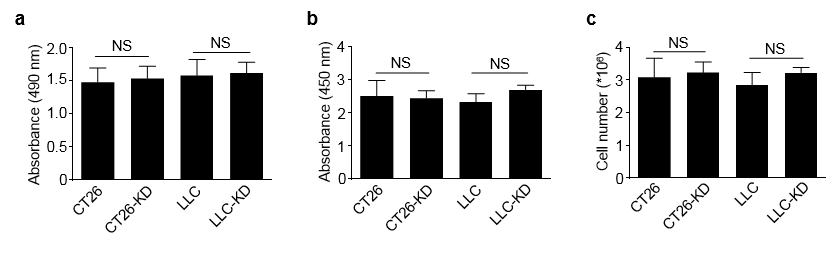

**Fig. S10** **Viabilities of the CT26, CT26-KD, LLC and LLC-KD tumor cells**. (a) MTS assay. (b) CCK-8 assay. (c) Cell count. n = 3 for each group. Statistically significances: *p* > 0.05, NS; *p* < 0.05, *; *p* < 0.01, **; *p* < 0.001, ***.

**
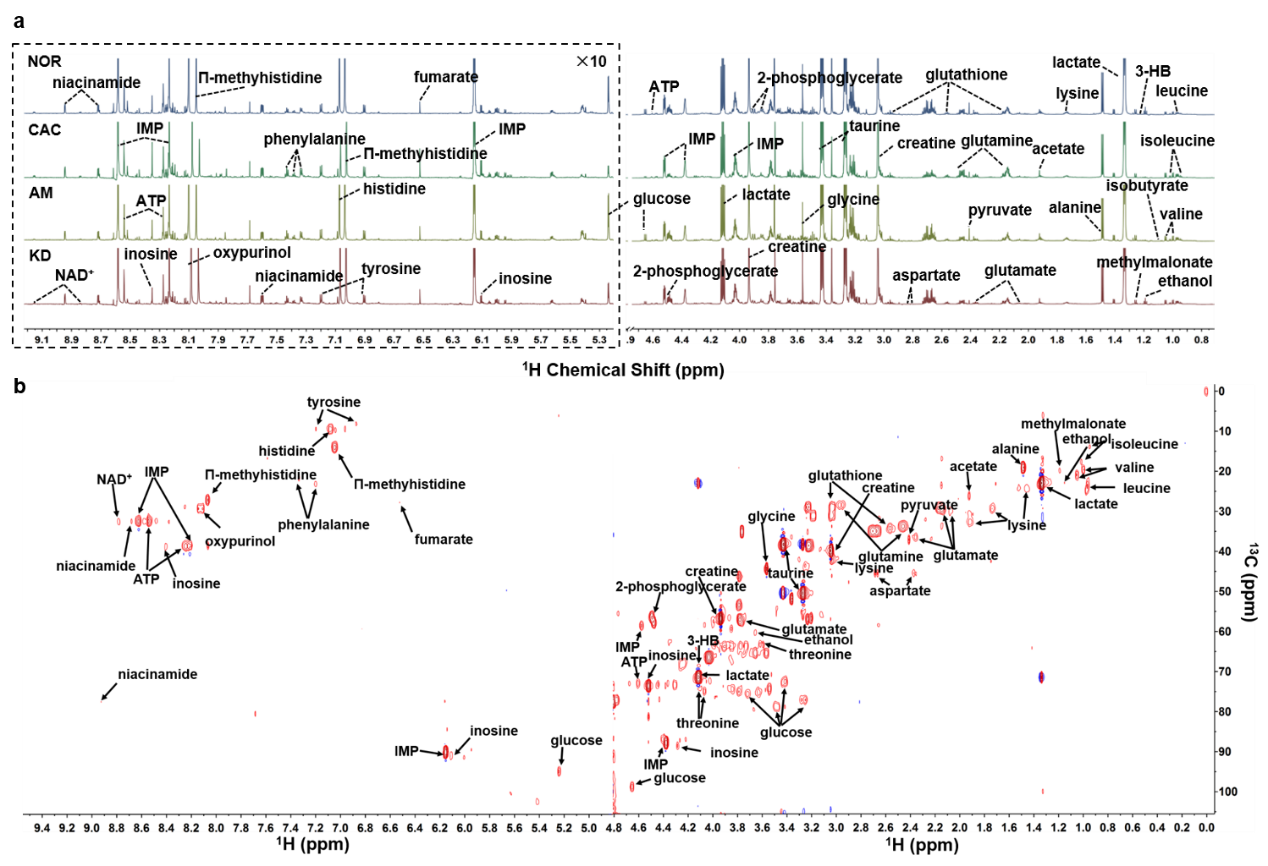
**

**Fig. S11 Typical 850 MHz NMR spectra recorded on aqueous extracts derived from the NOR, CAC, AM and KD gastrocnemius.** (a) Typical 1D ^1^H-NMR spectra of the four groups of mice. Vertical scales are kept constant in all the ^1^H spectra. Spectral regions of 0.5-4.7 ppm and 5.2-9.2 ppm are showed with removed water regions of 4.7-5.2 ppm. The region of 5.2-9.2 ppm has been magnified 10 times compared to another region of 0.5-4.7 ppm for clarity. Identified metabolites are shown in Supplementary Table S1. (b) Typical 2D ^1^H-^13^C HSQC spectrum of the mixture of aqueous extracts derived from cachectic gastrocnemius and normal control.

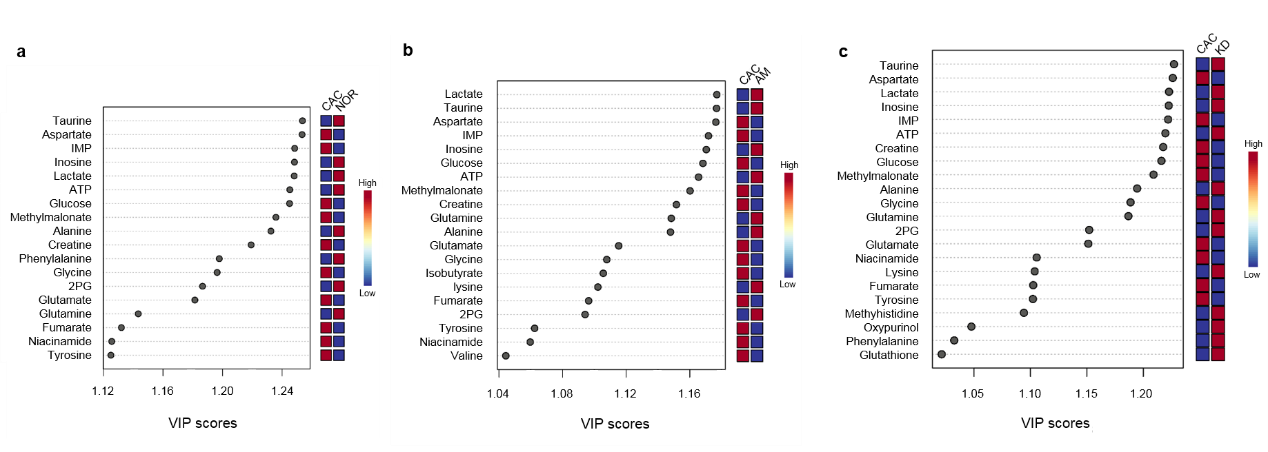

**Fig. S12 VIP score-ranking plots of significant metabolites identified from the PLS-DA models of the NOR, CAC, AM, KD gastrocnemius.** (a) CAC *vs.* NOR; (b) AM *vs.* CAC; (c) KD *vs.* CAC. The PLS-DA models were established based on relative integrals calculated from the 1D ^1^H-NMR spectra of aqueous gastrocnemius extracts. Significant metabolites were identified with VIP >1.

**
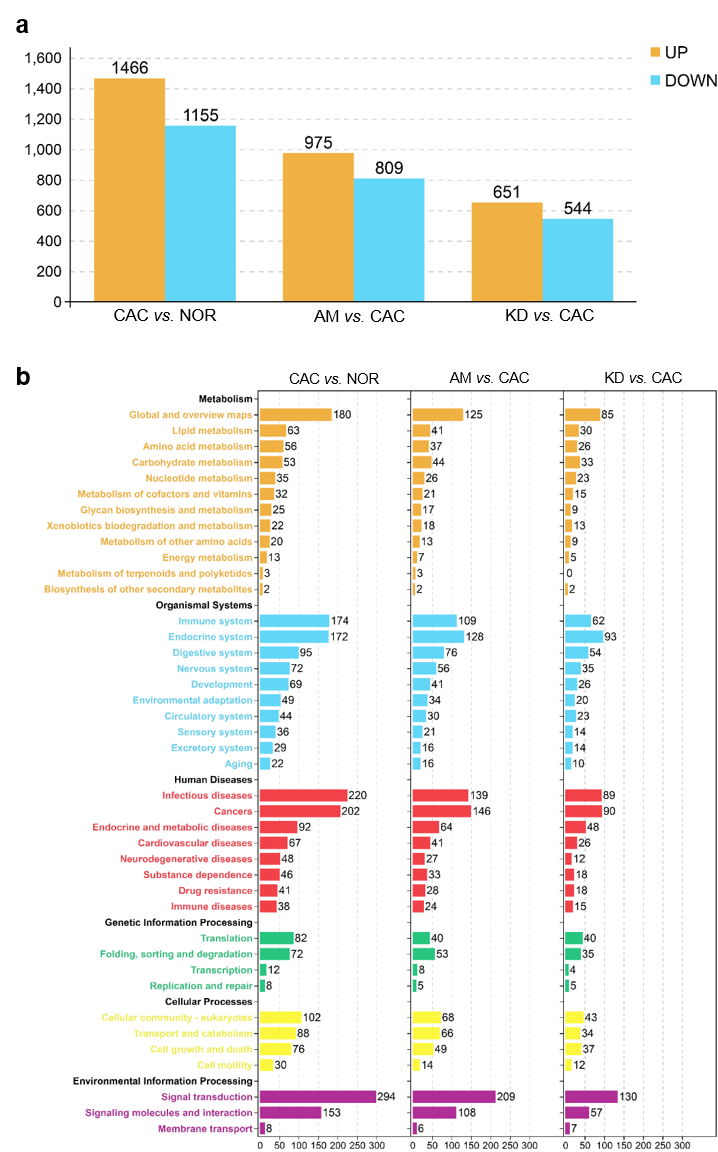
**

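The share of upregulated genes among the DEGs depends on how the libraries are scaled to each other. In CAC vs. NOR it was 45.7% with TMM, 44.5% with RLE size factors (617 up, 771 down), 36.3% with upper-quartile normalization (523 up, 918 down), and 60.8% with total counts as the only scaling (959 up, 619 down). With total counts the median log2 fold change of all tested genes was 0.14 in CAC vs. NOR, against 0.01 with TMM, so that the numbers up and down are relative to that shift. For AM vs. CAC the share was 44.5% with TMM, 47.7% with RLE, 54.6% with upper-quartile normalization, and 38.8% with total counts, and the median shift with total counts was -0.06. KD vs. CAC had 0 DEGs under RLE, upper-quartile, and total-count scaling (1617, 1712, and 2161 genes with an unadjusted p below 0.05), with a median shift of -0.11 under total counts. Of these genes 944, 1099, and 570 rose and 673, 613, and 1591 fell, against 884 and 743 with TMM. The larger side thus turned with total counts. Between RLE and TMM, 1368 of the CAC vs. NOR DEGs were in common.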

**Fig. S13 Transcriptomic profiling of** **the** **NOR, CAC, AM and KD gastrocnemius.** (a) Histogram illustrating numbers of differentially expressed genes (DEGs) identified from the pairwise comparisons of CAC *vs*. NOR, AM *vs*. CAC, KD *vs*. CAC (up/down-regulation for the comparison of A *vs.* B refers to A is up/down-regulated relative to B). (b) Significantly changed biological processes identified from the KEGG enrichment analysis.

**
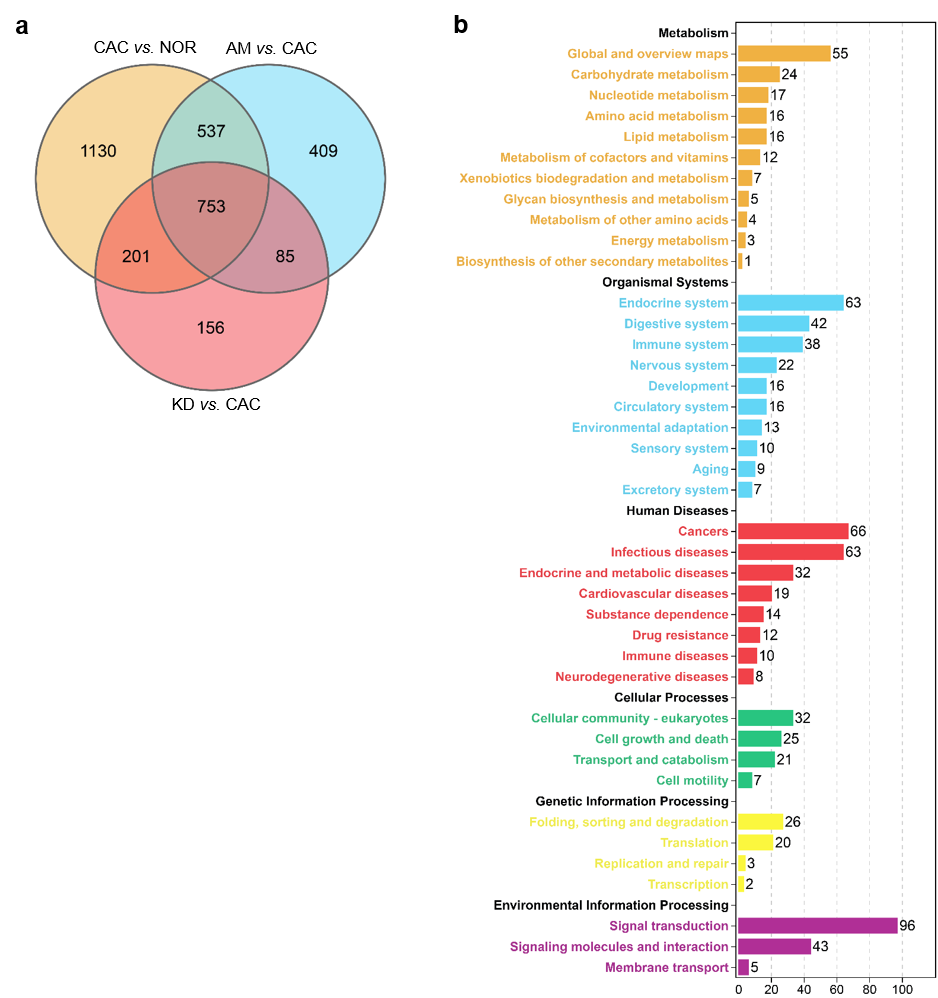
**

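A Venn diagram of comparisons that share the CAC libraries can hold overlap that the shared libraries alone produce. In 20 simulations in which the AM and KD groups were drawn without any change from CAC, the number of genes called in CAC vs. NOR was 742 to 888 (median 812), in AM vs. CAC and in KD vs. CAC 0 to 1, and in all 3 comparisons 0 each time. CAC vs. NOR and AM vs. CAC had 0 to 1 genes in common. With so few genes called in AM vs. CAC and in KD vs. CAC, the overlap could not have been larger. The simulations also drew each gene independently of the others. They therefore do not show how much overlap the shared libraries can produce. With the deposited counts, every DEG in common between CAC vs. NOR and AM vs. CAC had the opposite direction, and the number in all 3 comparisons depended on the test more than on the scaling. It was 246 with DESeq2, 111 with all 16 libraries in 1 fit, 33 with that fit and the labelled strain as a covariate, and 0 with limma-voom, where KD vs. CAC had 1685 genes with an unadjusted p below 0.05.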

**Fig. S14 Numbers of differentially expressed genes shared by pairwise comparisons among the NOR, CAC, AM and KD gastrocnemius.** (a) Venn diagram illustrating the numbers of the DEGs shared by the pairwise comparisons of CAC *vs.* NOR, AM *vs.* CAC, KD *vs.* CAC. (b) Significantly changed biological processes identified from the KEGG enrichment analysis based on the DEGs shared simultaneously by the three pairwise comparisons (753 genes).

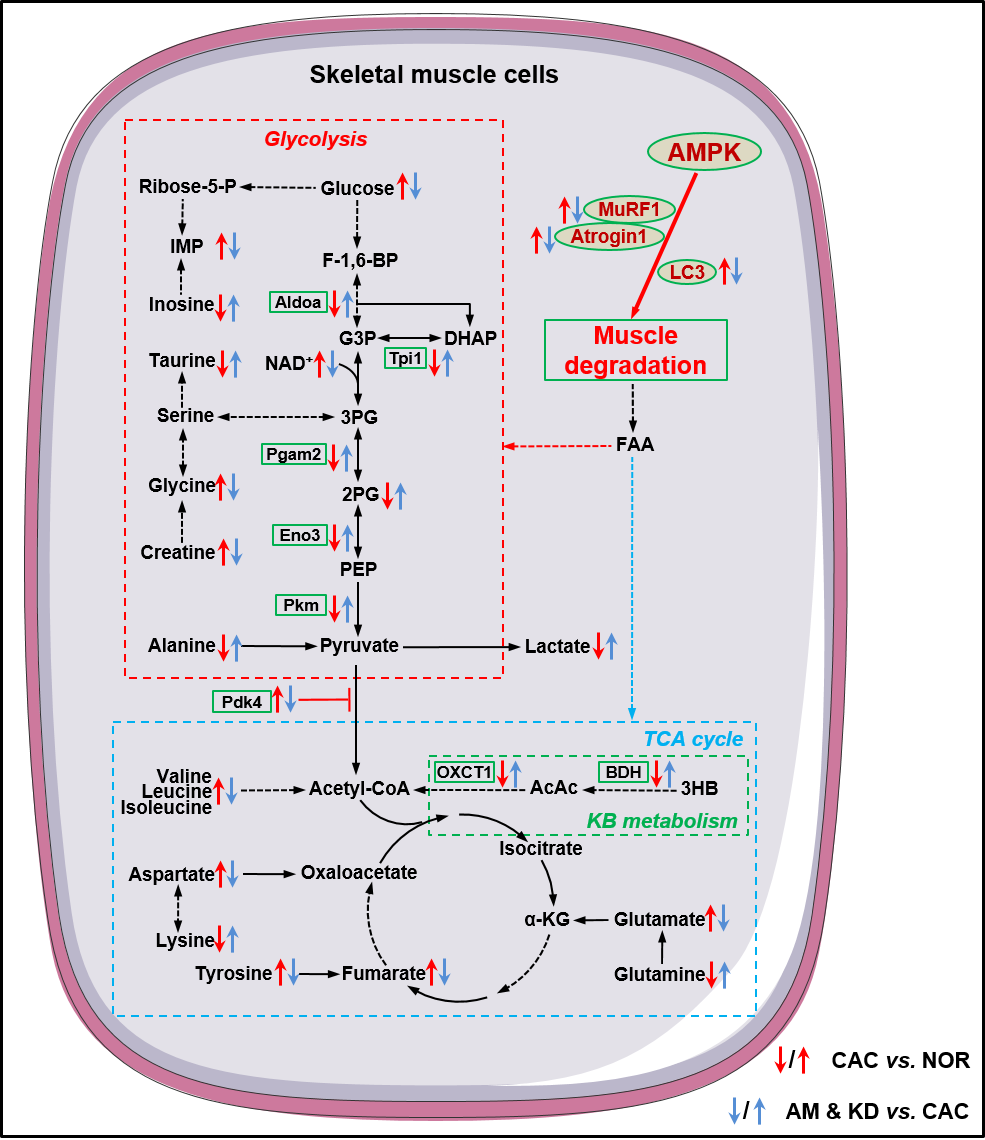

**Fig. S15** **Illustration of the effects of the amiloride treatment for improving metabolic impairments in cachectic gastrocnemius.** In cachectic muscles, AMPK activates muscular protein degradation, enhancing the levels of amino acids and acetyl-CoA which are further supplemented into glycolysis and TCA cycle for energy production. Both the blockage of glycolysis and the obstacle to ketone body utilization revealed by the integrated metabolomic and transcriptomic analyses, significantly contribute to cachectic muscle wasting. The amiloride treatment improves metabolic impairments in cachectic gastrocnemius and significantly ameliorate muscle wasting in cancer cachexia, thereby alleviating cancer cachexia progression. Abbreviations: NOR, normal control mice; CAC, CT26/LLC cachexia mice; AM: amiloride-treated mice; KD, mice inoculated with *Rab27* knockdown CT26/LLC cells; OXCT1, 3-oxoacid CoA transferase 1; BDH2, 3-hydroxybutyrate dehydrogenase 2; FFA, free fatty acid; FAA, free amino acid; KB, ketone body; α-KG, α-ketoglutarate, AcAc, acetoacetic acid; F-1,6-BP, fructose-1,6-bisphosphate; G3P, glyceraldehyde-3-phosphate; DHAP, Dihydroxyacetone phosphate; 3PG, 3-phosphoglycerate; 2PG, 2-phosphoglycerate; PEP, phosphoenolpyruvate; 3-HB, 3-hydroxybutyrate; IMP, inosine monophosphate.

**Table S1** **Information of the used antibodies and reagents.**

| **REAGENT or RESOURCE** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| **Antibody** | | |
| MuRF1 | Abcam | ab172479 |
| Fbx32 | Abcam | ab168372 |
| MyoD1 | Abcam | ab64159 |
| Myogenin | Proteintech | 67082-1-lg |
| Myosin Light Chain 2 | Proteintech | 10906-1-AP |
| Myosin Ⅱb | Cell Signaling Technology | 3405S |
| AMPKα | Cell Signaling Technology | 2532S |
| Phospho-AMPKα (Thr172) | Cell Signaling Technology | 2535S |
| Akt | Proteintech | 10176-2-AP |
| Phospho-Akt(Thr308) | Cell Signaling Technology | 13038T |
| Phospho-Akt(Ser473) | ABGENT | AP3434A |
| STAT3 | Proteintech | 20253-2-AP |
| Phospho-Stat3 (Tyr705) | Cell Signaling Technology | 9145S |
| FOXO3A | Proteintech | 10849-1-AP |
| Phospho-FoxO3a(Ser253) | Cell Signaling Technology | 9466S |
| LC3 | Proteintech | 14600-1-AP |
| ACAT1 | Affinity biosciences | DF3726 |
| OXCT1 | Affinity biosciences | DF12082 |
| BDH2 | Proteintech | 27207-1-AP |
| CD36 | Proteintech | 18836-1-AP |
| MCT1 | Proteintech | 20139-1-AP |
| MCT4 | Proteintech | 22787-1-AP |
| ACOT1 | Abcam | Ab100915 |
| TSG101 | Proteintech | 14497-1-AP |
| HSP70 | Proteintech | 10995-1-AP |
| CD9 | Proteintech | 20597-1-AP |
| RAB27A | Proteintech | 17817-1-AP |
| RAB27B | Proteintech | 13412-1-AP |
| GAPDH | Proteintech | 10494-1-AP |
| **Commercial kit** | | |
| MTS | Promega Corporation | G5421 |
| CCK-8 | Beyotime | C0038 |
| ELISA mouse TNF-α | R&D SYSTEMS | MTA00B |
| ELISA mouse IL-6 | R&D SYSTEMS | M6000B |
| ELISA mouse IL-1β | R&D SYSTEMS | MLB00C |
| **Chemical** | | |
| Amiloride | Sigma-Aldrich | 1019701 |
| GW4869 | Sigma-Aldrich | D1692 |
| Turbofect | Thermo Fisher scientific | R0531 |
| Protease & Phosphotase Inhibitor | Thermo Fisher scientific | 78443 |

**Table S2** **Metabolites identified in ^1^H NMR spectra of aqueous extracts from gastrocnemius.**

| **NO.** | **Metabolite** | **δ ^1^H (ppm) and multiplicity** |
| --- | --- | --- |
| 1 | Leucine | 0.96(d), 0.97(d), 1.69(m), 1.70(m), 1.73(m), 3.73(m) |
| 2 | Isoleucine | 0.94(t), 1.01(d), 1.21(m), 1.42(m), 2.00(m), 3.67(d) |
| 3 | Valine | 0.99(d), 1.05(d), 2.26(m), 3.60(d) |
| 4 | Isobutyrate | 1.05(d), 2.37(m) |
| 5 | Ethanol | 1.17(t), 3.65(q) |
| 6 | 3-HB | 1.20(d), 2.30(q), 2.39(q), 4.14(m) |
| 7 | Methylmalonate | 1.25(d), 3.15(q) |
| 8 | Alanine | 1.47(d), 3.78(q) |
| 9 | Lysine | 1.43(m), 1.50(m), 1.73(m), 1.89(m), 1.92(m), 3.02(t), 3.75(t) |
| 10 | Acetate | 1.91(s) |
| 11 | Glutamate | 2.08(m), 2.12(m), 2.34(m), 2.37(m), 3.75(m) |
| 12 | Glutamine | 2.13(m), 2.45(m), 3.77(t) |
| 13 | Pyruvate | 2.41(s) |
| 14 | Glutathione | 2.15(m), 2.55(m), 2.96(m), 3.77(m), 4.56(m) |
| 15 | Aspartate | 2.68(dd); 2.81(dd); 3.90(dd) |
| 16 | Creatine | 3.04(s), 3.93(s) |
| 17 | Taurine | 3.24(t), 3.41(t) |
| 18 | Glycine | 3.57(s) |
| 19 | IMP | 4.02(m), 4.37(m), 4.52(q), 6.15(d), 8.23(s), 8.58(s) |
| 20 | Lactate | 1.33(d), 4.11(q) |
| 21 | 2-Phosphoglycerate | 3.81(q), 3.88(q), 4.49(m) |
| 22 | Glucose | β(3.24(dd), 3.48(t), 3.90(dd)), α(3.54(dd), 3.71(t), 3.72(dd), 3.83(m) |
| 23 | Inosine | 3.83(d), 3.84(d), 6.1(d), 8.23(s), 8.35(s) |
| 24 | Fumarate | 6.51(s) |
| 25 | Tyrosine | 3.05(dd), 3.19(dd), 6.92(d), 7.19(d) |
| 26 | Methyhistidine | 3.18(q), 3.92(q), 7.02(s), 7.84(s) |
| 27 | Histidine | 7.06(s), 7.85(s) |
| 28 | Phenylalanine | 3.12(dd), 3.30(dd), 3.99(dd), 7.33(d), 7.37(t),7.43(t) |
| 29 | Niacinamide | 7.60(q), 8.23(m), 8.71(m), 8.94(m) |
| 30 | Oxypurinol | 8.08(s) |
| 31 | ATP | 6.14(d), 8.27(s), 8.58(s) |
| 32 | NAD^+^ | 6.03(d), 6.08(s), 8.16(s), 8.20(m), 8.41(s), 8.82(d), 9.13(d), 9.32(s) |

Note: Multiplicity: s, singlet; d, double; t, triplet; q, quartet; m, multiple; dd, double of double.

**Table S3** **Quantitative comparison of metabolite levels based on relative integrals calculated from the 1D ^1^H NMR spectra of aqueous gastrocnemius extracts.**

| **Metabolite** | **Multiple comparisons** | | | **Mean ± SD** | | | | **One-way ANOVA** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | CAC *vs.* NOR | AM vs. CAC | KD  *vs.* CAC | NOR | CAC | AM | KD | F | P |
| Leucine | ↑↑ | ↓↓↓ | ↓↓ | 0.083±0.008 | 0.119±0.019 | 0.057±0.017 | 0.079±0.014 | 16.865 | ＜0.001 |
| Isoleucine | ↑↑ | ↓↓↓ | ↓↓ | 0.018±0.002 | 0.027±0.005 | 0.011±0.004 | 0.017±0.004 | 16.106 | ＜0.001 |
| Valine | ↑↑ | ↓↓↓ | ↓↓ | 0.034±0.003 | 0.050±0.009 | 0.022±0.006 | 0.033±0.006 | 17.976 | ＜0.001 |
| Isobutyrate | ↑ | ↓↓↓ | NS | 0.001±0.001 | 0.003±0.001 | 0.000±0.000 | 0.002±0.001 | 5.797 | 0.005 |
| Ethanol | NS | NS | NS | 0.008±0.002 | 0.007±0.004 | 0.008±0.007 | 0.005±0.005 | 0.77 | 0.524 |
| 3-HB | NS | NS | NS | 0.003±0.001 | 0.003±0.011 | 0.002±0.001 | 0.003±0.001 | 0.559 | 0.654 |
| Methylmalonate | ↑↑↑ | ↓↓↓ | ↓↓↓ | 0.032±0.002 | 0.478±0.118 | 0.029±0.004 | 0.031±0.005 | 86.217 | ＜0.001 |
| Alanine | ↓↓↓ | ↑↑↑ | ↑↑↑ | 0.323±0.068 | 0.140±0.068 | 0.277±0.045 | 0.291±0.048 | 14.98 | ＜0.001 |
| Lysine | ↓ | ↑↑ | ↑↑ | 0.150±0.056 | 0.076±0.020 | 0.130±0.032 | 0.135±0.025 | 4.831 | 0.011 |
| Acetate | NS | ↓ | NS | 0.043±0.010 | 0.058±0.013 | 0.040±0.011 | 0.053±0.016 | 2.454 | 0.093 |
| Glutamate | ↑↑↑ | ↓↓↓ | ↓↓↓ | 0.043±0.008 | 0.171±0.039 | 0.036±0.006 | 0.042±0.007 | 62.012 | ＜0.001 |
| Glutamine | ↓↓ | ↑↑↑ | ↑↑↑ | 0.108±0.031 | 0.029±0.011 | 0.099±0.016 | 0.091±0.017 | 19.006 | ＜0.001 |
| Pyruvate | ↓ | ↑↑ | NS | 0.018±0.004 | 0.013±0.004 | 0.025±0.007 | 0.018±0.009 | 3.92 | 0.026 |
| Glutathione | NS | NS | NS | 0.005±0.002 | 0.004±0.001 | 0.005±0.001 | 0.005±0.001 | 0.576 | 0.638 |
| Aspartate | ↑↑↑ | ↓↓↓ | ↓↓↓ | 0.002±0.001 | 3.136±0.372 | 0.001±0.001 | 0.001±0.001 | 426.23 | ＜0.001 |
| Creatine | ↑↑↑ | ↓↓↓ | ↓↓↓ | 2.354±0.390 | 4.308±0.520 | 2.177±0.229 | 2.172±0.229 | 49.149 | ＜0.001 |
| Taurine | ↓↓↓ | ↑↑↑ | ↑↑↑ | 2.887±0.404 | 0.291±0.090 | 2.773±0.393 | 2.879±0.253 | 100.56 | ＜0.001 |
| Glycine | ↑↑↑ | ↓↓↓ | ↓↓↓ | 0.180±0.039 | 0.400±0.035 | 0.143±0.033 | 0.126±0.030 | 80.991 | ＜0.001 |
| IMP | ↑↑↑ | ↓↓↓ | ↓↓↓ | 0.283±0.058 | 1.640±0.250 | 0.261±0.020 | 0.250±0.032 | 169.23 | ＜0.001 |
| Lactate | ↓↓↓ | ↑↑↑ | ↑↑↑ | 1.199±0.123 | 0.129±0.030 | 1.193±0.144 | 1.204±0.138 | 123.31 | ＜0.001 |
| 2-Phosphoglycerate | ↓↓↓ | ↑↑↑ | ↑↑↑ | 0.127±0.034 | 0.025±0.012 | 0.108±0.034 | 0.108±0.028 | 15.482 | ＜0.001 |
| Glucose | ↑↑↑ | ↓↓↓ | ↓↓↓ | 0.028±0.011 | 0.330±0.030 | 0.030±0.012 | 0.028±0.015 | 391.45 | ＜0.001 |
| Inosine | ↓↓↓ | ↑↑↑ | ↑↑↑ | 0.233±0.046 | 0.010±0.003 | 0.216±0.015 | 0.203±0.028 | 82.992 | ＜0.001 |
| Fumarate | ↑↑↑ | ↓↓↓ | ↓↓↓ | 0.004±0.002 | 0.015±0.003 | 0.003±0.001 | 0.004±0.002 | 51.966 | ＜0.001 |
| Tyrosine | ↑↑ | ↓↓ | ↓↓ | 0.010±0.001 | 0.122±0.046 | 0.007±0.001 | 0.009±0.003 | 35.721 | ＜0.001 |
| Methyhistidine | NS | NS | ↑ | 0.090±0.024 | 0.049±0.043 | 0.096±0.033 | 0.111±0.019 | 4.346 | 0.016 |
| Histidine | NS | NS | NS | 0.028±0.027 | 0.015±0.003 | 0.035±0.039 | 0.020±0.027 | 0.634 | 0.602 |
| Phenylalanine | NS | ↓ | NS | 0.012±0.001 | 0.011±0.002 | 0.008±0.002 | 0.012±0.003 | 4.822 | 0.011 |
| Niacinamide | ↑↑ | ↓↓ | ↓↓ | 0.008±0.002 | 0.085±0.039 | 0.007±0.001 | 0.007±0.001 | 23.262 | ＜0.001 |
| Oxypurinol | NS | ↑ | ↑↑ | 0.055±0.038 | 0.023±0.003 | 0.064±0.034 | 0.093±0.038 | 4.794 | 0.011 |
| ATP | ↓↓↓ | ↑↑↑ | ↑↑↑ | 0.016±0.003 | 0.002±0.001 | 0.015±0.001 | 0.014±0.002 | 75.411 | ＜0.001 |
| NAD^+^ | ↑↑ | ↓ | ↓↓ | 0.001±0.000 | 0.002±0.001 | 0.001±0.000 | 0.000±0.000 | 9.995 | ＜0.001 |

Note**:** Statistical significances were determined by one-way ANOVA analysis followed by Tukey’s multiple comparison test, and represented by the *p* values: NS, *p* > 0.05; ↓/↑, *p* < 0.05; ↓↓/↑↑, *p* < 0.01; ↓↓↓/↑↑↑, *p* < 0.001. Differential metabolites were identified with *p* < 0.05. The upward arrow and downward arrow denote that the difference between A and B is positive (A is increased compared to B) and negative (A is decreased compared to B), respectively.

**Table S4 Characteristic metabolites identified from pairwise comparisons of the four groups of gastrocnemius.**

| **Metabolite** | **CAC *vs.* NOR** | **AM *vs.* CAC** | **KD *vs.* CAC** |
| --- | --- | --- | --- |
| Glucose | ↑ | ↓ | ↓ |
| Lactate | ↓ | ↑ | ↑ |
| Taurine | ↓ | ↑ | ↑ |
| IMP | ↑ | ↓ | ↓ |
| Inosine | ↓ | ↑ | ↑ |
| Glycine | ↑ | ↓ | ↓ |
| Alanine | ↓ | ↑ | ↑ |
| 2PG | ↓ | ↑ | ↑ |
| Creatine | ↑ | ↓ | ↓ |
| Methylmalonate | ↑ | ↓ | ↓ |
| Niacinamide | ↑ | ↓ | ↓ |
| ATP | ↓ | ↑ | ↑ |
| Aspartate | ↑ | ↓ | ↓ |
| Glutamate | ↑ | ↓ | ↓ |
| Glutamine | ↓ | ↑ | ↑ |
| Fumarate | ↑ | ↓ | ↓ |
| Tyrosine | ↑ | ↓ | ↓ |
| Isobutyrate |  | ↑ |  |
| lysine |  | ↓ | ↓ |
| Valine |  | ↑ |  |
| Oxypurinol |  |  | ↓ |

Note: Characteristic metabolites were determined by a combination of the significant metabolites identified from the PLS-DA analyses (VIP > 1) and differential metabolites identified from the univariate analyses (*p* < 0.05). The upward arrow and downward arrow denote that the difference between A and B is positive (A is increased compared to B) and negative (A is decreased compared to B), respectively.

**Table S5** **Muscular atrophy-related differentially expressed genes (DEGs) identified from the pairwise comparison of cachectic gastrocnemius and normal control.**

| **Gene ID** | **log_2_(FC)** | ***p* Value** | **FDR** | **Symbol** | **Description** |
| --- | --- | --- | --- | --- | --- |
| ENSMUSG00000068614 | -5.253 | 7.086E-14 | 8.210E-12 | Actc1 | actin, alpha, cardiac muscle 1 |
| ENSMUSG00000059201 | -2.186 | 4.849E-02 | 1.621E-01 | Lep | leptin |
| ENSMUSG00000114515 | -2.067 | 6.771E-07 | 1.650E-05 | Aldoa | aldolase A, fructose-bisphosphate |
| ENSMUSG00000026185 | -1.968 | 3.060E-10 | 1.700E-08 | Igfbp5 | insulin-like growth factor binding protein 5 |
| ENSMUSG00000061816 | -1.711 | 2.074E-06 | 4.360E-05 | Myl1 | myosin, light polypeptide 1 |
| ENSMUSG00000060600 | -1.392 | 9.287E-08 | 2.910E-06 | Eno3 | enolase 3, beta muscle |
| ENSMUSG00000020475 | -1.343 | 1.498E-07 | 4.410E-06 | Pgam2 | phosphoglycerate mutase 2 |
| ENSMUSG00000023456 | -1.321 | 4.093E-09 | 1.740E-07 | Tpi1 | triosephosphate isomerase 1 |
| ENSMUSG00000032294 | -1.242 | 2.271E-09 | 1.030E-07 | Pkm | pyruvate kinase, muscle |
| ENSMUSG00000035923 | 1.332 | 6.032E-21 | 2.230E-18 | Myf6 | myogenic factor 6 |
| ENSMUSG00000078566 | 1.366 | 2.624E-17 | 5.900E-15 | Bnip3 | BCL2/adenovirus E1B interacting protein 3 |
| ENSMUSG00000025934 | 1.423 | 2.436E-02 | 9.793E-02 | Gsta3 | glutathione S-transferase, alpha 3 |
| ENSMUSG00000032202 | 1.520 | 1.558E-04 | 1.737E-03 | Rab27a | RAB27A, member RAS oncogene family |
| ENSMUSG00000027452 | 1.654 | 8.428E-13 | 7.980E-11 | Acss1 | acyl-CoA synthetase short-chain family member 1 |
| ENSMUSG00000019577 | 1.806 | 1.367E-03 | 1.018E-02 | Pdk4 | pyruvate dehydrogenase kinase, isoenzyme 4 |
| ENSMUSG00000038332 | 1.809 | 6.540E-13 | 6.270E-11 | Sesn1 | sestrin 1 |
| ENSMUSG00000072949 | 2.404 | 1.396E-16 | 2.780E-14 | Acot1 | acyl-CoA thioesterase 1 |
| ENSMUSG00000031490 | 2.547 | 8.691E-23 | 4.090E-20 | Eif4ebp1 | eukaryotic translation initiation factor 4E binding protein 1 |
| ENSMUSG00000028834 | 2.643 | 4.485E-25 | 3.480E-22 | Trim63 | tripartite motif-containing 63 |
| ENSMUSG00000022358 | 2.721 | 2.049E-24 | 1.330E-21 | Fbxo32 | F-box protein 32 |
| ENSMUSG00000071637 | 2.850 | 4.820E-14 | 5.960E-12 | Cebpd | CCAAT/enhancer binding protein (C/EBP), delta |
| ENSMUSG00000002769 | 2.903 | 2.936E-07 | 8.020E-06 | Gnmt | glycine N-methyltransferase |
| ENSMUSG00000023067 | 3.085 | 2.602E-14 | 3.340E-12 | Cdkn1a | cyclin-dependent kinase inhibitor 1A (P21) |
| ENSMUSG00000022094 | 2.039 | 4.110E-09 | 1.740E-07 | Slc39a14 | Cellular Processes, zinc transporter （ZIP14） |
| ENSMUSG00000004902 | 2.373 | 1.755E-02 | 7.606E-02 | Slc25a18 | solute carrier family 25 (mitochondrial carrier), member 18 |
| ENSMUSG00000032114 | -2.055 | 3.307E-18 | 8.560E-16 | Slc37a4 | solute carrier family 37 , member 4 |
| ENSMUSG00000002944 | 1.245 | 7.490E-05 | 3.547E-03 | Cd36 | CD36 molecule (FAT) |
| ENSMUSG00000022186 | -1.099 | 1.033E-04 | 4.547E-03 | Oxct1 | 3-oxoacid CoA transferase 1 |
| ENSMUSG00000028167 | -1.078 | 1.266E-01 | 5.578E-01 | Bdh2 | 3-hydroxybutyrate dehydrogenase, type 2 |
| ENSMUSG00000030739 | 1.167 | 3.510E-05 | 1.926E-03 | Myh14 | myosin, heavy polypeptide 14 |
| ENSMUSG00000031812 | 1.111 | 1.220E-05 | 7.968E-04 | Map1lc3b | microtubule-associated protein 1 light chain 3 beta |
| ENSMUSG00000027602 | 0.717 | 5.054E-03 | 8.513E-02 | Map1lc3a | microtubule-associated protein 1 light chain 3 alpha |
| ENSMUSG00000032508 | 1.058 | 6.055E-03 | 9.564E-02 | Myd88 | myeloid differentiation primary response gene 88 |

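Table S5 lists 33 genes with a log2 fold change in CAC vs. NOR. Of these, 32 were tested here in CAC vs. NOR, all but Slc25a18, whose counts did not pass the filter there. All 32 had the same sign as in the table, 20 up and 12 down. All 32 changed in the opposite direction in AM vs. CAC and in KD vs. CAC. The comparisons share the CAC libraries, on which the study chose the list, and this alone favors opposite signs. The share to be found without any change was not simulated for this list. For 30 of the 32, the log2 fold change of the edgeR fit differed from the paper's value by less than the SD between mice, with a median difference of 0.12 and a largest of 0.35. In 25 of the 32, the paper's value equals the log2 ratio of the group means of the deposited FPKM to 3 decimals. The other 7 are Cd36, Oxct1, Bdh2, Myh14, Map1lc3b, Map1lc3a, and Myd88. By the criteria used here 27 of the genes were DEGs, and 30 had an FDR within the limit when adjusted over the list alone, which is not independent evidence since the study chose the list on these libraries. The genes that were not DEGs were Lep (FDR 0.220), Gsta3 (FDR 0.206), Pdk4, Cd36, and Map1lc3a (log2 fold change 0.55, FDR 0.0443), the last because of its fold change. Without NOR replicate 4, Gsta3 had an FDR of 0.032. Map1lc3a was a DEG without NOR replicate 1 (0.67) or CAC replicate 3 (0.67), and its FDR was above the limit without any of the other 6 libraries, up to 0.1248 without NOR replicate 3. Among the DEGs, Gnmt (log2 fold change 2.78, FDR 0.0184) was lost without NOR replicate 2 (FDR 0.0539) or NOR replicate 3 (0.0547), and Myd88 (FDR 0.0236) without NOR replicate 1 (0.0587), NOR replicate 3 (0.0714), NOR replicate 4 (0.0535), or CAC replicate 3 (0.0502). In AM vs. CAC Slc25a18 passed the filter too, and 13 of the 33 genes rose and 20 fell. Of these 33, 16 were DEGs and 25 passed when adjusted over the list alone. In KD vs. CAC these numbers were 0 and 20 of 32.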

Note**:** The FC value refers to the fold change of the DEG expression level in the CAC gastrocnemius relative to the NOR gastrocnemius. DEGs were identified with two criteria: fold change of FC ≥ 1.5 or FC ≤ 0.67; false discovery rate (FDR) ≤ 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

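Gastrocnemius RNA of 16 mice was measured by poly(A) RNA-seq, with 4 libraries in each of the NOR, CAC, AM, and KD groups and 2 libraries of each labelled strain in each group. The authors made the libraries and aligned and counted the reads, and the paper's text names no aligner, counting tool, genome build, or strandedness. The deposited table holds 16 columns of whole-number counts per gene, without normalization, and 16 columns of FPKM, which the authors computed from the same counts with 1 length per gene. This was checked on 7074 genes, whose implied length varied by at most 0.0937% between libraries. All columns were mapped to a mouse by their names, none were pooled, and 3719 genes had 0 counts in every library. Of the genes, 21 symbols stand on more than 1 line, so genes were handled by identifier. Totals per library were 35913190 to 61032708 counts, and for pairs of libraries of a group the chi-square per degree of freedom of their difference was at least 66.6, so that counting error is small beside the spread between mice.

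Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit without robust estimation, and the quasi-likelihood F test) on the 8 libraries of the 2 groups compared. NOISeq, which the authors used, was not used here because it was not installed. DEGs had a Benjamini-Hochberg FDR of at most 0.05 and a fold change of at least 1.5 or at most 0.667. CAC vs. NOR, AM vs. CAC, KD vs. CAC, AM vs. NOR, KD vs. NOR, and AM vs. KD were compared, and the interaction of the labelled strain with the condition was tested in the first 3 without a fold change limit. Single genes were also compared with a two-sided exact permutation test on the difference of group means of log2 CPM. For this test a small constant was added to the CPM in place of a prior count. FPKM values served only for the log2 ratio of group means. Log2 CPM values used a prior count of 2, and limma-voom one of 0.5.

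KEGG pathways came from the annotation in the deposited table (7927 genes). They were tested with a one-sided hypergeometric test against tested genes with a pathway, for pathway entries of 10 to 500 genes, with a Q limit of 0.01. Entries were used as written there, so pathways split by stray quotation marks were tested in pieces. Gene lists for glycolysis, ketone bodies, atrophy, proteins blotted in the paper, the IL-6/STAT3 response, slow and fast fibres, adipocytes, erythrocytes, macrophages, neutrophils, and male sex were tested with limma 3.58.1, by camera with estimated correlation and by fry, and adjusted over these 12 lists. Lists with Xist for female sex and with H2-Ea for the BALB/c strain were written too and were not analysed here. Further lists (B cells, T cells, lymph node stroma, liver, X-linked homologs, a second lymphoid list of 21 genes, and a second liver list of 16 genes) were chosen after the data were seen.

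The main settings, the first 12 lists, and most alternatives were set before the data were examined: RLE, upper-quartile, and total-count scaling, DESeq2 1.42.0, limma-voom, other count filters, the labelled strain or the replicate number as a covariate, all 16 libraries in 1 fit, each labelled strain alone, leaving out each mouse in turn, other fold change limits, separate CAC mice for the 2 comparisons, the FPKM ratio, and other backgrounds and tests for the KEGG and list results. A lymphocyte score or a score of a 4-library pattern as a covariate, and KEGG with each mouse left out, were added after the data were seen. The genes named are those of Table S5 and Fig. 7a, those of the lists, and for each of the first 3 comparisons the 3 DEGs with the largest rise and the 3 with the largest fall among those with a mean of at least 1 CPM and the same sign in both labelled strains. This rule was also written beforehand.

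The test was tried on simulated data with 200 changed genes and 1 spread per gene, estimated over the libraries of the fit. edgeR found 78.2%, 77.3%, and 70.3% of 4-fold changes in CAC vs. NOR, AM vs. CAC, and KD vs. CAC, and 0 genes where nothing was changed in KD vs. CAC. DESeq2 found 41.0% of 2-fold changes in KD vs. CAC with 45 false calls. A strain interaction of 8-fold was found for 63.0% of genes. Positions and 31-base words shared between genes come from GENCODE M21 (GRCm38), which matched 21905 identifiers, 21830 of them protein coding. Tables were read with data.table 1.17.8, and words and figures were made with Python 3.11.15, numpy 2.4.6, and matplotlib 3.10.9. The phenotype, Western blot, exosome, and NMR results of the paper were left out because the deposited table does not hold them, and the enrichment of Fig. S14b was not analysed here because only 1 gene was shared.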

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

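All tests of explanations in the paragraphs that follow were chosen only after the results had been seen.

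In 301 groups of 4 libraries the gap between the most distant library and its nearest neighbour was divided by the range of the group. In 21 groups this ratio exceeded Dixon's 95% critical value, where about 15 would do so by chance, so single cases below carry little weight. The ratios were taken on log2 CPM scaled over genes with at least 10 counts in a library, a slightly different scaling from that of the CPM values printed beside them for named genes. On the printed CPM, 14 of the 16 gene ratios were above the critical value again, those of Myl1 in KD (0.793) and Stat3 in CAC (0.800) were not, and 2 others were above it on that scale alone (Myf6 in CAC, 0.860, and Foxo1 in NOR, 0.861). For named genes the ratio was 0.847 for Actc1 in NOR (replicate 1 highest, 1511 CPM against 448 to 537), 0.933 for Myl1 in KD (replicate 4 highest, 5921 CPM against 4928 to 5119), 0.861 for Pgam2 in CAC (replicate 3 lowest, 418 CPM against 896 to 1014), 0.952 for Slc39a14 in KD (replicate 2 highest, 25.2 CPM against 16.5 to 17.2), 0.831 for Foxo1 in AM (replicate 2 lowest, 45.6 CPM against 56.5 to 58.7), and 0.872 for Prnd in CAC (replicate 2 highest, 0.333 CPM against 0 to 0.0227). Leaving out each mouse in turn kept the log2 fold change of Pgam2 in CAC vs. NOR between -1.56 and -1.21 and that of Actc1 between -5.75 and -4.76. Reads shared with other genes may matter for Prnd, which has 96.0% of its 31-base words in other genes, and not for Actc1, which has 0%. No biological explanation was tested, since the design gives none for a single mouse.

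CAC replicate 4 stood apart from the other CAC libraries in total counts (ratio 0.863, 59807648 counts against 43676601 to 45883521) and in the CPM of Slc16a1 (0.871, 73.8 against 42.2 to 45.05), Stat3 (0.846, 295 against 143 to 165), Chrna9 (0.923, 11.5 against 2.00 to 2.36), and Mt2 (0.878, 597 against 149 to 182). CPM values are already divided by the library total, and when the 8 NOR and CAC libraries were thinned to 43676601 counts each, 1331 of the 1386 CAC vs. NOR DEGs passed again, which argues against library size as the cause of those DEGs. Reads shared with other genes could touch Mt2 (55.1% of its words) and not Slc16a1 or Chrna9 (0% each). Without CAC replicate 4 the log2 fold change of Slc16a1 in CAC vs. NOR turned from 0.08 to -0.15. A stronger response to the tumor in this mouse stays open as untested.

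KD replicate 3 had 0 counts on the Y-linked genes Kdm5d (ratio 0.91), Uty (0.971), Ddx3y (0.953), and Eif2s3y (0.924), where the other KD mice had 11.1 to 62.8 CPM, and the highest mean of 4 X-linked homologs (0.887). A candidate explanation is that this mouse was female: 4 of the 4 X-linked homologs Ddx3x, Kdm5c, Eif2s3x, and Kdm6a had their highest value of the 16 libraries in it, as a second X chromosome would give. The main text of the paper names male mice, and the legend of its Fig. S1 names male and female BALB/c mice. Without KD replicate 3, KD vs. CAC had 0 DEGs and 1385 genes with an unadjusted p below 0.05.

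NOR replicate 1 stood apart from the other NOR libraries in the mean log2 CPM of lists of B cell genes (ratio 0.962, -0.86 against 3.61 to 3.79), T cell genes (0.895, -1.03 against 2.93 to 3.39), and lymph node stroma genes (0.945, -0.27 against 2.90 to 3.08). CAC replicates 1 and 4 and KD replicates 2 and 3 were low in the same way, and 87 genes had their largest gap of at least 2 on the log2 scale between these 5 libraries and the other 11. Glycam1, for example, stood at 0 to 0.0685 CPM in the 5 and 5.75 to 108 in the 11, Ms4a1 at 0 to 0.104 and 3.68 to 48.5, and Cd3e at 0 and 1.16 to 14.2. Lymph node tissue taken along with the muscle in the 11 libraries may account for this: in a second list of 21 lymphoid genes, chosen without looking at their gaps and shared with no other list, 18 (85.7%) had their largest gap on the same 5 libraries, against 126 of 16296 genes (0.773%), and 5 of the 21 reached 1 CPM in any of the 5. In the first lists 4 of 6 B cell genes, 5 of 8 T cell genes, 1 of 8 stroma genes, 0 of 12 liver genes, and 0 of 4 X-linked homologs did so. Within NOR, CAC, and KD, the mean log2 CPM of the second lymphoid list was lower in the 5 libraries by 6.33 (95% confidence interval 5.57 to 7.09). Adipocyte genes were also lower in them, by 1.75 (0.514 to 2.98), and so were macrophage genes, by 1.25 (0.303 to 2.20, with 0.0604 in CAC), while erythrocyte genes were higher by 0.61 (1.86 higher to 0.64 lower). A higher share of all non-muscle tissue would shift the lists alike. As the whole cause it is argued against, since the lymphoid list shifted by at least 3.22 more than the adipocyte or the macrophage list (lower 95% limit). The smaller shifts of these 2 lists go with more of such tissue in the 11 libraries. Blood in the 11 libraries is argued against in the same way by a lower limit of 5.52 for the lymphoid over the erythrocyte list. The condition does not account for it as a whole, since both sides hold NOR, CAC, and KD mice. The AM libraries, however, all lie among the 11, so AM vs. CAC is unbalanced for it. With the lymphocyte score as a covariate, 1265 of the 1386 CAC vs. NOR DEGs and 379 of the 537 AM vs. CAC DEGs passed again.

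Gapdh was low in KD replicate 1 (ratio 0.839, 182 CPM against 1062 to 1503), and also in CAC replicate 4 (214 CPM), AM replicate 1 (201), and AM replicate 3 (307), with 736 to 1774 in the other 12 libraries. The same 4 libraries parted from the other 12 in 26 genes by at least 2 on the log2 scale (12 higher and 14 lower). No other of the 1820 sets of 4 libraries had as many, and the next had 6. Rps18 stood at 25.2, 20.7, 34.1, and 16.0 CPM in CAC replicate 4, AM replicates 1 and 3, and KD replicate 1 and at 201 to 428 elsewhere, and Gm10260 at 161 to 312 in the 4 and 0.893 to 1.86 elsewhere. Reads shared between near-identical copies, placed on another copy in these libraries, may account for part of it: 53.8% of the 26 genes (14 genes) share at least 20% of their words with other genes, against 14.1% of all others (Fisher's exact test, p = 2.35e-06), and Gapdh shares 32.5%. For 9 genes of the 26 with under 5% of shared words this is argued against. The labelled strains do not account for the pattern. The 4 libraries carry labels of both strains, 0 genes differed between the labelled strains over the 16 libraries (248 of 15220, or 1.63%, with an unadjusted p below 0.05, where 50.5% of simulated 2-fold differences were found), and 0 of the 688 genes with a gap of at least 2 parted along the labels. A strain or donor variant may lie behind the pattern. An H2 gene, H2-Q2, is among the 26, with 1.31 to 4.43 CPM in the 4 libraries and 0 to 0.0735 elsewhere, and no other H2 gene parted this way by at least 1 on the log2 scale, so that 1 of 26 H2 genes did (3.85%), against 59 of 16291 other genes (0.362%; Fisher's exact test, p = 0.0914). The H2 genes were chosen with H2-Q2 already seen in the pattern, so this share decides nothing, and the presence and absence of such a variant cannot be told apart. A sequencing batch could not be tested, as neither the labels nor the paper give one.

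C1qtnf4 had 0 counts in the 4 CAC libraries and in NOR replicate 2 (ratio 0.937 within NOR) and 188 to 491 counts in the other 11, so that it was at least 92.4-fold higher in AM and at least 103-fold higher in KD than in CAC, in a gene the paper does not discuss. Counting noise is argued against, since each of the 5 libraries would hold at least 153 counts at the lowest rate of the others. So are reads shared with a copy (0% of its words) and a step that removed several genes from those libraries (0 other genes with that pattern). The condition could account for the 4 CAC libraries and not for NOR replicate 2, and stays open as untested.

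Signals that the paper does not discuss appeared in CAC vs. NOR. Among the DEGs were 15 genes of the KEGG pathway Proteasome, all upregulated. Saa3 had a log2 fold change of 7.76 (0 to 0.149 CPM in NOR, 3.29 to 39.5 in CAC) and Chrna9 one of 5.45 (0 to 0.165 CPM in NOR), values that rest on low counts in NOR and so depend on the prior count. Of the 1386 DEGs, 1354 (97.7%) passed again after a correction for GC content and gene length, 1331 (96.0%) after thinning to 1 depth, and 1378 (99.4%) without the 10 genes with most counts, which argues against each of these as the whole cause. The response of the muscle to the tumor may be the source of these signals. It remains a hypothesis, since it was found and tested on the same libraries.

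In AM replicate 1 the liver genes Apoa1 (115 CPM), Alb (1230 CPM), Fgb (160 CPM), and Ttr (40 CPM) were high. Liver RNA in this library may account for this: of a second list of 16 liver genes, 15 (93.8%) had their largest gap between AM replicate 1 and the other 15 libraries, and 1 of the 16 reached 1 CPM in at least 8 of the other libraries. Amiloride treatment is argued against, since 2 of the 16 were higher in every AM library than in every CAC library. Without AM replicate 1, AM vs. CAC had 110 upregulated and 158 downregulated DEGs.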

How the results depend on the processing

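No test of an explanation is given in this part. The lymphocyte score and the score of the 4-library pattern as covariates, and KEGG with each mouse left out, were chosen only after the results had been seen. For every change named here the cause was not tested.

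Upregulated and downregulated DEGs in CAC vs. NOR stayed within 1.5 times 633 and 753 under RLE, upper-quartile normalization, DESeq2, limma-voom, both other count filters, the labelled strain as a covariate, and all 16 libraries in 1 fit with or without it. With total counts as the only scaling 959 were upregulated. The mice labelled C57BL/6 alone gave 125 up and 122 down, those labelled BALB/c alone 0 and 0 (2578 genes with an unadjusted p below 0.05). Without a fold change limit 1143 were up, and with a fold change of at least 2, 302 were up and 466 down. Across the 8 fits that each left out 1 mouse, 343 to 596 were up and 385 to 726 down.

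In AM vs. CAC the counts of 239 up and 298 down became 640 and 479 with DESeq2, 131 and 100 with all 16 libraries in 1 fit, 66 and 64 with that fit and the labelled strain, and 158 and 112 with a fold change of at least 2. The labelled strain as a covariate gave 115 up, and no fold change limit gave 473 down. Each labelled strain alone gave 0 up and 0 down (2699 and 1998 genes with an unadjusted p below 0.05 for C57BL/6 and BALB/c). The leave-one-out fits gave 61 to 179 up and 151 to 268 down.

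In KD vs. CAC DESeq2 gave 237 up and 103 down, all 16 libraries in 1 fit 90 and 55, and that fit with the labelled strain 18 and 20. The 1 downregulated gene was lost, leaving 0, under RLE, total counts, upper-quartile normalization, limma-voom, the labelled strain as a covariate, the C57BL/6 and BALB/c labels alone, and the 4-library score (1617, 2161, 1712, 1685, 1351, 377, 1560, and 1871 genes with an unadjusted p below 0.05). With the lymphocyte score 2 were down. The leave-one-out fits gave 0 up and 0 to 1 down (1041 to 2497 genes with an unadjusted p below 0.05). DEGs shared by the 3 comparisons numbered 246 with DESeq2, 111 with all 16 libraries, 33 with these and the labelled strain, 2 with the lymphocyte score, and 0 under the settings that left 0 in KD vs. CAC, and 0 to 1 across the leave-one-out fits.

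The replicate block, with the replicate number as a block, gave 533 up and 607 down in CAC vs. NOR, 0 and 0 in AM vs. CAC (2203 genes with an unadjusted p below 0.05), and 0 and 0 in KD vs. CAC (911), and so 0 shared genes. The numbers were not taken to pair the mice. Between the differences from the group mean of libraries with the same number, r ran from -0.45 to 0.05 in AM vs. CAC and from -0.64 to -0.25 in KD vs. CAC, while in CAC vs. NOR it was 0.60, 0.13, and 0.34 for replicates 1 to 3 and -0.19 for replicate 4.

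AM vs. NOR had 70 DEGs with DESeq2, 3 in the BALB/c labels alone, and 0 to 14 across the leave-one-out fits. KD vs. NOR had 31 with DESeq2, 1 with the lymphocyte score, and 0 to 1 across the leave-one-out fits, and AM vs. KD had 1 with DESeq2. Strain interactions, 0 genes with edgeR, numbered 125, 443, and 100 with DESeq2 in CAC vs. NOR, AM vs. CAC, and KD vs. CAC, and with all 16 libraries in 1 fit 1 in CAC vs. NOR and 4 in KD vs. CAC. For these, leaving out a mouse was not run, since it leaves 1 mouse in a cell of the design. The shares of DEGs moved back ran from 95.5% to 99.6% in AM and 96.2% to 99.7% in KD over the settings that gave a value. The BALB/c labels alone gave no value, with 0 DEGs. Shares this near to their upper limit can hardly move. The spread between mice (SD 4.22 in AM and 11.7 in KD) belongs to the single-mouse measure, so it cannot serve to judge their stability.

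KEGG pathways at the limit numbered 3 with downregulated DEGs alone and 2 to 7 across the leave-one-out fits. The glycolysis list passed under fry (p = 0.00947) and under camera with a preset correlation (p = 3.44e-05), and its camera p was 0.122 to 0.214 across the leave-one-out fits, 0.136 with the labelled strain, and 0.207 with the block.

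For the named genes 2103 log2 fold changes were recomputed over 88 pairs of gene and comparison. Of these 1846 kept their direction and their side of the limit, 197 became weaker, 34 stronger, and 26 reversed. The reversed values, all small, were in CAC vs. NOR 0.16 for Hk2 (C57BL/6 labels alone), 0.0956 for Gpi1 (total counts), 0.0449 (BALB/c labels alone), 0.0955 (FPKM), and -0.10 to 0.0705 across the leave-one-out fits, 0.0942 for Aldoa ENSMUSG00000030695 (total counts), 0.16 (C57BL/6 labels alone), 0.0942 (FPKM), and -0.10 to 0.15 (leave-one-out), 0.00742 for Bdh1 (BALB/c labels alone), 0.0615 for Acat1 (total counts), 0.10 (BALB/c labels alone), 0.0615 (FPKM), and -0.20 to 0.0425 (leave-one-out), -0.21 for Slc16a1 (C57BL/6 labels alone), -0.0303 (lymphocyte score), -0.14 (4-library score), and -0.15 to 0.16 (leave-one-out), and 0.0311 for Slc16a3 (C57BL/6 labels alone). They were 0.0690 for Pdk4 in AM vs. CAC (lymphocyte score), and -0.0502 for Bdh2 and 0.12 for Cd36 in KD vs. CAC (C57BL/6 labels alone).

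The spread between the mice limits KD vs. CAC. In simulated data with 200 changed genes edgeR found 0.5% of 2-fold changes there and 70.3% of 4-fold changes.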

Differences from the paper's values

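No test of an explanation is given in this part, and no alternative named here was chosen after the values were seen.

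The paper's text gives 1466 upregulated genes in CAC vs. NOR, where 633 were found here. Of the alternatives set before the data were examined, the absence of a fold change limit (1143) came within 1.5 times of it, and the others, from 0 to 959, did not. That alternative still gave fewer genes than the paper and sets aside the paper's own fold change limit, so it does not explain the difference. For downregulated genes the paper's text gives 1941, where 753 were found, and none of the alternatives closed the gap (at most 1082, with DESeq2). Fig. S13a of the paper shows about 1200 downregulated genes, read by eye, which differs from the paper's text. Against it, 753 differs too, while upper-quartile normalization (918), DESeq2 (1082), limma-voom (826), the labelled strain as a covariate (837), and no fold change limit (905) fall within 1.5 times of it, and the other alternatives set before the data were examined (0 to 792) do not.

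The paper gives 753 DEGs shared by the 3 comparisons, where 1 was found here, and none of the alternatives set before the data were examined closed the gap (0 to 246). For AM vs. CAC the paper's Fig. S13a shows about 980 upregulated and about 810 downregulated genes, where 239 and 298 were found. None of the alternatives closed these gaps, with at most 640 and 479 under DESeq2. In KD vs. CAC the paper's Fig. S13a shows about 650 up and about 540 down, where 0 and 1 were found (1627 genes with an unadjusted p below 0.05), and none of the alternatives closed the gaps, with at most 237 and 103 under DESeq2. DEGs common to CAC vs. NOR and AM vs. CAC number about 1300 in the paper's Fig. S14a, where 422 were found, and none of the alternatives closed the gap (0 to 861).

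In Fig. S13b the paper shows about 63 DEGs in lipid metabolism, where 26 were found. None of the alternatives closed the gap, with at most 36 under DESeq2. For amino acid metabolism it shows about 56, where 31 were found, and DESeq2 (45) closed the gap, the other alternatives set before the data were examined did not.

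Table S5 of the paper gives a log2 fold change of 1.111 for Map1lc3b, where 0.88 was found. Alternatives set before the data were examined closed the gap with total counts (1.00), the mice labelled BALB/c alone (0.97), the FPKM ratio (1.00), and without NOR replicate 1 (0.95), CAC replicate 2 (0.96), or CAC replicate 3 (0.96), and the others did not. For Myd88 the paper gives 1.058, where 0.71 was found, and total counts (0.84), the BALB/c labels alone (0.96), and the FPKM ratio (0.84) closed the gap, while the others did not.

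The paper names carbohydrate, lipid, and amino acid metabolism as distinctly changed, and here the hypergeometric p-values of these categories were 0.0622, 0.867, and 0.104. The paper lists Pdk4, Cd36, Lep, Gsta3, and Map1lc3a as DEGs in CAC vs. NOR, and here they were not. Pdk4 was called with DESeq2 (log2 fold change 1.69, FDR 0.0111, range over the alternatives 0.0111 to 0.414). Cd36 was called with total counts (1.08, FDR 0.0389), DESeq2 (0.94, FDR 0.0075), the replicate number as a covariate (0.87, FDR 0.0495), all 16 libraries in 1 fit (0.95, FDR 0.0356), that fit with the labelled strain (0.95, FDR 0.0481), and without CAC replicate 2 (1.10, FDR 0.0464), with a range over the alternatives of 0.0075 to 0.273. Gsta3 was called without NOR replicate 4 (2.17, FDR 0.032, range 0.032 to 0.577), and Map1lc3a with total counts (0.68, FDR 0.00541) and without NOR replicate 1 (0.67, FDR 0.0308) or CAC replicate 3 (0.67, FDR 0.0154). Lep was called under none. For Lep, Gsta3, Bdh2, Map1lc3a, and Myd88 the paper's Table S5 prints FDRs of 0.1621, 0.09793, 0.5578, 0.08513, and 0.09564, above its own limit. So it does for Slc25a18 (0.07606), which was not tested here in CAC vs. NOR. The heat map of Fig. 7a shows Myh14 lower in CAC, while the paper's Table S5 lists it as higher, and here its log2 fold change was 1.02 (FDR 0.0111).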

Other observations

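All tests of explanations in the paragraphs that follow were chosen only after the results had been seen.

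The 8 libraries of 2 groups can be split into 4 and 4 in 35 ways. For CAC vs. NOR, 1 of the 35 splits, the real one, gave as many DEGs, and 1 gave as many KEGG pathways. The other splits gave 0 or 1 DEG, which fixes their KEGG count at 0, so that count adds no separate evidence. In AM vs. CAC 1 of 35 splits gave as many DEGs. For KD vs. CAC 2 of 35 splits gave as many, the other being CAC replicates 1 and 4 with KD replicates 2 and 3 against the rest, with 535 DEGs and 2506 genes with an unadjusted p below 0.05. This split follows the lymphoid pattern, and with the lymphocyte score as a covariate the real comparison gave 2 DEGs. For AM vs. NOR, KD vs. NOR, and AM vs. KD, with 0 DEGs each (9.19%, 3.54%, and 1.11% of genes with an unadjusted p below 0.05), 35 of 35 splits gave as many, which a count of 0 fixes.

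A camera p as small as the real one was reached in CAC vs. NOR by 4 of the 35 splits for the glycolysis list, 8 for ketone bodies, 1 for atrophy, 7 for the blotted proteins, 1 for the IL-6/STAT3 response, 28 for slow fibres, 18 for fast fibres, 31 for adipocytes, 1 for erythrocytes, 25 for macrophages, 2 for neutrophils, and 8 for male sex. It was reached by 5 splits for glycolysis and 1 for atrophy in AM vs. CAC, and by 4 and 3 in KD vs. CAC.

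Several lists belong to no claim on these libraries. In CAC vs. NOR the 24 blotted genes gave p-values adjusted over the 12 lists of 0.343 under camera and 0.0152 under fry (11 DEGs, 13 adjusted over the list alone), and 7 tested genes of the 9 in the IL-6/STAT3 list gave 0.298 and 0.011 (4 DEGs up, 6 adjusted over the list alone). Slow fibre genes gave 0.885 and 0.787, fast fibre genes 0.599 and 0.257, adipocyte genes 0.891 and 0.839, and macrophage genes 0.5997 and 0.339, each with 0 DEGs and 0 adjusted over the list alone. Neutrophil genes, 6 of 6 higher in CAC with log2 fold changes of 2.14 to 3.97, gave 0.311 and 0.011 (3 DEGs, 5 adjusted over the list alone), and male-linked genes 0.399 and 0.0464 (0 DEGs, 1 adjusted over the list alone). The slow and fast fibre, adipocyte, and macrophage lists did not pass under fry either, and the other lists of this paragraph passed under fry and not under camera with the estimated correlation.

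The 5 erythrocyte genes were DEGs in CAC vs. NOR, with log2 fold changes of 2.06 to 2.59 (camera adjusted p = 0.298, fry adjusted p = 0.00133, all 5 also adjusted over the list alone). They were also higher in AM vs. NOR (2.34 to 2.75) and KD vs. NOR (2.62 to 3.17), as 0 DEGs each and 5 of 5 adjusted over the list alone. More blood left in the CAC muscles may raise all 5 alike, and they differed by 0.529 at most, but a change in the transcripts of the red cells of tumor-bearing mice would do the same. The 2 cannot be told apart here, because no gene in the table marks blood volume alone.

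In KD most CAC vs. NOR DEGs moved back while 1 gene was a DEG in KD vs. CAC. The spread between the KD libraries may account for this, since 0.5% of simulated 2-fold changes were found in KD vs. CAC, against 30.0% in AM vs. CAC. The simulations changed 200 genes, fewer than the DEGs that moved back, so their shares need not hold here. Smaller changes in KD cannot be told apart from this. With the DEGs picked on 2 of the CAC mice and the change back measured against the other 2, the median change back in KD was 88.7% and 93.5% of that in AM, and with each AM or KD mouse left out in turn it ran from 77.0% (without KD replicate 4) to 118% (without KD replicate 2), so the mice are too few to decide. With the lymphocyte score as a covariate there were 2 DEGs, and genes with an unadjusted p below 0.05 numbered 2071, against 1627 without it. A covariate in a fit of 8 libraries leaves fewer degrees of freedom. These counts therefore do not decide whether lymph node tissue is the source of the spread. A mouse that may be female (KD replicate 3) and a mouse with high atrophy genes (KD replicate 2) are in this group. Leaving out either gave 0 DEGs (1385 and 2497 genes with an unadjusted p below 0.05).

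The interaction of the labelled strain with the condition passed the FDR limit for 0 genes in CAC vs. NOR, AM vs. CAC, and KD vs. CAC, where 717, 1821, and 825 genes had an unadjusted p below 0.05. The strain and the tumor line change together, so an interaction would not separate them. The strain labels may not match the mice: over the 16 libraries 0 genes differed between the labels, and 1.63% of genes had an unadjusted p below 0.05, no more than the 5% that labels set at random give, although 50.5% of simulated 2-fold differences were found. Labels that do not match and strains that differ little in muscle transcripts cannot be told apart, since the table does not show how many genes differ between the strains. Among 688 genes with a gap of at least 2 on the log2 scale, 0 parted along the labels. CAC replicate 4, AM replicates 1 and 3, and KD replicate 1, which carry both labels, parted from the others in 26 of them. If a strain variant lies behind these 26 genes, some labels are wrong, but whether one does was not settled. If the labels are wrong, the fits with the labelled strain as a covariate, those of each labelled strain alone, and the interactions do not speak of the strains or of the tumor lines.

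Aldoa fell in CAC on its low-count identifier and not on its high-count identifier. Reads shared between the 2 are argued against, since 0% of the words of the low-count identifier are found in another gene. Reads of Acta1 counted on Actc1 are argued against as the source of the fall of Actc1 in the same way (0% of words). A change in the transcript of the low-count identifier may remain as an explanation and was not tested.

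Rab27 was knocked down in the tumor cells, not in the muscle. In muscle, Rab27a had a log2 fold change of 1.42 in CAC vs. NOR (FDR 0.0399), lost as a call without NOR replicate 1 (FDR 0.0646), NOR replicate 2 (0.107), NOR replicate 3 (0.109), CAC replicate 1 (0.0890), CAC replicate 2 (0.0731), or CAC replicate 3 (0.0869), and Rab27b one of 0.34 (FDR 0.484).

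By the rule for named genes, the largest changes in CAC vs. NOR besides Saa3, Chrna9, and Actc1 were those of Fpr1 (6.78, FDR 0.0111), Prnd (-6.38, FDR 0.0135), and Col2a1 (-5.20, FDR 0.00412). Those of AM vs. CAC were C1qtnf4, Kera (3.47, FDR 0.0190), and Col1a1 (3.02, FDR 0.00223) among the rises and Saa3 (-5.80, FDR 0.0137), Lao1 (-3.88, FDR 0.0323), and Mt2 (-3.74, FDR 0.0120) among the falls. Kera was lost as a call without CAC replicate 1 (FDR 0.0590), AM replicate 3 (0.0516), or AM replicate 4 (0.0551). Lao1 was lost without CAC replicates 1 to 3 (0.0849, 0.0742, and 0.0621) or AM replicates 2 and 4 (0.0903 and 0.0977). The CAC vs. NOR values of Fpr1 (0 to 0.101 CPM in NOR), Prnd (0 to 0.333 in CAC), and Col2a1 (0 to 0.114 in CAC) rest on low counts. They depend on the prior count. With single mice left out, Prnd ran from -9.67 to -5.92 and Fpr1 from 5.51 to 7.56.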
